# The HU Regulon Is Composed of Genes Responding to Anaerobiosis, Acid Stress, High Osmolarity and SOS Induction

**DOI:** 10.1371/journal.pone.0004367

**Published:** 2009-02-04

**Authors:** Jacques Oberto, Sabrina Nabti, Valérie Jooste, Hervé Mignot, Josette Rouviere-Yaniv

## Abstract

**Background:**

The *Escherichia coli* heterodimeric HU protein is a small DNA-bending protein associated with the bacterial nucleoid. It can introduce negative supercoils into closed circular DNA in the presence of topoisomerase I. Cells lacking HU grow very poorly and display many phenotypes.

**Methodology/Principal Findings:**

We analyzed the transcription profile of every *Escherichia coli* gene in the absence of one or both HU subunits. This genome-wide *in silico* transcriptomic approach, performed in parallel with *in vivo* genetic experimentation, defined the HU regulon. This large regulon, which comprises 8% of the genome, is composed of four biologically relevant gene classes whose regulation responds to anaerobiosis, acid stress, high osmolarity, and SOS induction.

**Conclusions/Significance:**

The regulation a large number of genes encoding enzymes involved in energy metabolism and catabolism pathways by HU explains the highly pleiotropic phenotype of HU-deficient cells. The uniform chromosomal distribution of the many operons regulated by HU strongly suggests that the transcriptional and nucleoid architectural functions of HU constitute two aspects of a unique protein-DNA interaction mechanism.

## Introduction

HU is a small, basic, and thermostable dimeric DNA-binding protein initially isolated as a factor stimulating the expression of phage lambda genes [1], [2]. It is a major structural component of the nucleoid, and it is conserved among the majority of eubacteria. HU is also present in archaea, in plant chloroplasts, and in a eukaryotic virus [3], [4]. HU of *E. coli* was shown to be a “histone-like protein” which can introduce negative supercoiling into a closed circular DNA in presence of topoisomerase I [5]. We named this protein “HU” where “H” stands for histone and “U” for the U93 strain used at that time to isolate the *E. coli* nucleoid [1], [6]. In most bacteria, HU is encoded by a single gene except in *Enterobaceriaceae* and *Vibrionaceae*, which possess two unlinked HU-encoding genes, *hupA* and *hupB* [4], [7]. In *E. coli*, single *hupA* or *hupB* mutations do not significantly impair growth; however *hupA* inactivation affects survival in prolonged stationary phase [8], [9]. In contrast, the *hupAB* double mutant grows very slowly and is highly pleiotropic: a number of cell processes, such as cell division, initiation of DNA replication, transposition, and other biochemical functions, are altered and cause a slow-growth phenotype [9], [10]. When the absence of HU in *E. coli* cells is not balanced by compensatory mutations in *gyrB*, as frequently observed, the *hupAB* mutant forms very tiny colonies on agar plates [11], [12]. It is interesting to note that the HU mutation is lethal in *Bacillus subtilis*, which has no other histone-like protein [13].

In *E. coli*, the ratio of the three different HU forms, the HUαβ heterodimer and the HUα2 and HUβ2 homodimers, varies as a function of the growth phase [14]. The three dimers exhibit different DNA binding properties towards particular DNA structures [15] and present different thermodynamic properties [16]. We have shown that HU plays a positive role in translation of the stationary phase sigma factor RpoS [17]. This finding was further substantiated by showing direct HU-RNA interaction [18]. *In vitro* studies show that HU displays preferential affinity for damaged DNA having nicks or gaps [15], [19]. Several reports confirm the involvement of HU in DNA repair: (i) cells lacking HU are extremely sensitive to γ and UV irradiation [20], [21]; (ii) HU is capable of displacing LexA, the repressor of the SOS response genes, from its binding sites [22] and (iii) HU binds specifically to a wide array of repair or recombination intermediates [23].

A transcriptional role of HU was also demonstrated for the up-regulation of the *proVWX* operon in hyperosmolar environments [24], and we showed that HU stimulates transcription by T7 RNA polymerase [25]. More recently, Adhya's group revealed a role of HU and negative supercoiling in the formation of the Gal repressosome, a nucleoprotein complex necessary to repress transcription of the *gal* operon [26]. Whereas the respective regulons of other bacterial histone-like proteins, such as Lrp [27], H-NS [28], [29], Fis [30], Crp [31], IHF [32] have been identified, the role of *E. coli* HU on gene regulation has never been addressed systematically at the genomic scale. In the present study, we used microarray hybridization to investigate the pleiotropic role of HU in the cell by studying genome-wide gene expression as a function of the genetic *hupA*, *hupB*, *hupAB* and wild-type backgrounds at three different growth phases. The microarray data, combined with *in vivo* experiments presented here, confirmed the involvement of HU in the SOS and the osmolarity/supercoiling responses [20], [21], [24], [33]. In addition, the results of these experiments revealed a novel function for this global regulator in the environmental programming of the cellular response during aerobic and acid stress. The interconnection between these various responses and the supercoiled state of the DNA is discussed.

## Results

### Microarray experiments

*E. coli* strain C600, originating from the Pasteur Institute, was used for the microarray and *in vivo* experiments described here (JO2057, Table 1). It was preferred over the commonly used ‘wild type’ strain MG1655 for several reasons: first, most of the genetic and biochemical evidence gathered in our laboratory is based on C600 and second, it has been reported that MG1655 suffers a number of growth defects [34] or chromosomal deletions [35]. Due to the instability of *hupAB* mutants [9], [12], special care was taken to reconstruct new mutants starting from JO2057. Strains JO2081 (*hupA*), JO2087 (*hupB*) and JO3020 (*hupAB*) were constructed, and their phenotypes and genotypes were verified, as described in Materials and Methods.

**Table 1:** Strains and plasmids used in this work.

Strain, phage, or plasmid	Relevant characteristic(s) or genotype	Source or Reference
pRS415	*lacZ^+^ lacY^+^ bla^+^*	[87]
λRS45	λ *imm21 ind^+^ bla′-lacZ^+^ lacY^+^*	[87]
λRS88	λ *imm434 ind^−^ bla′-lacZ^+^ lacY^+^*	[87]
OHP109	*hupA::Cm*	[9]
OHP96	*hupB::Km*	[9]
EF88	*Δfnr::*Tn*10 (Tc)*	Jeff Cole
JR1713	*ΔrecA::*Tn*10 (Tc)*	[20]
ENS305	*lacZ::*Tn*10* (*Tc*)	[25]
JO2057 (C600)	*thr-1 leuB6 thi-1 lacY1 glnV44*	Institut Pasteur, laboratory collection
JO2081	*hupA::Cm* (JO2057+P1 transduction from OHP109)	This work
JO2083	*hupB::Km* (JO2057+P1 transduction from OHP96)	This work
JO3020	*hupA::Cm*, *hupB::Km* (JO2081+P1 transduction from OHP96)	This work
JO2039	*lacZ::*Tn*10* (*Tc*) (JO2057+P1 transduction from ENS305)	This work
JO3027	*lacZ* (JO2039 cured from Tn*10* with fusaric acid)	This work
JO3029	*Δfnr::*Tn*10 (Tc)* (JO2057+P1 transduction from EF88)	This work
JO3019	*ΔrecA::*Tn*10 (Tc)* (JO2057+P1 transduction from JR1713)	This work

To identify genes regulated by HU, which is present in *E. coli* as three dimeric forms (HUαβ, HUα2 and HUβ2) at a ratio that varies according to growth phase [14], four strains (the three mutants and the wild type) were grown in LB medium at 37°C. Culture samples for microarray experiments were collected at exponential, transition, and stationary phases. In order to achieve optimal representation of short-lived RNA species, total RNA was extracted from these samples as described in [36]. The genome-wide mRNA levels were measured using high-density *E. coli* Affymetrix® GeneChips microarrays. 

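Transcript levels were read on Affymetrix oligonucleotide arrays. On these, labelled cDNA made from the RNA of a culture hybridizes to sets of short DNA probes for each gene. The strains were the wild type JO2057 (C600) and its mutants JO2081 (*hupA*, HUβ2 only), JO2083 (*hupB*, HUα2 only) and JO3020 (*hupAB*, no HU). In LB their doubling time was 40 min, except 75 min for the double mutant. Cells were collected at an optical density of 0.6 to 0.7 in exponential phase, 2.2 to 2.5 in transition phase and 4.6 to 4.8 in stationary phase, where the double mutant reached 3.0. Of the 12 groups, the wild type and the double mutant in exponential and in stationary phase had 2 arrays each and the other 8 had 1 array each, and the number of arrays limits the precision of every value. The paper's text does not say whether the duplicates came from separate cultures, so the p-values may measure technical spread only.
The authors had normalized the signals between arrays with dChip, and the values are on a linear scale with some below 0. Each array carried 7312 probe sets, 4345 of them for genes, and 4301 genes entered every test. Values below 0 were set to 0, 32 was added to each value and log2 was taken. A linear model was fitted to the 16 arrays with limma, with 1 mean per group and a spread that follows the signal level, and p-values were adjusted by the Benjamini-Hochberg method over all genes. The 4 duplicated groups leave 4 residual degrees of freedom, so a group with a single array was assumed to vary like them. Genes with an adjusted p under 0.05 are called higher or lower in the mutant. Transition phase has no duplicate, and there only log2 ratios are given. In exponential and stationary phase, 37 lists of genes written before the data were examined and the 5 clusters of the study were tested with camera of limma, which compares the members of a list with all other genes at a preset correlation of 0.01 between genes. The double mutant was also compared with the wild type over all 3 phases, with phase as a block and 5 arrays on each side.
The arrays were hybridized in 4 scanning sessions from 3 chip lots. In LB, exponential replicate 2 of the wild type was scanned alone, replicate 2 of the double mutant in exponential and in stationary phase shared a session, and the other 13 arrays shared another.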

A total of 16 microarrays were used: 8 assays were performed to duplicate the data for the wild-type and *hupAB* double-mutant strains at exponential and stationary phases; the remaining 8 assays consisted of wild-type and *hupAB* experiments at the transition phase and single *hupA* and *hupB* mutants at the three growth phases. 

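The spread between duplicates sets how large a change has to be before it stands out. Spearman's correlation between duplicates, across 4301 genes that are not independent replicates, was 0.947 for the wild type in exponential phase and 0.889 in stationary phase. It was 0.920 for the double mutant in exponential phase and 0.960 in stationary phase. The stationary duplicates of the wild type differed by more than 2-fold in 611 genes, against 146 genes for its exponential duplicates. For the double mutant, 335 genes differed by more than 2-fold in exponential phase and 98 in stationary phase. The wild-type stationary difference was large in the acid resistance genes *gadA* (b3517), a glutamate decarboxylase with a signal of 1264 ± 1716 (SD, n = 2), and *hdeA* (b3510), a periplasmic chaperone with 4805 ± 3792 (SD, n = 2). In the double mutant their stationary signals were 1378 ± 348 and 4762 ± 44.2 (SD, n = 2). In exponential phase *nrfA* (b4070), a nitrite reductase, was close between wild-type duplicates at 822 ± 42.7, while *narG* (b1224), a subunit of nitrate reductase, was 2123 ± 1495 (SD, n = 2).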

The quality of the microarray data was assessed by statistical analysis of the internal duplicated data, which were found, in each case, to be highly reproducible. After Affymetrix MAS 5.0 processing and normalization, a discriminant criterion derived from fold filters used for gene selection [37] was used to identify genes whose expression varied across the experimental conditions. 

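The criterion of the Methods' formula is the log2 of the range of a gene's values times the ratio of its highest to its lowest value, so it favours genes with a wide range of signal over the 12 groups. With values under 1 raised to 1 and the stated threshold of 8, 2766 of 4301 genes passed. Of 351 measured genes of Table S3, 349 were among them. Raising values under 10 to 10 left 2715 genes. The osmoprotectant transporter genes passed with criteria of 14.67 for *proV*, 16.56 for *proW* and 11.58 for *proX*.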

At that stage, 728 out of the 4368 genes composing the microarray (16% of the genome) were retained. This large amount of genes was certainly due to the combined effects of *hup* genetic background and growth phase. To overcome this difficulty and to identify the genes solely regulated by HU, unsupervised data clustering was performed.

### Biological and statistical validation of the *E. coli* regulon by unsupervised data clustering

Data clustering methods are commonly used to investigate microarray data. However, the relevance of the results is often limited: the number of clusters is not known *a priori* and has to be specified by the user. To identify meaningful classes of genes regulated exclusively by HU, we developed an unsupervised data-clustering method able to avoid numerous single-gene hypotheses by partitioning the transcriptome profiling data into an optimal and biologically relevant number of clusters and by removing the interference of the unwanted growth phase variable.

We used the K-means algorithm with a distance measure based on the Pearson correlation to cluster the expression profile of each *E. coli* gene. In our experiments, these profiles were characterized by 12 conditions (4 genotypes at 3 growth phases). The clustering analysis was repeated 24 times for a total number of clusters ranging between 2 and 25. 

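K-means places genes with the same rise and fall over strains and phases in 1 cluster, so genes of a regulon that respond together should meet there. It was run on the genes that passed the selection, with 50 random starts for each number of clusters from 2 to 25 and 1 minus Pearson's correlation over the 12 group means as the distance. Hartigan's criterion fell from 995.9 at 2 clusters to 205.4 at 8, 208.7 at 9 and 154 at 10. At 24 clusters it was 51.06, and it stayed above the threshold of 10 that the Methods give at every number tried. These values use squared within-cluster sums, and with unsquared sums they were 102.5 at 9 clusters and 25.41 at 24. The criterion grows with the number of genes, 2766 here and 728 in the paper, so it cannot be set directly against that threshold.
With 9 clusters, the partition of 349 genes matched the study's clusters with an adjusted Rand index of 0.789. Under 1000 permutations of the cluster labels the highest index was 0.019 (permutation test, one-sided p = 0.001, the smallest possible). The study drew its clusters by the same method from these arrays, so the match is not independent evidence for them. The index itself shows how far the partition was reproduced. It was 0.801 with 8 clusters, 0.694 with 10 and 0.593 on log2 of the value plus 32. Of the 98 compared genes of cluster 2, with its acid and osmotic genes, 92 stayed together. So did 57 of 64 genes of cluster 4 and 92 of 96 of cluster 7, both rich in genes of anaerobic respiration. Cluster 5 kept 42 of 72 genes together, and cluster 6, with its SOS genes, 12 of 19. The recomputed clusters that held these genes were larger, with 561, 204, 442, 285 and 221 genes for clusters 2, 4, 7, 5 and 6.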

The criterion of Hartigan [38] showed that using nine gene clusters produced the best fit for our data (Fig. 1). We then eliminated unwanted clusters containing genes whose expression varied independently of *hup* genotypes. For this purpose, the Kruskall-Wallis non parametric tests were used. They permitted us to exclude the following clusters: cluster 1, 3 and 8 (growth phase regulated) and cluster 9 (regulated by an undetermined factor) (Supplemental Table S1). It was interesting to note that cluster 8 was populated by a number of genes belonging to the stationary phase sigma factor (RpoS) regulon [39] (Supplemental Table S2). 

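RpoS is the sigma factor that directs RNA polymerase to genes of the stationary phase and of general stress. Ribosomal protein genes follow the growth rate instead and fall as growth slows, and *ompF* encodes an outer membrane porin. Table S2 lists 23 genes in cluster 8, of which 22 encode ribosomal proteins or the RNA polymerase subunit alpha and 1 is *ompF*. In the wild type all 23 had lower signals in stationary than in exponential phase, with a median log2 ratio of -1.19. The signal of *ompF* (b0929) was 3248 ± 988 in exponential and 295 ± 253 in stationary phase (SD, n = 2), a log2 ratio of -3.55. On 1 deposited stationary array of an *rpoS* mutant, compared with the wild type in limma, the median log2 fold change of the 23 genes was -0.23 and none was called, and *ompF* stood at 1.30 (Benjamini-Hochberg adjusted p = 1 from limma).
Other genes changed more on the same array, which is of strain MW30. The paper does not list this strain, and its parent is not stated, so its background may differ from JO2057. Of all 4301 genes, 90 were called lower and 1 higher without RpoS in stationary phase. The array is of another chip lot and scanning session than the wild-type stationary arrays, and 30 of all genes were called with chip lot as a block and 3 with the session as a block. The *rpoS* transcript itself was lower, with a log2 fold change of -4.95 (standard error 0.44, Benjamini-Hochberg adjusted p = 0.0019 from limma). It was -5.44 (standard error 0.44, Benjamini-Hochberg adjusted p = 0.0012 from limma) for *osmY*, an osmotically induced periplasmic protein. For *yodD*, of unknown function, it was -5.53 (standard error 0.29, Benjamini-Hochberg adjusted p = 2.8e-04 from limma), and for the polyamine transporter gene *ydcS* it was -4.89 (standard error 0.25, Benjamini-Hochberg adjusted p = 2.8e-04 from limma). The acid chaperone genes *hdeB* and *hdeA* followed, at -5.02 (adjusted p = 0.021) and -4.22 (adjusted p = 0.02), Benjamini-Hochberg adjusted in limma. Of 35 RpoS-dependent genes, 16 were called lower, and 25 when adjusted over the list alone, and the study had placed 24 of the 35 in cluster 2. Their median log2 fold change was -2.52 (adjusted p = 3.2e-33 from camera of limma, and adjusted p = 0.12 with an estimated correlation). In exponential phase only *nrfB*, for an electron carrier of nitrite reduction, was called, at -3.23 (standard error 0.23, Benjamini-Hochberg adjusted p = 0.0048 from limma).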

Since we have shown previously that RpoS translation is regulated by HU [17], we decided to exclude from our analysis genes characterized as being under RpoS control.

**Figure 1:**
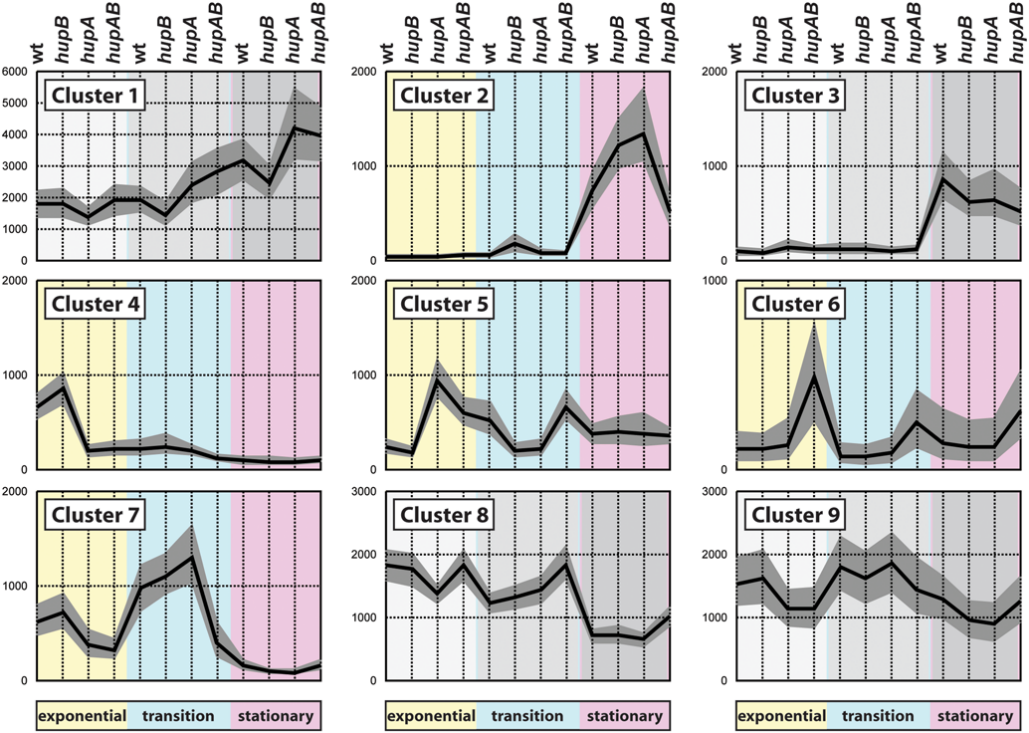
Gene dataset divided in nine clusters. The five clusters shown in color (2, 4, 5, 6 and 7) constitute the HU regulon. The twelve experimental conditions are represented on the x-axis and correspond to the four genotypes (the wild type JO2057; the *hupB* JO2083; the *hupA* JO2081 and the *hupAB* JO3020) at the three growth phases (exponential, transition and stationary). The y-axis indicates the absolute gene expression values for each experimental condition shown in Supplemental Table 2. The black line corresponds to the average values and the grey interval depicts the standard deviation of the bootstrap analysis.

The five selected clusters (Clusters 2, 4, 5, 6 and 7) amounted to 353 genes (8% of the genome) whose transcription varied in the absence of one or both *hup* genes. These 353 genes constituted the HU regulon. 

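HU coats the chromosome as a dimer of the products of *hupA* and *hupB*, and removing it can release repressed genes and silence genes that need bent or looped DNA. The mutants carry interrupted *hup* genes, and the signals of these genes show it. The signal of *hupA* (b4000) was 3759 ± 95.8 in the wild type and 349 ± 37.7 in the double mutant in exponential phase (SD, n = 2), and that of *hupB* (b0440) was 1459 ± 116 and 247 ± 86.7. In limma the log2 fold change of *hupA* in exponential phase was -3.32 (standard error 0.37, Benjamini-Hochberg adjusted p = 0.014 from limma) in the double mutant and -2.81 (standard error 0.45, Benjamini-Hochberg adjusted p = 0.038 from limma) in the *hupA* mutant. The log2 fold change of *hupB* was -2.45 (standard error 0.36, Benjamini-Hochberg adjusted p = 0.033 from limma) in the double mutant, and in the *hupB* mutant, with 1 array, it was -2.80 (standard error 0.44, Benjamini-Hochberg adjusted p = 1 from limma). In stationary phase the double mutant had -2.79 (standard error 0.37, Benjamini-Hochberg adjusted p = 0.033 from limma) for *hupA* and -1.46 (standard error 0.36, Benjamini-Hochberg adjusted p = 0.31 from limma) for *hupB*.
In exponential phase the double mutant had 10 genes called higher and 25 lower, and in stationary phase 6 higher and 11 lower. The *hupA* mutant had 23 higher and 24 lower in exponential phase and 3 higher and 0 lower in stationary phase. The *hupB* mutant had 0 called genes in exponential phase (27 genes at an unadjusted p under 0.05 in limma) and 4 higher and 0 lower in stationary phase, where its median log2 ratio over all genes was 0.125. Over all 3 phases, 24 genes were called higher and 23 lower in the double mutant. For the double mutant in exponential and in stationary phase, no gene was called when limma was fitted within that phase alone (439 and 218 genes at an unadjusted p under 0.05) or with the scanning session as a block (250 and 175 genes). With that block 15 were called over the 3 phases, 0 in the exponential and stationary *hupA* mutant (264 and 151 genes at an unadjusted p under 0.05 in limma) and 1 in the stationary *hupB* mutant.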

The complete gene list is available in the Supplemental Table S3. 

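The genes named here include some of amino acid, sugar and metal metabolism, but they were picked by the size of their change and not by a test of these classes. Many such genes answer to the nutrients left in the medium, which change as a culture grows.
In transition phase, among all 4301 genes, those with signals near background included, 45 were at least 2-fold higher and 73 lower in the *hupA* mutant. These counts were 109 and 78 in the *hupB* mutant and 117 and 197 in the double mutant. The genes named next are those with the highest and lowest ratios among genes with a mean signal of 100 or more. The highest log2 ratio in the *hupA* mutant was 3.56, for the enamine deaminase gene *tdcF*, followed by *cadB* at 3.11, *fumB* at 3.05, *tdcE* at 2.79 and *cadA* at 2.40. The lowest were *cyoD* at -4.19, *hupA* at -4.00, *cyoC* at -3.50, *mglB* at -3.33 and *cyoB* at -3.23. In the *hupB* mutant the highest were the fumarase gene *fumB* at 3.98, *tdcF* at 3.76, the lysine decarboxylase gene *cadA* at 3.67, *gadB* at 3.62 and *cadB* at 3.59. Lowest there were *cyoD* at -3.92, the galactose-binding protein gene *mglB* at -3.75, *cyoC* at -3.56, *cyoB* at -3.31 and *pyrI* at -3.26. In the double mutant the sulfate assimilation genes *cysP* and *cysD* stood at 3.09 and 2.70, *ymfJ* at 2.45, *ibpA* at 2.43 and *napF* at 2.42. The threonine degradation genes *tdcB* and *tdcC* stood at -4.24 and -3.88, *hupA* at -3.73, the malate synthase gene *glcB* at -3.59 and *ykgE* at -3.43.
Among genes outside respiration and SOS, the exponential double mutant had higher signals of *yghG*, a lipoprotein of type II secretion, at a log2 fold change of 1.30 (standard error 0.16, Benjamini-Hochberg adjusted p = 0.018 from limma). The serine transporter gene *sstT* stood at 1.15 (standard error 0.18, Benjamini-Hochberg adjusted p = 0.039 from limma), and the ribonucleotide reductase gene *nrdE* at 1.99 (standard error 0.32, Benjamini-Hochberg adjusted p = 0.044 from limma). The sorbitol transporter gene *srlE* (b2703) fell from 922 ± 297 to 84.3 ± 3.02 (SD, n = 2), a log2 fold change of -3.00 (standard error 0.28, Benjamini-Hochberg adjusted p = 0.0064 from limma). Expression of *bssR*, a regulator of biofilm formation, was also lower, at -2.71 (standard error 0.40, Benjamini-Hochberg adjusted p = 0.034 from limma).
Over the 3 phases together *hupA* and *hupB* stood at -3.19 (adjusted p = 2.9e-04) and -2.01 (adjusted p = 0.0061) in the double mutant (Benjamini-Hochberg, limma). Also among its lowest genes were *adhE* at -2.11 (adjusted p = 0.015), *bssR* at -1.98 (adjusted p = 0.02), the glucose-1-phosphatase gene *agp* at -1.68 (adjusted p = 0.0039), the putrescine aminotransferase gene *patZ* at -1.45 (adjusted p = 0.045) and *csiE*, of stationary phase, at -1.39 (adjusted p = 0.012), adjusted in the same way in limma.
In stationary phase 11 genes were called lower in the double mutant. With a constant of 8 or with chip lot as a block none of them was (291 and 264 genes at an unadjusted p under 0.05 in limma), and with the replicate number as a block 1 was. Among the 11 were *ydcS* and *ydcV* of a polyamine transporter, at -2.38 (adjusted p = 0.01) and -1.74 (adjusted p = 0.029) (Benjamini-Hochberg, limma). The arginine succinyltransferase pathway genes *astA*, *astB*, *astD* and *astE* had log2 fold changes of -1.75, -1.77, -1.59 and -1.86, each with a Benjamini-Hochberg adjusted p of 0.029 from limma. The signal of *astA* (b1747) went from 1816 ± 246 to 519 ± 84.7 (SD, n = 2). The manganese transporter gene *mntH* stood at -1.80 (standard error 0.26, Benjamini-Hochberg adjusted p = 0.04 from limma) and *ycgB*, of unknown function, at -1.54 (standard error 0.21, Benjamini-Hochberg adjusted p = 0.033 from limma).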

With the aid of the **RegulonDB** Web service [40], these 353 genes were found to correspond to 229 operons (Supplemental Table S4). 

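Genes of an operon are transcribed on 1 messenger RNA, so their signals should rise and fall together over the strains and phases. The 353 genes were assigned by the study to operons, of which 228 have a measured gene and 66 have at least 2. Of 227 pairs of genes in the same operon, 95.6% were in the same cluster. Under 1000 permutations the highest share was 34.8% (permutation test, one-sided p = 0.001, the smallest possible). The median Pearson correlation over the 12 groups, across pairs that are not independent, was 0.95 within operons and -0.12 between operons. The study chose these clusters on the same arrays, so the share is not independent evidence.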

Each of the clusters contained a number of complete transcription units; this certainly constituted a good indication that the clustering analysis was consistent with coordinated expression of the individual genes composing operons. The *proUVW* operon constituted the only exception and will be discussed later. 

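The ProVWX transporter imports glycine betaine and proline, which protect the cell at high osmolarity. In Table S3, *proV* and *proW* stand in cluster 5 and *proX*, for the periplasmic binding protein, in cluster 4. Of the operons with several genes, 5 were divided between clusters: *proVWX* between clusters 4 and 5, *nanATEK*-*yhcH* of sialic acid use also between 4 and 5, *glcDEFGBA* of glycolate use between 2 and 7, *pyrLBI* of pyrimidine synthesis between 2 and 7, and *cysDNC* of sulfate assimilation between 2 and 5. In exponential phase the signal of *proV* (b2677) was 127 ± 139 in the wild type and 105 ± 77.1 in the double mutant (SD, n = 2), and 972 on the single *hupA* array. That of *proX* (b2679) was 492 ± 497, 172 ± 25.0 and 754, and that of *proW* (b2678) was 179 ± 149, 152 ± 3.38 and 698. The *hupB* array had 99.1, 178 and 478 for *proV*, *proW* and *proX*. The wild-type duplicates of *proV* were 28.3 and 225. None of the 3 genes was called in limma. The log2 fold change in the double mutant was 0.02 (adjusted p = 1) for *proV*, 0.01 (adjusted p = 1) for *proW* and -0.93 (adjusted p = 0.84) for *proX*, Benjamini-Hochberg adjusted in limma. In the *hupA* mutant it was 3.01 (adjusted p = 0.28), 1.99 (adjusted p = 0.39) and 1.02 (adjusted p = 0.76), by the same Benjamini-Hochberg adjustment in limma.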

Using the same web resource, each operon of the HU regulon was inspected manually for its respective regulatory characteristic and its potential assignment to other regulons. By comparing theses characteristics with our transcriptomic expression patterns, we were able to assign a specific biological significance to each of the five clusters.

The five HU-regulated clusters were characterized as follows. 

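Cells entering stationary phase turn on genes against acid, high osmolarity and oxidative damage. In a *hupA* mutant only HUβ2 can form and in a *hupB* mutant only HUα2, while the double mutant has no HU, so the pattern separates the loss of a subunit from the loss of HU. In stationary phase the 99 measured genes of cluster 2 had a median log2 fold change of 0.61 in the *hupA* mutant (quartiles 0.25 to 0.89, 89 genes higher). In the *hupB* mutant it was 0.89 (0.64 to 1.38, 97 genes higher), and in the double mutant -0.35 (74 genes lower). The camera test of limma called the cluster higher in the *hupA* mutant (adjusted p = 1.3e-13, and adjusted p = 0.81 with an estimated correlation) and in the *hupB* mutant (adjusted p = 8.6e-34, and adjusted p = 0.74 with an estimated correlation). It called it lower in the double mutant (adjusted p = 2.7e-08, and adjusted p = 0.69 with an estimated correlation). Single genes seldom passed: 2 were called higher in the *hupA* mutant, 4 in the *hupB* mutant, and 1 higher and 1 lower in the double mutant. Adjusted over the list alone these counts were 4, 13 and 5 lower, which is not independent evidence because the study chose the cluster on these arrays.
Among the genes called in the single mutants the largest change was that of *ycgZ*, which encodes a connector of blue-light and cold signalling to biofilm and acid genes. Its log2 fold change was 2.64 (standard error 0.19, Benjamini-Hochberg adjusted p = 0.0049 from limma) in the *hupA* mutant, 4.13 (standard error 0.19, Benjamini-Hochberg adjusted p = 1.8e-04 from limma) in the *hupB* mutant and 1.25 (standard error 0.15, Benjamini-Hochberg adjusted p = 0.029 from limma) in the double mutant. The signals behind it were 491 and 1437 on the single *hupA* and *hupB* arrays and 52.2 ± 6.21 in the wild type (SD, n = 2). Its neighbours *ariR*, a regulator of acid resistance, and *ymgC* rose in the *hupB* mutant, at 2.79 (adjusted p = 0.0026) and 1.99 (adjusted p = 0.045) (Benjamini-Hochberg, limma). The biofilm modulation gene *bdm* rose in both single mutants, to signals of 762 and 688 against 162 ± 15.7 in the wild type. In the double mutant *ybgS*, a periplasmic protein of unknown function, fell from 1091 ± 176 to 239 ± 92.4 (SD, n = 2), a log2 fold change of -2.08 (standard error 0.27, Benjamini-Hochberg adjusted p = 0.029 from limma). Outside the cluster the *hupA* mutant had 1 more called gene, the hexose phosphate transporter gene *uhpT*, at 1.45 (standard error 0.14, Benjamini-Hochberg adjusted p = 0.02 from limma).
The wild-type duplicates differed in this cluster. Replicate 2 lay above replicate 1 by a median of 0.46, with 74 of 99 genes higher. The *hupA* array lay 0.80 above replicate 1 and 0.24 above replicate 2, with 68 genes above both, and the *hupB* array 1.17 and 0.59, with 84 genes above both. For the double mutant the medians over pairs of arrays ranged from -0.84 to 0.04, the highest with replicate 1 of both strains, so its lower level depends on the arrays paired. From such patterns the paper concludes that the genes of cluster 2 are induced where only a homodimer is present.

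**Figure D1:**
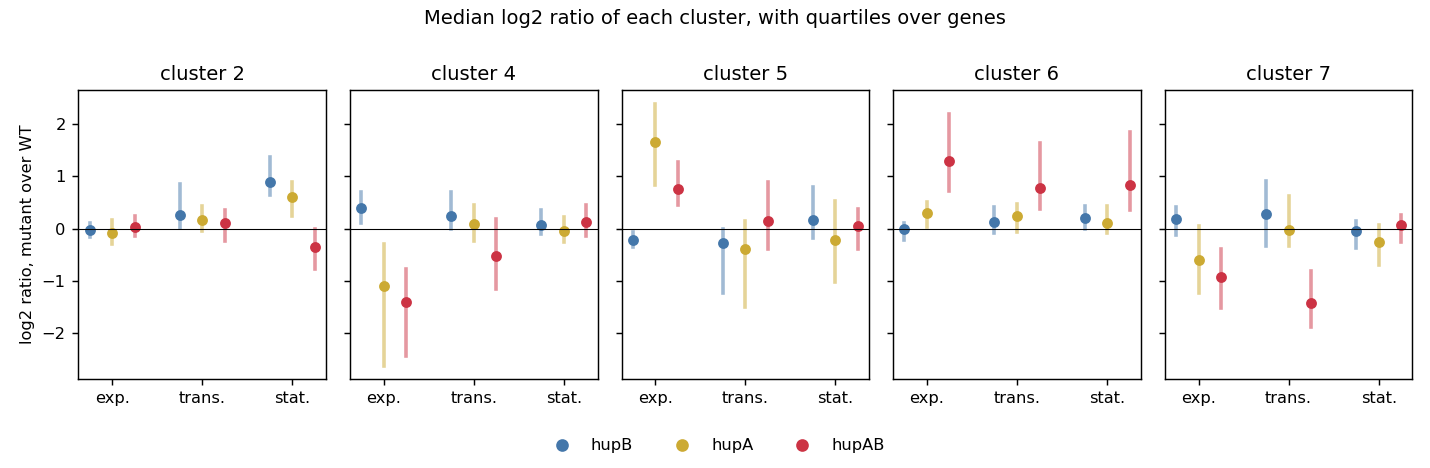
Median log2 ratio of each mutant to the wild type for the genes of clusters 2, 4, 5, 6 and 7 in exponential, transition and stationary phase of LB cultures. Cluster 2 stands at 0.61 and 0.89 in the stationary hupA and hupB mutants and at -0.35 in the double mutant.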

Cluster 2 was the only one to contain genes induced in stationary phase in strains expressing exclusively HUα2 or HUβ2 homodimers; the transcription of these genes in the double mutant and wild-type strain was similar. Most of the genes of Cluster 2 belonged to well characterized regulatory classes: i) genes induced by acid stress, ii) genes responding to high osmolarity and to supercoiling and iii) genes repressed by FNR. Cluster 4 was found to contain genes activated by HUα2 or HUαβ only in exponential phase; most were FNR activated. 

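FNR is the oxygen-sensing activator of anaerobic respiration, and its targets let the cell pass electrons to nitrite, nitrate, fumarate or dimethyl sulfoxide in place of oxygen. The *hupB* mutant keeps HUα2 and the *hupA* mutant keeps HUβ2, so a fall in the *hupA* and double mutants but not in the *hupB* mutant is what loss of the α subunit would give. In exponential phase the 64 measured genes of cluster 4 had a median log2 fold change of -1.40 in the double mutant (quartiles -2.45 to -0.77, 61 genes lower). It was -1.11 in the *hupA* mutant (-2.63 to -0.29, 53 genes lower) and 0.39 in the *hupB* mutant (50 genes higher). Over pairs of arrays the medians ranged from -1.99 to -0.79 in the double mutant and from -1.74 to -0.57 in the *hupA* mutant. Camera of limma called the cluster lower in the double mutant (adjusted p = 2.7e-39, and adjusted p = 0.29 with an estimated correlation) and in the *hupA* mutant (adjusted p = 8.5e-19, and adjusted p = 0.71 with an estimated correlation). It called it higher in the *hupB* mutant (adjusted p = 2.6e-07, and adjusted p = 0.9 with an estimated correlation), whose array lay 0.64 above wild-type replicate 1 and -0.01 from replicate 2, so the rise rests on replicate 1. On the single exponential array of the *rpoS* mutant, whose label names no *hup* mutation, the cluster stood at -1.09. It lay -1.41 from wild-type replicate 2 and -0.79 from replicate 1. The parent of this strain is not stated, so its background may differ. In the double mutant 12 genes were called lower, and 39 when adjusted over the list alone. In the *hupA* mutant the counts were 14 and 25, in each case not independent evidence, since the study drew the cluster from these arrays.
The genes *nrfA* and *nrfB* encode the formate-dependent nitrite reductase and its electron carrier. In the double mutant *nrfB* (b4071) fell from 505 ± 45.6 to 33.6 ± 5.88 (SD, n = 2), a log2 fold change of -3.03 (standard error 0.19, Benjamini-Hochberg adjusted p = 9.5e-04 from limma), and *nrfA* had -2.91 (standard error 0.27, Benjamini-Hochberg adjusted p = 0.0064 from limma). The nitrite transporter gene *nirC* had -2.98 (standard error 0.35, Benjamini-Hochberg adjusted p = 0.018 from limma) and the second nitrite reductase subunit gene *nirD* -4.12 (standard error 0.55, Benjamini-Hochberg adjusted p = 0.024 from limma). The signal of *adhE* (b1241), the alcohol dehydrogenase of fermentation, was 2709 ± 904 in the wild type and 345 ± 71.4 in the double mutant (SD, n = 2), a log2 fold change of -2.84 (standard error 0.35, Benjamini-Hochberg adjusted p = 0.019 from limma). In the *hupA* mutant the nitrate transporter gene *narK* had -4.28 (standard error 0.66, Benjamini-Hochberg adjusted p = 0.038 from limma) and the dimethyl sulfoxide reductase gene *dmsA* -3.64 (standard error 0.63, Benjamini-Hochberg adjusted p = 0.047 from limma). There the genes *napF* of periplasmic nitrate reduction and *hypA* of hydrogenase maturation stood at -3.56 (adjusted p = 0.035) and -3.28 (adjusted p = 0.038) (Benjamini-Hochberg, limma), *nirC* and *nirD* at -3.31 (adjusted p = 0.035) and -4.42 (adjusted p = 0.036), and *bssR* at -3.06 (adjusted p = 0.038).
In stationary phase the cluster's median was -0.04 in the *hupA* mutant, 0.07 in the *hupB* mutant and 0.12 in the double mutant. In transition phase it was 0.08 in the *hupA* mutant, 0.25 in the *hupB* mutant and -0.52 in the double mutant. The calls of the *hupA* mutant rest on 1 array: none was left with chip lot as a block in limma (377 genes at an unadjusted p under 0.05), or without *hupAB* stationary replicate 1 or replicate 2 (352 genes each). Those *hupAB* arrays enter this comparison only through the estimate of spread, so the fold changes of the *hupA* mutant were the same without them. The genes of cluster 4 had lower signals in the wild type on the transition array, where their median stood at a log2 ratio of -1.07 to exponential phase, with 0 of 64 genes higher.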

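In the presence of oxygen the cell oxidizes lactate, acetate and fatty acids, and FNR represses many of these genes when oxygen is gone. In exponential phase the 73 measured genes of cluster 5 had a median log2 fold change of 1.67 in the *hupA* mutant (quartiles 0.83 to 2.40, 70 genes higher). In cells without HU it was 0.76 (0.45 to 1.27, 67 genes higher) and in the *hupB* mutant -0.21 (57 genes lower, adjusted p = 0.074 from camera of limma). Camera called the cluster higher in the *hupA* mutant (adjusted p = 8.3e-22 from limma, and adjusted p = 0.71 with an estimated correlation) and in the double mutant (adjusted p = 6.7e-12 from limma, and adjusted p = 0.6 with an estimated correlation). Of single genes, 4 were called higher in the *hupA* mutant, *lldP* for lactate uptake, *nanS* and the chaperone genes *ibpA* and *ibpB*, and 28 when adjusted over the list alone. In cells without HU these counts were 0 (limma, 413 of all genes at an unadjusted p under 0.05) and 5, and the study picked the list on these arrays, so neither is independent evidence. Over the pairs of arrays the median of the double mutant ranged from -0.05 to 1.88, the lowest with *hupAB* replicate 2 and wild-type replicate 1.
The sialic acid esterase gene *nanS*, of cluster 5, had a log2 fold change of 2.06 (standard error 0.35, Benjamini-Hochberg adjusted p = 0.047 from limma) in the *hupA* mutant. Genes outside the cluster were also called higher on this single array, and whether they share a function was not tested. Fatty acid oxidation gene *fadB* had 3.48 (standard error 0.40, Benjamini-Hochberg adjusted p = 0.031 from limma), and the glyoxylate shunt genes *aceB* and *aceA* had 3.15 (adjusted p = 0.036) and 2.24 (adjusted p = 0.038) (Benjamini-Hochberg, limma). The glycolate regulator gene *glcC* had 3.01 (standard error 0.29, Benjamini-Hochberg adjusted p = 0.02 from limma). The phenylacetate degradation genes *paaD* and *paaA* stood at 2.83 (adjusted p = 0.035) and 2.52 (adjusted p = 0.036) (Benjamini-Hochberg, limma), and the trehalase gene *treA* at 2.05 (adjusted p = 0.036). The amino acid transporter genes *argT* and *cycA* had 2.64 (adjusted p = 0.036) and 2.50 (adjusted p = 0.042), adjusted in the same way in limma, and *ycgZ* had 1.44 (adjusted p = 0.035). In stationary phase the median of the cluster was -0.21 in the *hupA* mutant, 0.16 in the *hupB* mutant and 0.05 in the double mutant. In transition phase it was -0.39 and -0.27 in the single mutants and 0.15 in the double mutant.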

Cluster 5 followed an expression pattern opposite to that of cluster 4: its genes were repressed in exponential phase by HUα2 or HUαβ and corresponded mostly to FNR-repressed genes. The genes of cluster 6 were repressed by the HUαβ heterodimer in the three growth phases analyzed. 

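Both single mutants keep a homodimer, so only the double mutant shows these genes without any HU. In cells without HU the 19 genes of cluster 6 had a median log2 fold change of 1.30 in exponential phase (quartiles 0.73 to 2.19, all 19 higher). In stationary phase it was 0.84 (0.35 to 1.85, 15 genes higher). Over pairs of arrays these medians ranged from 0.97 to 1.92 and from 0.60 to 0.99. On the single transition arrays the median was 0.77, with 18 genes higher. In the *hupA* mutant the medians were 0.29, 0.25 and 0.10 from exponential to stationary phase, and in the *hupB* mutant 0.00, 0.13 and 0.21. Camera of limma called the cluster higher in the double mutant in exponential phase (adjusted p = 1.3e-17, and adjusted p = 0.29 with an estimated correlation) and in stationary phase (adjusted p = 7.6e-09, and adjusted p = 0.59 with an estimated correlation).
In exponential phase 6 of its genes were called higher: the cell division inhibitor gene *sulA*, the SOS gene *dinI*, the prophage genes *ymfJ*, *xisE* and *ymfL*, and *nrdE*. In stationary phase 4 of these were, without *ymfL* and *nrdE*. Adjusted over the list alone the counts were 12 and 7, not independent evidence because the list came from the same arrays. Over the 3 phases together 7 were called, with *recA* and *yebG* in place of *nrdE*, and 13 when adjusted over the list alone.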

Several of the genes in this small cluster belonged to the LexA-repressed SOS regulon. 

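Formate metabolism, glycerol use without oxygen and fumarate uptake all depend on FNR, and cluster 7 holds many such genes. On the single transition arrays the 96 measured genes had a median log2 ratio of -1.43 in the double mutant, with 92 genes lower, on arrays from which the study also drew the cluster. In the single mutants the median was -0.02 (*hupA*) and 0.28 (*hupB*). In exponential phase it was -0.92 in the double mutant (quartiles -1.53 to -0.40, 87 genes lower, adjusted p = 1.4e-23 from camera of limma, and adjusted p = 0.29 with an estimated correlation). In the *hupA* mutant it was -0.60 (71 genes lower, adjusted p = 5.9e-08 from camera of limma, and adjusted p = 0.71 with an estimated correlation). In the *hupB* mutant it was 0.18, called higher (adjusted p = 0.044 from camera of limma, and adjusted p = 0.9 with an estimated correlation).
Of single genes in exponential phase, 1 was called lower in the double mutant, the glycerol-3-phosphate dehydrogenase gene *glpA*, and 37 when adjusted over the list alone. For the *hupA* mutant 1 was called, the C4-dicarboxylate transporter gene *dcuB* at -1.87 (standard error 0.32, Benjamini-Hochberg adjusted p = 0.047 from limma), and 12 when adjusted over the list alone, which is not independent evidence for a list drawn from these arrays. The signal of *glpA* (b2241) was 3084 ± 186 in the wild type and 675 ± 174 in the double mutant (SD, n = 2), a log2 fold change of -2.16 (standard error 0.29, Benjamini-Hochberg adjusted p = 0.025 from limma). Over the 3 phases together the genes called lower were *pflB*, for pyruvate formate-lyase, at -1.49 (standard error 0.17, Benjamini-Hochberg adjusted p = 0.004 from limma), and *glpA* and *glpC* of the same dehydrogenase at -1.48 (adjusted p = 0.036) and -1.41 (adjusted p = 0.025) (Benjamini-Hochberg, limma). The median of the cluster was then -0.67 (adjusted p = 3.3e-17 from camera of limma, and adjusted p = 0.56 with an estimated correlation), with 13 genes called when adjusted over the list alone. During stationary phase the median was 0.07 in the double mutant.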

In cluster 7, the genes appeared to be activated by HUαβ, mainly at the transition phase: they corresponded to genes stimulated by FNR. These clusters are depicted in Figure 1. It should be noted that a number of HU regulated genes encode chaperones or correspond to oxidative stress genes; they are present in the five clusters (Supplemental Table S5). 

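Chaperones of the heat shock response refold or disaggregate damaged proteins, and sigma factor 32 turns them on when misfolded protein accumulates. Of 16 heat shock genes, 9 lie in cluster 5. In exponential phase all 16 were higher in the *hupA* mutant, with a median log2 fold change of 1.65, and 14 were higher in the double mutant, with a median of 0.86. Camera of limma called the list in the *hupA* mutant (adjusted p = 3.4e-12, and adjusted p = 0.71 with an estimated correlation) and in the double mutant (adjusted p = 1.9e-05, and adjusted p = 0.63 with an estimated correlation). The small heat shock protein genes *ibpA* and *ibpB* were the called members in the *hupA* mutant, and 11 genes when adjusted over the list alone. Their log2 fold changes were 5.45 (standard error 0.75, Benjamini-Hochberg adjusted p = 0.036 from limma) and 3.75 (adjusted p = 0.036). The signal of *ibpA* (b3687) was 2982 on the *hupA* array, 38.5 ± 21.1 in the wild type and 440 ± 412 in the double mutant (SD, n = 2), whose arrays read 731 and 148. During stationary phase the list's median was -0.47 in the double mutant and 0.70 in the *hupB* mutant (adjusted p = 0.041 from camera of limma, and adjusted p = 0.96 with an estimated correlation). The wild-type duplicates differed by 1.14 there, and the *hupB* array lay 1.15 above replicate 1 and 0.26 above replicate 2. In transition phase it was -0.24 in the *hupA* mutant and -0.20 in the double mutant.
OxyR and SoxRS control defences against peroxide and superoxide. Of 20 such genes 18 were measured, and 3 of these stand in the study's clusters, 1 each in clusters 2, 6 and 7. Their median in exponential phase was 0.02 in the double mutant (10 higher and 8 lower, adjusted p = 0.46 from camera of limma) and 0.32 in the *hupA* mutant (15 higher, adjusted p = 0.15 from camera of limma). In stationary phase it was -0.18 in the double mutant (adjusted p = 0.067 from camera of limma).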

To validate these results, we undertook a more specific analysis and conducted *in vivo* experiments to assess the biological relevance of the five HU regulated clusters.

### HU represses SOS response genes (Cluster 6)

The microarray results showed that transcription of cluster 6 genes was strongly repressed by HUαβ at all three growth phases analyzed (Fig. 1). To facilitate comparisons, absolute expression values from Supplemental Table S3 were normalized to the wild type for each growth phase (Table 2). 

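LexA holds the SOS genes silent until single-stranded DNA at damage sites activates RecA, which makes LexA cleave itself. In cells without HU *sulA* (b0958), the inhibitor of cell division, and *dinI* (b1061), a modulator of RecA, were the SOS genes called in both phases. The signal of *sulA* in exponential phase was 166 ± 92.9 in the wild type and 1863 ± 664 in the double mutant (SD, n = 2), a log2 fold change of 3.30 (standard error 0.43, Benjamini-Hochberg adjusted p = 0.022 from limma). That of *dinI* was 209 ± 107 and 1327 ± 418, a log2 fold change of 2.53 (standard error 0.36, Benjamini-Hochberg adjusted p = 0.031 from limma). In stationary phase *sulA* stood at 212 ± 3.54 and 2002 ± 651 (SD, n = 2), a log2 fold change of 3.02 (standard error 0.43, Benjamini-Hochberg adjusted p = 0.037 from limma). For *dinI* the signals were 107 ± 9.45 and 808 ± 93.8, with 2.59 (standard error 0.36, Benjamini-Hochberg adjusted p = 0.037 from limma). These stationary calls were kept in 7 of 20 other settings for each gene and lost among others with a constant of 8, with chip lot as a block and without either *hupAB* stationary array, while the log2 fold changes stayed between 2.61 and 3.36 for *sulA* and between 1.99 and 2.82 for *dinI*.
The recombinase gene *recA* (b2699) read 1073 ± 39.5 in the wild type and 2829 ± 676 in the double mutant in exponential phase (SD, n = 2), a log2 fold change of 1.35 (standard error 0.45, Benjamini-Hochberg adjusted p = 0.32 from limma), and 1.94 (adjusted p = 0.26) in stationary phase. For *yebG* (b1848), a DNA-binding SOS protein, the signals were 401 ± 83.5 and 1027 ± 138 (SD, n = 2), with 1.30 (standard error 0.29, Benjamini-Hochberg adjusted p = 0.12 from limma) in exponential phase and 1.76 (adjusted p = 0.071) in stationary phase. The DNA polymerase V subunit gene *umuD* (b1183) had 133 ± 3.09 and 330 ± 176 (SD, n = 2), with 1.04 (standard error 0.33, Benjamini-Hochberg adjusted p = 0.27 from limma) and, in stationary phase, 0.84 (adjusted p = 0.66). The RecA inhibitor gene *recX* (b2698) had 53.9 ± 14.3 and 222 ± 168 (SD, n = 2), with 1.39 (standard error 0.42, Benjamini-Hochberg adjusted p = 0.25 from limma) and, in stationary phase, 0.72 (adjusted p = 0.88). None of these 4 was called in a single phase, and in stationary phase all p-values are Benjamini-Hochberg adjusted in limma. On the single transition arrays the signals of the double mutant and the wild type were 1304 and 257 for *sulA*, 930 and 223 for *dinI*, 1922 and 1011 for *recA*, and 1153 and 354 for *yebG*.

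**Figure D2:**
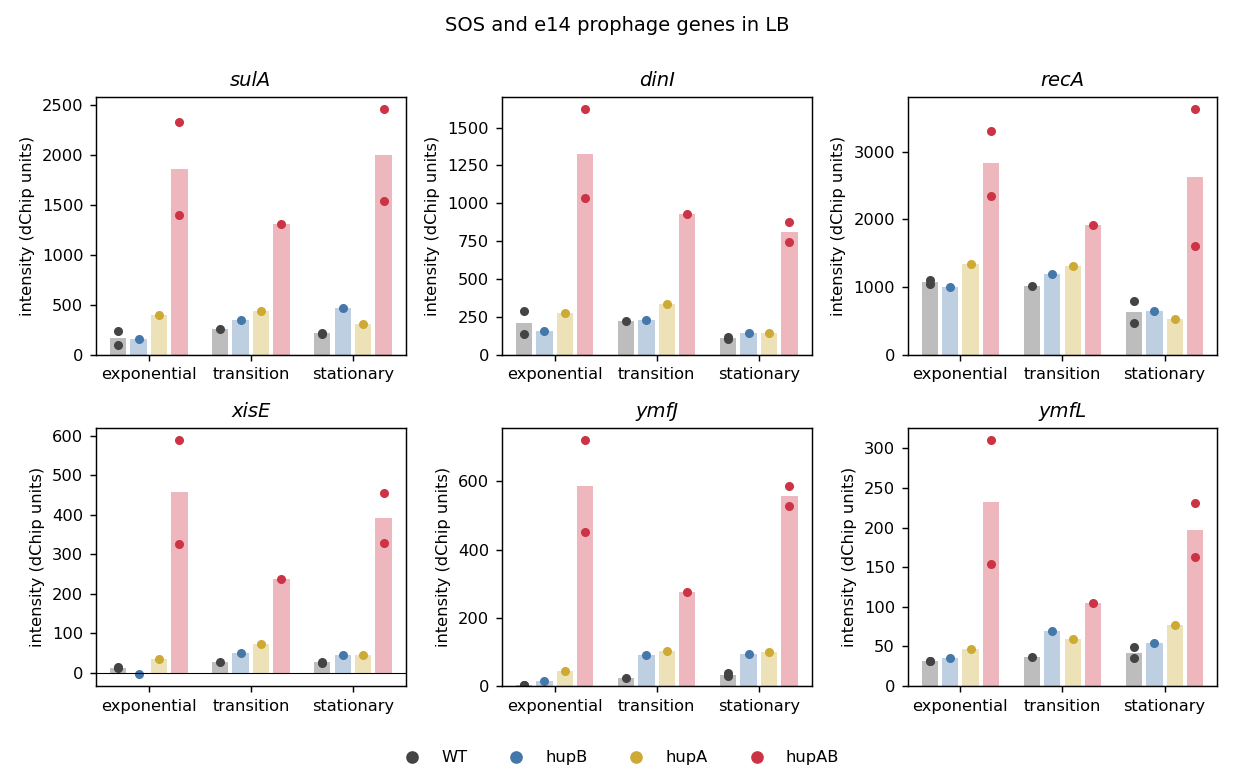
Array signals of SOS genes and e14 prophage genes in the wild type and the hup mutants in exponential, transition and stationary phase, with bars at group means and 1 point per array. The 2 exponential hupAB arrays read 1394 and 2333 for sulA, above the wild-type arrays at 232 and 100.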

A number of these genes: *sulA*, *umuD*, *recA*, *recX*, *dinI* and *yebG* encode functions that repair DNA damage and prevent cell division until damage has been repaired [41]; they share the property of being highly induced after UV irradiation and repressed by LexA, the repressor of the SOS regulon. The involvement of HU in the SOS response has been reported by us and others: the extreme sensitivity of cells lacking HU to γ and UV irradiation implies that HU participates in DNA repair, probably via a RecA-dependent pathway [20], [21], [33]. In addition, we reported that the unbalanced over-expression of either HU subunit causes transient SOS induction [42].

**Table 2:** Cluster 6 genes.

Gene	Blattner	Operon	Exponential				Transition				Stationary				Regulation	Function
			WT	*hupA*	*hupB*	*hupAB*	WT	*hupA*	*hupB*	*hupAB*	WT	*hupA*	*hupB*	*hupAB*		
*sulA*	b0958	*sulA*	1	1.98	1.09	19.33	1	1.69	1.25	7.98	1	1.46	1.71	11.39	LexA repressed	suppressor of *lon*, inhibits cell division and *ftsZ* ring formation
*dinI*	b1061	*dinI*	1	1.09	0.72	10.61	1	1.52	1.07	7.34	1	1.25	1.09	14.51	LexA repressed	damage-inducible protein I
*xisE*	b1141	*ymfH-xisE-intE*	1	2.45	0.74	34.01	1	2.34	1.41	7.31	1	0.98	1.06	11.99	LexA repressed	hypothetical protein
*ymfJ*	b1144	*ymfJ*	1	2.67	1.48	41.04	1	2.47	2.41	7.94	1	1.94	1.33	11.7	unknown	hypothetical protein
*ymfL*	b1147	*ymfTLMNROPQ-ycfK-ymfS*	1	4.67	2.23	48.05	1	0.89	1.9	6.32	1	2.11	1.41	10.09	unknown	hypothetical protein
*umuD*	b1183	*umuDC*	1	1.47	1.39	12.64	1	1.63	1.77	5.55	1	1.82	1.51	5.73	LexA repressed	SOS mutagenesis; error-prone repair; processed to UmuD'; forms complex with UmuC
*yebG*	b1848	*yebG*	1	0.56	0.87	2.9	1	1.34	1.29	4.03	1	0.84	0.98	4.75	LexA repressed	hypothetical protein
*recX*	b2698	*recAX*	1	1.69	1.65	6.93	1	2.2	2.07	2.64	1	2.02	2.27	5.01	LexA repressed	regulator, OraA protein
*recA*	b2699	*recAX*	1	0.88	0.95	5.07	1	1.36	0.95	2.41	1	0.95	0.79	4.55	LexA repressed	DNA strand exchange and renaturation; DNA-dependent ATPase; DNA- and ATP-dependent coprotease

SulA is the best known SOS gene; its product binds FtsZ to prevent septum formation in order to inhibit cell division [43]. The constitutive expression of *sulA* in *hupAB* mutants has been reported [44]. 

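The product of *sulA* stops division by binding FtsZ, and cells that keep making it grow into filaments. The *sulA* signal of the double mutant lay above that of the other strains on every LB array. Its lowest value was 1304, on the transition array, and its exponential arrays read 1394 and 2333. The *hupA* mutant had 392, 435 and 302 from exponential to stationary phase and the *hupB* mutant 155, 346 and 467, on 1 array each. In limma the log2 fold change of *sulA* in the *hupA* mutant was 1.18 (adjusted p = 0.51) in exponential and 0.45 (adjusted p = 1) in stationary phase, Benjamini-Hochberg adjusted. In the *hupB* mutant it was 0.00 (adjusted p = 1) and 1.03 (adjusted p = 1), by the same Benjamini-Hochberg adjustment in limma. The list of cell division genes moved little in the exponential double mutant, with a median of 0.07 over 14 genes (adjusted p = 0.47 from camera of limma). Over the 4 pairs of arrays in minimal media *sulA* had a log2 fold change of -0.46 (adjusted p = 0.4, Benjamini-Hochberg, limma) in the double mutant. The paper reasons that release of *sulA* from repression explains the filaments of the double mutant.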

Derepression of *sulA* in the *hupAB* genetic background provides an explanation for cell filamentation previously observed [9]. The UmuD protein belongs to an error-prone repair DNA polymerase [45]. DinI and RecX are involved in the positive and negative modulation of RecA filament formation, respectively [46]. RecA, activated by DNA damage, acts as a coprotease assisting LexA repressor autocleavage [30].

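Prophage e14 is a defective lambdoid phage in the chromosome, and like lambda it leaves its silent state when RecA promotes cleavage of the phage repressor. The excisionase gene *xisE* (b1141), the integrase gene *intE* (b1140) and the prophage genes *ymfJ* (b1144) and *ymfL* (b1147) lie in it. In exponential phase the signal of *ymfJ* was 3.97 ± 0.590 in the wild type and 586 ± 191 in the double mutant (SD, n = 2), a log2 fold change of 4.07 (standard error 0.24, Benjamini-Hochberg adjusted p = 9.5e-04 from limma). That of *xisE* was 13.2 ± 2.53 and 459 ± 186, a log2 fold change of 3.39 (standard error 0.28, Benjamini-Hochberg adjusted p = 0.0048 from limma). For *ymfL* it was 32.1 ± 0.283 and 232 ± 110, with 1.98 (standard error 0.30, Benjamini-Hochberg adjusted p = 0.035 from limma), and for *intE* 44.5 ± 10.1 and 244 ± 79.9, with 1.82 (standard error 0.24, Benjamini-Hochberg adjusted p = 0.023 from limma). In stationary phase *ymfJ* stood at 33.3 ± 5.73 and 558.7 ± 41.6 (SD, n = 2), a log2 fold change of 3.18 (standard error 0.24, Benjamini-Hochberg adjusted p = 0.0069 from limma). There *xisE* had 2.85 (adjusted p = 0.017), *intE* 1.99 (adjusted p = 0.029) and *ymfL*, which was not called, 1.61 (adjusted p = 0.13), Benjamini-Hochberg adjusted in limma. The stationary calls were kept in 16 of 20 other settings for *ymfJ*, 12 of 20 for *xisE* and 9 of 20 for *intE*. On the transition arrays *xisE* read 237 in the double mutant and 26.5 in the wild type, and *ymfJ* 275 and 24.3.
Of 23 measured e14 genes, 3 of which the study placed in cluster 6, 4 were called higher in exponential phase and 3 in stationary phase. Adjusted over the list alone 6 were in each phase. The medians were 0.21 in exponential phase (adjusted p = 1.2e-05 from camera of limma, and adjusted p = 0.45 with an estimated correlation) and 0.36 in stationary phase (adjusted p = 3.4e-08 from camera of limma, and adjusted p = 0.59 with an estimated correlation). For the other prophages the exponential medians were 0.04 for 28 genes of Rac, -0.07 for 34 of Qin, 0.10 for 23 of DLP12 and -0.03 for 23 of CP4-57, with adjusted p = 0.9, 0.24, 0.32 and 0.96 from camera of limma. In stationary phase they were 0.01, 0.02, 0.06 and 0.05, with adjusted p = 0.96, 1, 0.56 and 0.67 from camera of limma. On the transition array of the double mutant the e14 list did not stand apart, with a median of 0.20 against 0.21 for Rac and 0.14 for Qin. The stationary *rpoS* array, whose label names no *hup* mutation, lay above the wild-type replicates too, by 0.09 and 0.35, with 15 of 23 e14 genes above both.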

Cluster 6 contained, in addition to SOS induced genes, several genes from the cryptic e14 lambdoid prophage: *xisE* (excisionase), *ymfJ* and *ymfL*. These results are compatible with RecA-dependent repressor cleavage and subsequent lytic induction of temperate phages of this family; the SOS-mediated induction of *xisE* and *ymfJ* has been reported [47]. Finally, it was noted that Cluster 6 lacked SOS genes responding more weakly to LexA inactivation, but it included some genes with unrelated or complex regulation, such as *sodA*, which encodes a superoxide dismutase (Supplemental Table S3).

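LexA sites differ in strength, so genes with weak sites, such as the nucleotide excision repair genes, are already partly on and gain little when LexA is lost. Of 29 measured LexA-repressed genes, the study placed 6 in cluster 6. In exponential phase 25 of the 29 were higher in the double mutant, with a median log2 fold change of 0.29 (adjusted p = 1.4e-06 from camera of limma, and adjusted p = 0.45 with an estimated correlation), and 2 were called higher. In stationary phase 21 were higher with a median of 0.32 (adjusted p = 9.3e-06 from camera of limma, and adjusted p = 0.69 with an estimated correlation), and 2 were called. Adjusted over the list alone, 4 were higher and 1 lower in exponential phase and 6 changed in stationary phase. Within chip lot 1 the exponential median was 0.85 and within lot 2 it was 0.06. The signal of *lexA* (b4043) itself was 802 ± 96.5 in the wild type and 1079 ± 437 in the double mutant in exponential phase and 350 ± 25.0 and 612 ± 156 in stationary phase (SD, n = 2). The superoxide dismutase gene *sodA* (b3908), under SoxRS, Fur and ArcA control, read 1312 ± 221 and 2029 ± 456 in exponential phase (SD, n = 2), a log2 fold change of 0.61 (standard error 0.41, Benjamini-Hochberg adjusted p = 0.82 from limma). In stationary phase it was 2056 ± 307 and 970 ± 506, a log2 fold change of -1.15 (standard error 0.41, Benjamini-Hochberg adjusted p = 0.63 from limma).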

In order to confirm the transcriptome data and to analyze in detail the involvement of HU in the SOS response, we constructed single-copy chromosomal *sulA::lacZ* and *dinI::lacZ* fusions (see Materials and Methods) and analyzed their *in vivo* regulation. Strains JO3057 and JO3059, carrying respectively *sulA::lacZ* and *dinI::lacZ* fusions, were tested for SOS response by an antibiogram plate assay in the presence of nalidixic acid. When XGal was present in the plate, a characteristic blue halo was produced at the edge of the growth inhibition zone. The blue halo was not formed by the respective *recA* mutant derivatives JO3081 and JO3083 (data not shown). In accordance with transcriptome data, the production of β-galactosidase by *hupAB* fusions strains, JO3111 (*sulA::lacZ*) and JO3113 (*dinI::lacZ*), was reproducibly induced three- to five-fold relative to the HU^+^ parental strains, JO3057 and JO3059 respectively (Fig. 2). Similar results have been described for *recA::lacZ* and *umuC::lacZ* fusions [33]. In order to investigate the time course of SOS induction, we measured this response as a function of time, up to 75 min after nalidixic acid induction (Fig. 3). In this experiment, we observed that the SOS response still occurred in a double mutant, as already reported [20], but with a noticeable three-fold lower amplitude. The basal level, before nalidixic acid induction (indicated by an arrow), was higher in the double mutant, as observed in the experiment shown in Figure 2. These results demonstrated that HU is required for a full SOS response.

**Figure 2:**
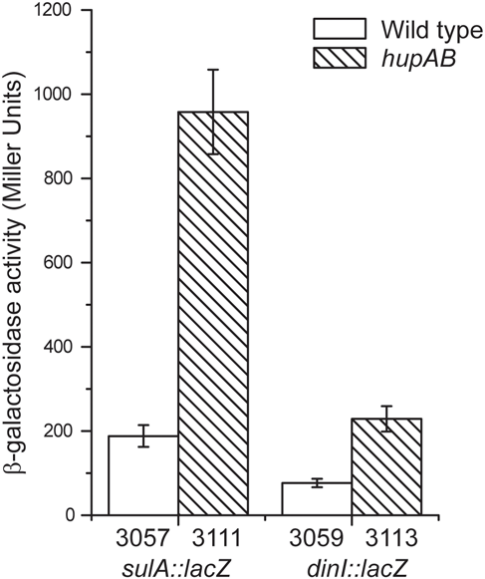
Beta-galactosidase activity of SOS gene fusions. Beta-galatosidase activity of *sulA::lacZ* and *dinI::lacZ* fusions measured in HU^+^ (JO3057, JO3059) and HU^−^ strains (JO3111, JO3113).

**Figure 3:**
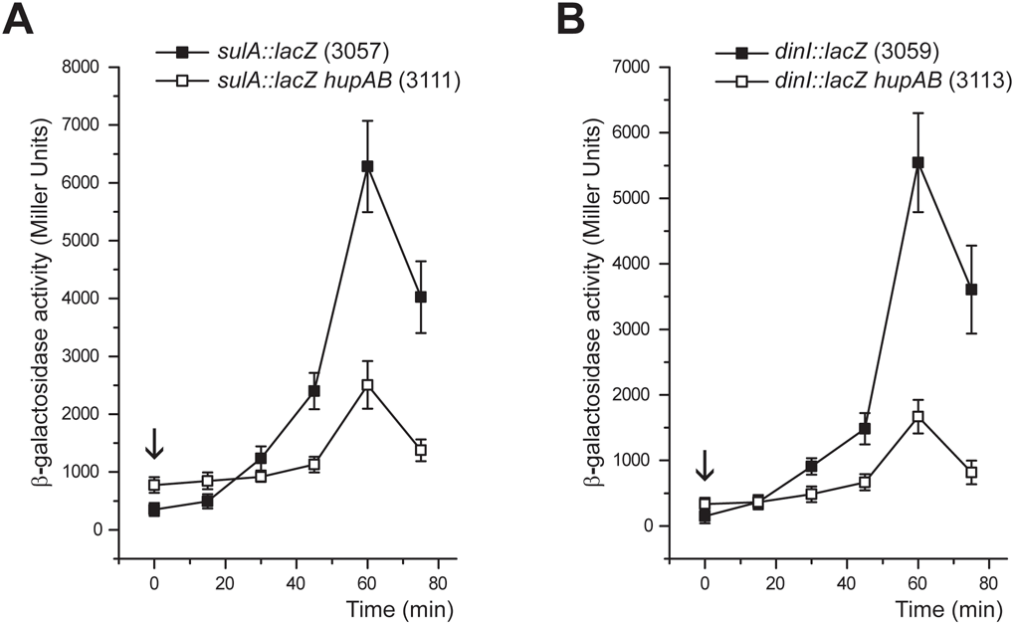
SOS induction kinetics. Respective beta-galatosidase activity of *sulA::lacZ* (A) and *dinI::lacZ* (B) fusions measured in HU^+^ (JO3057, JO3059) and HU- strains (JO3111, JO3113) as a function of time after induction with 50 µg/ml nalidixic acid. The down arrows refer to basal levels (non-induced states), analogous to those observed in the experiment described in Figure 2.

### HU regulates osmolarity/supercoiling genes (Cluster 2)

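Cells meet a rise in osmolarity by making trehalose and by changing the supercoiling of their DNA, and many of these genes also come on in stationary phase. The 22 measured osmotic genes that the paper names in the text all lie in cluster 2, so their counts are not independent evidence. In stationary phase 21 of the 22 were higher in the *hupA* mutant, with a median log2 fold change of 0.55 (adjusted p = 3.2e-06 from camera of limma, and adjusted p = 0.81 with an estimated correlation). All 22 were higher in the *hupB* mutant, with a median of 0.77 (adjusted p = 3.4e-09 from camera of limma, and adjusted p = 0.9 with an estimated correlation). Against single wild-type arrays, 17 were above both on the *hupA* array and 20 on the *hupB* array. Of these genes, 18 were lower in the double mutant, with a median of -0.56 (adjusted p = 3.4e-08 from camera of limma, and adjusted p = 0.59 with an estimated correlation). In each single mutant 1 gene was called, *bdm*, a call lost in most other settings. With adjustment over the list alone 3 were called in the *hupB* mutant. Another list of 17 osmotic stress genes, 8 of them in the study's clusters, had a median of 0.04 in the exponential double mutant (adjusted p = 0.16 from camera of limma). In stationary phase its median was 0.42 in the *hupA* mutant (adjusted p = 0.093 from camera of limma), 0.15 in the *hupB* mutant (adjusted p = 0.73 from camera of limma) and 0.00 in the double mutant (adjusted p = 0.78 from camera of limma).
The osmotically induced periplasmic protein gene *osmY* (b4376) read 2308 ± 279 in the wild type and 1561 ± 831 in the double mutant (SD, n = 2), and 4281 on the *hupA* array. For *osmE* (b1739), a lipoprotein, the signals were 1554 ± 189 and 924 ± 346 (SD, n = 2), and 2173 and 2444 on the *hupA* and *hupB* arrays. For the trehalose-6-phosphate phosphatase gene *otsB* (b1897) they were 910 ± 389 and 493 ± 58.8 (SD, n = 2), and 1637 on the *hupA* array. The synthase gene *otsA* (b1896) had 602 ± 166 and 731 ± 344 (SD, n = 2), and 800 and 680 on the *hupA* and *hupB* arrays. None of the 4 was called. Their log2 fold changes in the *hupA* mutant were *osmY* at 0.89, *osmE* at 0.48, *otsB* at 0.89 and *otsA* at 0.42. In the *hupB* mutant they were *osmY* at 0.79, *osmE* at 0.65, *otsB* at 1.05 and *otsA* at 0.19, and in the double mutant *osmY* at -0.66, *osmE* at -0.77, *otsB* at -0.78 and *otsA* at 0.22.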

Cluster 2 contained a high proportion of genes induced by an increase in osmolarity. Many of these genes have been described previously as belonging to other regulons whose expression is modulated in stationary phase. This last point agrees with our definition of this HU Cluster as seen in Figure 1, the only one to contain genes regulated in stationary phase. The list of cluster 2 genes, with expression normalized to wild-type, is presented in Table 3. The *osmE* gene is regulated by DNA supercoiling and osmolarity [48], and *osmY* is known to be osmotically induced [49]. Under conditions of high osmolarity, the *E. coli otsA* and *otsB* genes are responsible for the synthesis of high concentrations of internal trehalose, an osmoprotectant [50]. The *sra* gene is cotranscribed with the *bdm* gene from a promoter upstream of *bdm* which is activated by osmotic shock [51]. Expression of TalA is induced by osmotic stress only under aerobic conditions [52]. A very strong correlation was observed between these HU regulated genes and genes induced by supercoiling through osmotic shock described in a transcriptomic approach [53]. These genes include genes with known functions: *katE* (catalase hydroperoxidase III), *grxB* (Glutaredoxin), *dps* (required for long-term stationary phase viability), *poxB* (pyruvate oxidase), *wrbA* (NAD(P)H∶quinone oxidoreductase), *aceAB* (isocitrate lyase monomer; malate synthase A) and genes whose function is still under investigation: *elaB*, *ygaM*, *ygaU*, *ybaY*, *ybgS*, *yebV*, *yodC*, *fbaB*. 

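Several of these genes guard the resting cell: *katE* removes hydrogen peroxide, *dps* packs and protects DNA, and *poxB* makes acetate from pyruvate in stationary phase. The calls and values that follow are from stationary phase, while *aceA* and *aceB* were called higher in the exponential *hupA* mutant. In the single mutants *bdm* was the only one called, with a log2 fold change of 2.04 (standard error 0.22, Benjamini-Hochberg adjusted p = 0.036 from limma) in the *hupA* mutant and 1.90 (standard error 0.22, Benjamini-Hochberg adjusted p = 0.045 from limma) in the *hupB* mutant. The calls were kept in only 5 of 17 and 3 of 17 other settings. For *sra*, of the same operon, which encodes a protein of the small ribosomal subunit, it was 0.22 in the *hupA* mutant. The catalase gene *katE* (b1732) read 998 ± 742 in the wild type and 683 ± 113 in the double mutant (SD, n = 2), and *dps* (b0812) 7349 ± 1432 and 5498 ± 769 (SD, n = 2). For the transaldolase gene *talA* (b2464) the signals were 2356 ± 598 and 1361 ± 377 (SD, n = 2), and 3845 and 4089 on the *hupA* and *hupB* arrays.
The gene *ygaU* is named *kbp* (b2665) in the annotation and was left out of the list of 22. Its signals were 1420 ± 82.9 in the wild type and 776 ± 251 in the double mutant (SD, n = 2), and the log2 fold changes of *kbp* were 0.83 in the *hupA* mutant, 0.89 in the *hupB* mutant and -0.88 in the double mutant.
The remaining log2 fold changes in the *hupA* mutant were *talA* at 0.72, *katE* at 0.28, *grxB* at 0.19, *dps* at 0.00, *poxB* at 0.57 and *wrbA* at -0.03. Those of less known genes were *elaB* at 0.53, *ygaM* at 0.71, *ybaY* at 0.41, *ybgS* at 0.90, *yebV* at 0.90 and *yodC* at 0.92. For the *hupB* mutant they were *katE* at 0.98, *dps* at 0.29, *poxB* at 0.97 and *yebV* at 1.22. The double mutant had *talA* at -0.78, *katE* at -0.32, *grxB* at -0.47, *dps* at -0.41, *poxB* at -1.01, *sra* at -0.30 and *bdm* at -0.44, and *elaB* at -0.31, *ybaY* at -1.34, *yebV* at -0.74 and *yodC* at -0.39. There *ybgS* was called lower, at -2.08 (standard error 0.27, Benjamini-Hochberg adjusted p = 0.029 from limma). The glyoxylate shunt genes *aceA* and *aceB* stood at 0.07 and 0.20 in the stationary double mutant. In exponential phase the median of the glyoxylate shunt list was 0.98 in the double mutant and 2.24 in the *hupA* mutant. The wild-type stationary duplicates of *katE* were 473 and 1522, and its signals on the *hupA* and *hupB* arrays were 1044 and 1713.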

Another recent article reported the proteomic analysis of the osmotic response in *E. coli* [52]; their data corroborate our transcriptome analysis (Table 3).

**Table 3 pone-0004367-t003:** Cluster 2 genes.

Gene	Blattner	Operon	Exponential				Transition				Stationary				Regulation^1^	Function
			WT	*hupA*	*hupB*	*hupAB*	WT	*hupA*	*hupB*	*hupAB*	WT	*hupA*	*hupB*	*hupAB*		
*nhaA*	b0019	*nhaAR*	1	0.82	1.37	1.55	1	1.47	1.63	1.84	1	2.18	1.52	0.82	h	Na+/H antiporter, pH dependent
*ybaY*	b0453	*ybaY*	1	1.5	0.91	1.43	1	1.25	1.98	1.33	1	1.32	1.98	0.46	a	glycoprotein/polysaccharide metabolism
*ybaS*	b0485	*ybaST*	1	0.91	1	1.67	1	1.65	5.04	1.86	1	2.44	1.73	0.5	g	putative glutaminase
*ybaT*	b0486	*ybaST*	1	1.05	1.02	1.32	1	1.53	3.33	1.81	1	1.78	1.54	0.45	c	putative amino acid/amine transport protein
*ybgS*	b0753	*ybgS*	1	0.6	0.96	0.98	1	0.71	0.84	1.31	1	1.73	1.21	0.19	a	putative homeobox protein
*dps*	b0812	*dps*	1	0.7	1.14	0.56	1	1.39	2.57	0.33	1	1.8	1.08	0.58	a, b	global regulator; starvation conditions
*poxB*	b0871	*poxB-ltaE-ybjT*	1	0.64	0.43	0.99	1	1.37	1.03	1.19	1	1.66	1.55	0.38	a, b	pyruvate oxidase
*ycaC*	b0897	*ycaC*	1	0.68	1.67	0.73	1	1.98	1.64	0.75	1	1.4	1.59	0.59	h	hypothetical protein
*cbpA*	b1000	*cbpAM*	1	0.75	0.83	0.66	1	0.89	1.65	0.69	1	1.64	1.52	0.72	h	curved DNA-binding protein, functions closely related to DnaJ
*wrbA*	b1004	*wrbA-yccJ*	1	0.26	1.3	0.33	1	1.37	2.02	0.35	1	0.88	1.17	0.51	a	*trp* repressor binding protein
*grxB*	b1064	*grxB*	1	0.92	1.43	0.86	1	1.29	2.06	0.68	1	1.09	1.2	0.72	a	glutaredoxin 2
*sra*	b1480	*bdm-sra*	1	0.65	0.92	0.86	1	1.77	1.77	1.12	1	1.66	1.2	0.83	a	30S ribosomal subunit protein S22
*bdm*	b1481	*bdm-sra*	1	0.58	0.25	1.18	1	4.13	2.88	13	1	4.11	2.36	0.59	a	biofilm-dependent modulation protein
*gadC*	b1492	*gadBC*	1	0.95	1.33	1.52	1	1.19	5.17	0.91	1	2.35	1.98	0.66	d, e	GadC GABA APC transporter
*gadB*	b1493	*gadBC*	1	0.67	1.3	3.08	1	1.95	30.94	0.41	1	2.71	2.08	0.67	d, e, g	glutamate decarboxylase isozyme
*katE*	b1732	*katE*	1	2.03	1.95	2.09	1	1.2	1.3	1.63	1	1.55	1.7	0.89	a, b	catalase hydroperoxidase HPII(III)
*osmE*	b1739	*osmE*	1	0.91	0.97	1.06	1	1.25	3.82	0.89	1	1.37	1.44	0.52	a	activator of *ntrL* gene
*yebV*	b1836	*yebV*	1	0.81	1.17	1.7	1	1.1	1.35	1.73	1	2	1.93	0.64	a, h	hypothetical protein
*otsA*	b1896	*otsBA*	1	2.53	3.08	0.75	1	1.34	1.81	0.25	1	1.71	1.71	0.73	a	trehalose-6-phosphate synthase
*otsB*	b1897	*otsBA*	1	0.67	1.13	1.12	1	2.26	2.48	2.87	1	2.85	2.16	0.53	a, b	trehalose-6-phosphate phophatase
*yodC*	b1957	*yodC*	1	0.76	0.98	0.98	1	1.52	2.07	1.71	1	2.07	2.22	0.81	a	hypothetical protein
*fbaB*	b2097	*fbaB*	1	1.23	1.04	1.25	1	1.67	2.18	1.18	1	1.27	1.02	1.18	a	fructose bisphosphate aldolase monomer
*elaB*	b2266	*elaB*	1	0.74	0.82	1.04	1	1.35	2.1	1.09	1	1.46	1.34	0.76	a	hypothetical protein
*talA*	b2464	*talA*	1	1.33	1.24	1.55	1	1.67	2.31	1.49	1	2.03	1.62	0.56	a, b	transaldolase A
*tktB*	b2465	*tktB*	1	1.81	0.79	1.65	1	1.26	2.02	1.72	1	1.56	1.51	0.52	a, b	transketolase 2 isozyme
*ygaU*	b2665	*ygaU*	1	1	1.15	1.37	1	1.72	2.45	1.18	1	1.47	1.5	0.49	a, b	hypothetical protein
*ygaM*	b2672	*ygaM*	1	0.48	1.04	1.02	1	2.21	2.24	1.26	1	1.37	1.25	0.49	a	hypothetical protein
*yqjC*	b3097	*yqjCDEK*	1	0.71	1.08	1	1	1.37	1.72	1.22	1	1.55	1.49	0.85	a	hypothetical protein
*yqjD*	b3098	*yqjCDEK*	1	0.69	1.05	1.02	1	1.63	2.13	1.37	1	1.49	1.4	0.87	a	hypothetical protein
*yqjE*	b3099	*yqjCDEK*	1	0.77	1.16	0.97	1	1.27	1.63	0.79	1	1.15	1.47	0.75	a	Hypothetical protein
*yrbL*	b3207	*yrbL*	1	1.98	1.01	2.99	1	2.12	2.62	1.99	1	1.47	1.46	0.86	a	hypothetical protein
*yhiM*	b3491	*yhiM*	1	3.03	1.24	4.03	1	0.69	1.71	0.11	1	1.63	2.38	0.36	g	conserved inner membrane protein
*slp*	b3506	*slp-dctR*	1	0.24	1.08	0.88	1	1.42	8.6	0.64	1	2.22	2.44	0.54	d, e, g	outer membrane protein induced after carbon starvation; starvation lipoprotein
*dctR*	b3507	*slp-dctR*	1	0.24	1.16	1.16	1	0.98	2.34	0.44	1	2.28	2.39	0.87	d, e, g	protein involved in metabolism of C4-dicarboxylates
*yhiD*	b3508	*yhiD*	1	1.12	2.02	3.04	1	1.21	5.16	1.01	1	1.68	2.72	0.61	d, e, g	putative transport ATPase
*hdeB*	b3509	*hdeAB*	1	0.31	0.9	0.81	1	2.32	14.01	0.18	1	2.65	2.28	0.94	d, e, g	hypothetical protein
*hdeA*	b3510	*hdeAB*	1	0.33	0.83	0.66	1	1.76	9.13	0.15	1	2.81	2.07	0.96	d, e, g	hypothetical protein
*hdeD*	b3511	*hdeD*	1	0.36	0.82	1.39	1	1.47	10.3	0.52	1	2.27	2.6	0.6	d, e, f, g	protein involved in acid resistance
*gadE*	b3512	*gadE-mdtEF*	1	0.05	0.52	0.48	1	1.49	12.56	0.26	1	4.07	5.78	1.28	d, e, g	GadE transcriptional activator
*gadW*	b3515	*gadW*	1	0.71	0.58	1.36	1	0.96	1.76	0.91	1	1.79	2.45	1.34	g, FR	putative ARAC-type regulatory protein
*gadX*	b3516	*gadAX*	1	0.33	0.6	0.98	1	1.71	1.92	1.68	1	3.15	4.25	1.66	a, f, FR	GadX transcriptional activator
*gadA*	b3517	*gadAX*	1	0.37	0.2	2.88	1	1.03	15.86	2	1	3.58	4.82	1.25	FR, c	glutamate decarboxylase isozyme
*aceB*	b4014	*aceBAK*	1	29.79	0.58	8.51	1	0.54	0.69	4.48	1	1.8	1.02	1.11	a, d, e, g	malate synthase A
*aceA*	b4015	*aceBAK*	1	6.62	1.31	2.69	1	0.34	0.33	1.26	1	1.44	0.94	0.99	a	isocitrate lyase
*aceK*	b4016	*aceBAK*	1	1.55	1.04	1.19	1	1.89	1.3	1.31	1	1.64	0.92	0.97	c	isocitrate dehydrogenase kinase/phosphatase
*yjbJ*	b4045	*yjbJ*	1	0.74	1.1	1.67	1	1.94	1.32	1.73	1	1.52	1.06	0.47	a, b	hypothetical protein
*ytfK*	b4217	*ytfK*	1	0.36	0.81	0.93	1	0.62	0.66	0.36	1	1.45	1.84	0.46	a	hypothetical protein
*osmY*	b4376	*osmY*	1	1.1	1.41	2.55	1	0.6	0.67	1.78	1	1.93	1.54	0.68	a, b	hyperosmotically inducible periplasmic protein
*ycaC*	b0897	*ycaC*	1	0.68	1.67	0.73	1	1.98	1.64	0.75	1	1.4	1.59	0.59	h, FR	hypothetical protein
*cfa*	b1661	*cfa*	1	0.48	0.95	0.3	1	1.17	2.37	0.2	1	2.19	2.61	0.66	h, FR	cyclopropane fatty acyl phospholipid synthase
*yjiD*	b4326	*yjiD*	1	0.57	1.54	2.41	1	2.03	1.35	8	1	7.42	6.38	1.23	FA	hypothetical protein

1 Regulation of genes known to be induced by an increase in osmolarity: (a) genes described in [53], (b) genes described in [52], (c) gene belongs to an operon known to be regulated by osmotic stress; genes known to respond to acid stress: (d) EvgA overexpression, (e) YdeO overexpression, (f) GadX overexpression, (g) *gadX* mutant [56], (h) genes responding to acid stress independently of GadX and genes controlled by FNR: (FR) FNR-repressed and (FA) FNR-activated [63].

### HU regulates acid-stress genes (Cluster 2)

Cluster 2 also included a number of genes identified as acid inducible in the gene databases. *E. coli* can withstand a pH of 2.5 for several hours. The acid stress response in *E. coli* and related organisms is quite complex and involves a number of regulatory mechanisms [54]. Three or potentially four acid-resistance systems (AR) have been reported [55]. The mechanism involved in the genetic regulation of AR2, which has been extensively investigated, requires only three genes and eleven regulatory proteins. The regulon of two of these (GadX-GadW) has been identified and comprises 15 genes: *gadAXW*, *gadBC*, *ybaST*, *slp-yhi*F, *hdeAB-yhiD*, *yhiM*, *hdeD* and *yhiF* [54]. 

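GadX and GadW switch on the glutamate decarboxylases, which consume protons inside the cell, and the periplasmic chaperones HdeA and HdeB. The operons listed for this regulon hold 14 distinct genes, since *yhiF* is named more than once, and all 14 were measured and lie in cluster 2. On the single stationary arrays of the *hupA* and *hupB* mutants, the decarboxylase gene *gadB* (b1493) read 7167 and 6844, and the regulator gene *gadX* (b3516) 977 and 1624. The wild-type duplicates were 631 and 6100 for *gadB* and 112 and 710 for *gadX*. For *gadA* they were 50.9 and 2478, with 4446 and 5035 in the single mutants. In cells without HU *gadB* stood at 1965 ± 1093, *gadX* at 489 ± 56.8 and *hdeB* (b3509) at 3648 ± 419 (SD, n = 2).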

The normalized expression values shown in Table 3 indicate that 13 of these 15 genes belong to cluster 2 of the HU regulon. In addition, Table 3 shows a compilation of acid-inducible genes in four genetic backgrounds (*gadX* mutant and overexpression of transcriptional regulators EvgA, YdeO and GadX) as reviewed by Foster [56]. A very strong correlation was found between GadX-repressed genes and genes induced in the single *hupA* or *hupB* mutants in stationary phase. 

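Glutamate-dependent acid resistance is a property of stationary cells, and its genes rose in the wild type by a median log2 ratio of 3.03 from exponential to stationary phase. Of the 14 genes of the GadX-GadW regulon, 13 were higher in each single mutant in stationary phase. The median log2 fold change was 1.11 in the *hupA* mutant (adjusted p = 0.0011 from camera of limma, and adjusted p = 0.81 with an estimated correlation) and 1.48 in the *hupB* mutant (adjusted p = 4.0e-06 from camera of limma, and adjusted p = 0.9 with an estimated correlation). It was -0.07 in the double mutant (adjusted p = 0.87 from camera of limma). No single gene of the list was called in limma, among 242 genes in the *hupA* mutant and 155 in the *hupB* mutant at an unadjusted p under 0.05 over the genome. For the *hupA* mutant *gadA* had 3.30 (adjusted p = 0.92), *gadB* 1.84 (adjusted p = 0.96), *gadX* 1.63 (adjusted p = 0.96) and *hdeA* 0.81 (adjusted p = 0.97), Benjamini-Hochberg adjusted in limma. The other members there were *gadC* at 1.53, *gadW* at 0.96, *hdeB* at 1.13, *hdeD* at 1.51, *slp* at 1.09 and *glsA* at 1.38. For the *hupB* mutant *gadA* stood at 3.47 (adjusted p = 1), *gadB* at 1.77, *gadX* at 2.34, *hdeA* at 1.01 and *hdeD* at 2.10 (Benjamini-Hochberg, limma). The double mutant had 1.61 (adjusted p = 0.96) for *gadA*, -0.13 for *gadB*, 0.25 for *hdeA* and 0.29 for *hdeB* (Benjamini-Hochberg, limma).
Wild-type replicate 2 lay above replicate 1 by a median of 2.31 in this list, with 13 of 14 genes higher. The *hupA* array lay 2.26 above replicate 1 and 0.02 above replicate 2, with 7 genes above both, and the *hupB* array 2.67 and 0.45, with 12 genes above both. On the transition arrays the median was 2.04 in the *hupB* mutant, 0.23 in the *hupA* mutant and -0.04 in the double mutant.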

Cluster 2 also contained genes that respond to acid stress but are not regulated by GadX. These included *wrbA* (NAD(P)H∶quinone oxidoreductase), *nhaA* (sodium/proton NhaA transporter), *cbpA* (a potential chaperone), *cfa* (cyclopropane fatty acyl phospholipid synthase), *ycaC* and *yebV* (unknown). 

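Acid also induces genes outside the glutamate system, among them *cfa*, whose enzyme makes the membrane less permeable to protons, and *nhaA*, which exchanges sodium for protons. All 6 acid genes named outside GadX control lie in cluster 2, so their counts are not independent evidence. In stationary phase 5 of 6 were higher in the *hupA* mutant, with a median log2 fold change of 0.77 (adjusted p = 0.057 from camera of limma). All 6 were higher in the *hupB* mutant, with a median of 1.05 (adjusted p = 3.4e-04 from camera of limma, and adjusted p = 0.9 with an estimated correlation). All 6 were lower in the double mutant, with a median of -0.71 (adjusted p = 0.0014 from camera of limma, and adjusted p = 0.69 with an estimated correlation). None was called on its own in stationary phase. The wild-type duplicates differed by a median of 0.92, and 5 genes were above both on the *hupB* array.
The signal of *cfa* (b1661) was 718 ± 542 in the wild type and 372 ± 78.0 in the double mutant (SD, n = 2), and 1081 and 1867 on the *hupA* and *hupB* arrays. For *nhaA* (b0019) it was 456 ± 217 and 284 ± 92.9 (SD, n = 2), and 806 and 1009. The quinone oxidoreductase gene *wrbA* (b1004) had 1838 ± 587 and 865 ± 236 (SD, n = 2). Log2 fold changes in the *hupA* mutant were *nhaA* at 0.86, *cbpA* at 0.75, *cfa* at 0.79 and *ycaC* at 0.53, and in the *hupB* mutant *nhaA* at 1.17, *cbpA* at 0.87, *cfa* at 1.56, *ycaC* at 0.92 and *wrbA* at 0.59. In cells without HU they were *nhaA* at -0.58, *cbpA* at -0.51, *cfa* at -0.69, *ycaC* at -0.77 and *wrbA* at -1.05. Over the 3 phases together *wrbA* was lower in the double mutant, at -1.51 (standard error 0.25, Benjamini-Hochberg adjusted p = 0.028 from limma).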

In the view of these results, we conducted an acid resistance assay on wild-type, *hupA*, *hupB* and *hupAB* strains as described by Masuda and Church [57]. The wild-type and *hupB* strains survived up to 3 hr at low pH; the *hupAB* mutant showed hypersensitivity to acid, and the *hupA* mutant displayed an intermediate phenotype (Fig. 4).

**Figure 4:**
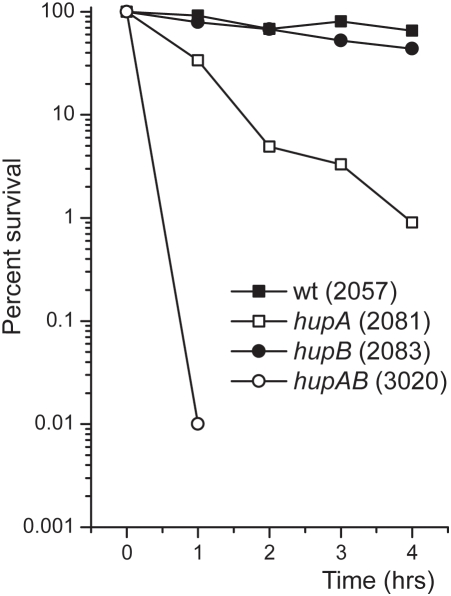
Acid stress Test. The comparative survival of wild type (JO2057), *hupA* (JO2081), *hupB* (JO2083) and *hupAB* (JO3020) strains submitted to acid stress was measured as follows. Samples were taken at different times form cells resuspended in LB medium at pH 2.5 or in saline buffer at pH 7.2, serially diluted and plated on LB agar plates for colony counting. The time points correspond to percent survival of acid-treated cells versus control cells, averaged over two independent experiments.

### HU is a novel aerobic regulator of energy metabolism (Clusters 2, 4, 5 & 7)

The prominent part of the genes characterizing the HU regulon is known to be involved in bacterial energy metabolism. They amount to 45% of the total number of the regulated operons and are found in four different clusters: 2, 4, 5 and 7 indicating that they obey different expression patterns.

In the facultative anaerobe *E. coli*, the presence of oxygen and other electron acceptors influences the choice of catabolic and anabolic pathways. *E. coli* prefers to grow using aerobic respiration, but it can achieve anaerobic respiration with nitrate or other electron acceptors when oxygen is absent; fermentation is used as a last resort when no electron acceptor is available. The expression of enzymes involved in energy metabolism is regulated mainly at the transcriptional level. Two separate oxygen sensing/transcriptional regulatory mechanisms are essential for the aerobic/anaerobic switch (for a review see [58]). First, a two-component system, responsible for micro-aerobic metabolism regulation, is composed of a membrane-bound histidine sensor kinase (ArcB) able to phosphorylate a transcriptional regulator (ArcA) [59]. The *E. coli* ArcAB regulon comprises 175 genes involved in a large number of cell processes [60]. FNR is the second transcriptional sensor-regulator protein involved in the control of anaerobic metabolism; it acts either as a transcription repressor or as an activator. The Fe–S-containing FNR protein is capable of oxygen-regulated dimerization and DNA binding [61]. The *E. coli* FNR regulon was initially investigated by several laboratories but with somewhat divergent results probably due to different genetic backgrounds and growth conditions [60], [62]. More recently, a report based on a more extensive study has re-evaluated the extent of the FNR regulon [63].

The absence of one or both HU subunits deregulated transcription of the vast majority of the genes encoding electron donors/acceptors or involved in fermentation and in aerobic/anaerobic respiration. 

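Electron flow in *E. coli* runs from donors such as formate, glycerol and lactate to oxygen, nitrate, nitrite, fumarate or dimethyl sulfoxide, and FNR with ArcA chooses among them. Of 62 measured FNR-activated genes, 61 were lower in the double mutant in exponential phase, with a median log2 fold change of -1.33, and 8 were called lower (37 when adjusted over the list alone). The study had placed 46 of the 62 in its clusters 4 and 7. For the *hupA* mutant 60 were lower with a median of -1.15, and 12 were called (28 when adjusted over the list alone). For the *hupB* mutant 54 were higher, with a median of 0.39. Camera of limma called the list lower in the double mutant (adjusted p = 2.7e-39, and adjusted p = 0.29 with an estimated correlation) and in the *hupA* mutant (adjusted p = 8.7e-30, and adjusted p = 0.71 with an estimated correlation), and higher in the *hupB* mutant (adjusted p = 4.5e-12, and adjusted p = 0.9 with an estimated correlation). The *hupB* array lay 0.65 above wild-type replicate 1 and 0.09 above replicate 2, so its rise rests mainly on replicate 1.
Of 32 FNR-repressed genes, 16 of them in the study's clusters, 16 were higher and 16 lower in the exponential double mutant, with a median of 0.06 (adjusted p = 0.53 from camera of limma). For the *hupA* mutant 29 were higher, with a median of 0.52 (adjusted p = 0.025 from camera of limma, and adjusted p = 0.8 with an estimated correlation). All 15 genes of the tricarboxylic acid cycle, 10 of them in cluster 5, were higher in both. Their median was 0.86 in the double mutant (adjusted p = 3.3e-04 from camera of limma, and adjusted p = 0.68 with an estimated correlation) and 1.40 in the *hupA* mutant (adjusted p = 4.1e-05 from camera of limma, and adjusted p = 0.8 with an estimated correlation). Genes of ATP synthase moved by a median of 0.34 in the double mutant (adjusted p = 0.33 from camera of limma). In the same chip lot the *hupA* mutant had a cluster 4 median of -0.57 and a cluster 5 median of 1.38 against wild-type replicate 1.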

A direct comparison of data presented in Clusters 2, 4, 5 and 7 to energy metabolism regulons showed a striking resemblance between the HU and FNR regulons. 

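FNR loses its iron-sulfur cluster in air, and the paper takes it to be inactive in these aerated cultures. The arrays measure neither oxygen nor FNR activity. Of the 21 genes of Table 4 annotated as FNR-activated, all were lower in the exponential double mutant, with a median log2 fold change of -2.35 and 6 called. All 21 were lower in the *hupA* mutant too, with a median of -2.75 and 11 called, while in the *hupB* mutant 17 were higher with a median of 0.47. Of 37 measured FNR-activated genes of Table 6, 35 were lower in the exponential double mutant (median -1.16, 1 called) and 34 on its transition array (median -1.48). For the *hupA* mutant 31 of them were lower in exponential phase (median -0.79, 1 called).
All 14 FNR-repressed genes of Table 5 were higher in exponential phase in the double mutant (median 0.91) and in the *hupA* mutant (median 0.85), and lower in the *hupB* mutant (median -0.33). On the transition arrays all 14 were lower in the *hupA* and *hupB* mutants, with medians of -2.30 and -2.23. The 4 FNR-activated genes in Table 5 were all higher in the exponential double mutant (median 0.60). Of the 6 FNR-repressed genes in Table 6, 5 were lower there (median -0.73) and all 6 on the transition array (median -1.88). In stationary phase all 5 FNR-repressed genes of Table 3 were higher in the *hupA* mutant (median 0.96) and in the *hupB* mutant (median 2.01), while 3 were higher and 2 lower in the double mutant (median 0.67). None was called in limma, and 3 of the 5, *gadA*, *gadX* and *gadW*, belong to the GadX-GadW list, in which the wild-type duplicates differed by 2.31 and the *hupA* array lay 0.02 above replicate 2. The study chose these tables on the same arrays, so the counts are not independent evidence. The paper proposes that HU modulates the FNR regulon in air. Beside the shared directions it cites unchanged *fnr* expression, the aerobic cultures and *lacZ* fusions measured with and without oxygen, HU and FNR.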

More surprisingly, the directionality of the HU-FNR regulation was well conserved with a very few exceptions: all the genes induced (or repressed) anaerobically by FNR were also induced (or repressed) by HU in the presence of oxygen. Clusters 2 and 5 contained a majority of FNR down-regulated genes whereas clusters 4 and 7 were populated with a majority of FNR up-regulated genes (See Tables 3, 4, 5 and 6 for the relative, normalized gene expression values). 

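FNR activates genes of anaerobic respiration and represses others that serve growth with oxygen. By the annotation printed in the paper, Table 4 (cluster 4) lists 22 genes, 21 FNR-activated and 1 FNR-repressed, and Table 6 (cluster 7) lists 44, 38 activated and 6 repressed. Table 5 (cluster 5) lists 22 genes, 4 activated and 14 repressed. Table 3 (cluster 2) has 51 rows, 2 of them for *ycaC*, with 1 gene activated and 5 repressed, the others being acid or osmotic genes or without a symbol for FNR.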

Effectively, HU binding to the FNR regulated, *ndh* promoter has been reported [64].

**Table 4 pone-0004367-t004:** Cluster 4 genes.

Gene	Blattner	Operon	Exponential				Transition				Stationary				Regulation^1^	Function
			WT	*hupA*	*hupB*	*hupAB*	WT	*hupA*	*hupB*	*hupAB*	WT	*hupA*	*hupB*	*hupAB*		
*dcuC*	b0621	*dcuC*	1	0.03	1.22	0.08	1	0.8	0.87	0.15	1	1.03	1.04	0.96	FA, FAec	transport of dicarboxylates
*dmsA*	b0894	*dmsABC*	1	0.06	1.82	0.14	1	1.79	1.78	0.14	1	1.04	0.61	1.03	FA, FAec	anaerobic dimethyl sulfoxide reductase subunit A
*dmsB*	b0895	*dmsABC*	1	0.05	1.59	0.13	1	2.16	2.19	0.3	1	1.5	1.48	1.65	FA, FAec	anaerobic dimethyl sulfoxide reductase subunit B
*narK*	b1223	*narK*	1	0.02	1.08	0.16	1	3.44	4.07	7.28	1	1.68	1.02	1.26	FA, FAec	nitrite extrusion protein
*narG*	b1224	*narGHJI*	1	0.02	1.65	0.12	1	4.86	4.82	3.78	1	1.32	1.99	2.3	FA, FAec	nitrate reductase 1, alpha subunit
*narH*	b1225	*narGHJI*	1	0.06	1.64	0.13	1	2.85	3.71	2.09	1	1.13	0.77	1.75	FA, FAec	nitrate reductase 1, beta subunit
*narJ*	b1226	*narGHJI*	1	0.06	1.31	0.13	1	1.89	1.68	1.57	1	1.14	1.06	1.36	FA, FAec	nitrate reductase 1, delta subunit, assembly function
*narI*	b1227	*narGHJI*	1	0.09	1.53	0.17	1	1.84	1.72	1.63	1	1.66	1.09	1.27	FA, FAec	nitrate reductase 1, cytochrome b(NR), gamma subunit
*adhE*	b1241	*adhE*	1	0.12	1.17	0.15	1	0.88	0.95	0.22	1	0.78	0.97	0.4	FAec	CoA-linked acetaldehyde dehydrogenase and iron-dependent alcohol dehydrogenase pyruvate-formate-lyase deactivase
*napB*	b2203	*napFDAGHBC-ccmABCDEFGH*	1	0.23	2.15	0.24	1	10.94	8.68	25.5	1	2.95	1.93	1.67	FA, FAec	cytochrome c-type protein
*napD*	b2207	*napFDAGHBC-ccmABCDEFGH*	1	0.09	0.72	0.22	1	1.86	1.76	6.71	1	0.84	0.72	0.88	FA, FAec	hypothetical protein
*napF*	b2208	*napFDAGHBC-ccmABCDEFGH*	1	0.04	0.66	0.22	1	1.43	1.56	7.67	1	1	2.55	2.21	FA, FAec	ferredoxin-type protein: electron transfer
*nirD*	b3366	*nirBDC-cysG*	1	0	1.54	0.05	1	1.35	0.39	0.72	1	2.34	3.43	1.59	FA	nitrite reductase (NAD(P)H) subunit
*nirC*	b3367	*nirBDC-cysG*	1	0.02	1.91	0.09	1	1.17	1.05	1.79	1	1.31	1.15	0.8	FA	nitrite reductase activity
*feoB*	b3409	*feoAB*	1	0.12	0.67	0.77	1	0.16	0.41	0.69	1	0.76	1.13	0.93	FA, FAec	ferrous iron transport protein B
*cspA*	b3556	*cspA*	1	0.22	1.03	0.73	1	0.85	0.9	0.6	1	0.5	0.39	1.27	FR	cold shock protein 7.4, transcriptional activator of hns
*nrfA*	b4070	*nrfABCDEFG*	1	0.14	1.66	0.16	1	2.25	0.82	1.41	1	1.54	1.21	1.16	FA, FAec	periplasmic cytochrome c(552): plays a role in nitrite reduction
*nrfB*	b4071	*nrfABCDEFG*	1	0.09	2.16	0.07	1	4.15	1.19	1.51	1	4.71	3.62	2.6	FA, FAec	formate-dependent nitrite reductase a penta-haeme cytochrome c
*nrfC*	b4072	*nrfABCDEFG*	1	0.14	2.19	0.15	1	2.8	1.3	0.84	1	1.76	1.62	0.69	FA, FAec	formate-dependent nitrite reductase Fe-S centers
*yjdK*	b4128	*yjdKO*	1	0.03	1.63	0.32	1	1.06	1.65	0.92	1	1.82	1.15	0.81	FA	hypothetical protein
*yjjW*	b4379	*yjjW*	1	0.05	1.51	0.31	1	2.21	1.6	0.11	1	4.19	0.57	0.53	FA	putative activating enzyme
*yjjI*	b4380	*yjjI*	1	0.03	1.39	0.27	1	1.88	1.5	0.31	1	1.58	1.45	0.94	FA	hypothetical protein

1 Regulation symbols: FA: FNR-activated and FR: FNR-repressed [63]; FAec: FNR-activated (Ecocyc: http://ecocyc.org).

**Table 5 pone-0004367-t005:** Cluster 5 genes.

Gene	Blattner	Operon	Exponential				Transition				Stationary				Regulation^1^	Function
			WT	*hupA*	*hupB*	*hupAB*	WT	*hupA*	*hupB*	*hupAB*	WT	*hupA*	*hupB*	*hupAB*		
*cyoD*	b0429	*cyoABCDE*	1	2.14	0.73	1.63	1	0.03	0.04	0.73	1	0.34	0.59	0.58	FR, FRec	cytochrome o ubiquinol oxidase subunit IV
*cyoC*	b0430	*cyoABCDE*	1	2.23	0.81	1.56	1	0.07	0.06	0.75	1	0.51	0.53	0.64	FR, FRec	cytochrome o ubiquinol oxidase subunit III
*cyoB*	b0431	*cyoABCDE*	1	2.25	0.84	1.67	1	0.07	0.06	1.02	1	0.43	0.43	0.73	FR, FRec	cytochrome o ubiquinol oxidase subunit I
*cyoA*	b0432	*cyoABCDE*	1	2.71	0.84	2.37	1	0.18	0.1	1.52	1	0.47	0.53	0.75	FR, FRec	cytochrome o ubiquinol oxidase subunit II
*sdhC*	b0721	*sdhCDAB-b0725-sucABCD*	1	13.94	0.99	7.68	1	0.29	0.17	1.57	1	0.36	1.01	1.02	FRec	succinate dehydrogenase, cytochrome b556
*sdhD*	b0722	*sdhCDAB-b0725-sucABCD*	1	9.23	0.79	5.2	1	0.23	0.15	1.7	1	0.42	0.71	0.79	FRec	succinate dehydrogenase, hydrophobic subunit
*sdhA*	b0723	*sdhCDAB-b0725-sucABCD*	1	7.2	0.82	4.21	1	0.15	0.16	1.08	1	0.29	0.55	0.63	FRec	succinate dehydrogenase, flavoprotein subunit
*sdhB*	b0724	*sdhCDAB-b0725-sucABCD*	1	7.53	0.76	3.67	1	0.14	0.16	1.08	1	0.32	0.63	0.53	FRec	succinate dehydrogenase, iron sulfur protein
*b0725*	b0725	*sdhCDAB-b0725-sucABCD*	1	4.65	0.66	2.64	1	0.18	0.22	0.72	1	0.38	0.88	0.49	FRec	hypothetical protein
*sucA*	b0726	*sdhCDAB-b0725-sucABCD*	1	2.71	0.7	2.28	1	0.15	0.22	0.74	1	0.26	0.56	0.45	FRec	2-oxoglutarate dehydrogenase (decarboxylase component)
*sucB*	b0727	*sdhCDAB-b0725-sucABCD*	1	1.83	0.67	1.79	1	0.15	0.2	0.7	1	0.29	0.6	0.62	FRec	2-oxoglutarate dehydrogenase (dihydrolipoyltranssuccinase E2 component)
*sucC*	b0728	*sdhCDAB-b0725-sucABCD*	1	1.81	0.63	1.97	1	0.16	0.19	0.84	1	0.33	0.72	0.66	FRec	succinyl-CoA synthetase, beta subunit
*sucD*	b0729	*sdhCDAB-b0725-sucABCD*	1	2.26	0.69	1.95	1	0.14	0.14	0.62	1	0.42	0.74	0.49	FRec	succinyl-CoA synthetase, alpha subunit
*fumA*	b1612	*fumA*	1	5.47	0.82	3.05	1	0.34	0.23	1.13	1	0.49	0.47	1.55	FRec	fumarase A = fumarate hydratase Class I aerobic isozyme
*fliY*	b1920	*fliAZY*	1	1.85	0.69	1.85	1	1.11	0.91	3.26	1	1.42	1.01	0.73	FA	putative periplasmic binding transport protein
*ndk*	b2518	*ndk*	1	16.55	0.94	12.98	1	0.67	0.3	8.27	1	0.8	0.98	5.24	This work	nucleoside diphosphate kinase
*lldP*	b3603	*lldPRD*	1	49.62	0.9	17.04	1	0.86	0.54	2.38	1	0.58	0.53	0.65	This work	L-lactate permease
*lldR*	b3604	*lldPRD*	1	29.89	0.79	15.07	1	0.07	0.13	0.33	1	0.73	0.54	0.86	This work	transcriptional regulator
*lldD*	b3605	*lldPRD*	1	12.6	0.79	7.63	1	0.21	0.15	0.56	1	0.68	0.58	0.82	This work	L-lactate dehydrogenase
*fimA*	b4314	*fimAICDFGH*	1	0.34	0.81	2.8	1	0.22	0.63	2.56	1	0.49	0.43	3.68	FA	major type 1 subunit fimbrin (pilin)
*fimI*	b4315	*fimAICDFGH*	1	0.45	1.28	5.45	1	0.58	0.88	5.27	1	1.28	1.29	5.09	FA	fimbrial protein
*fimC*	b4316	*fimAICDFGH*	1	0.5	1.09	6.36	1	0.74	1.04	8.35	1	1.32	1.17	3.75	FA	periplasmic chaperone, required for type 1 fimbriae

1 Regulation symbols: FA: FNR-activated and FR: FNR-repressed [63]; FRec: FNR-repressed (Ecocyc: http://ecocyc.org).

**Table 6:** Cluster 7 genes.

Gene	Blattner	Operon	Exponential				Transition				Stationary				Regulation^1^	Function
			WT	*hupA*	*hupB*	*hupAB*	WT	*hupA*	*hupB*	*hupAB*	WT	*hupA*	*hupB*	*hupAB*		
*aceE*	b0114	*pdhR-aceEF-lpd*	1	0.44	1.16	0.71	1	1.37	1.51	0.35	1	0.78	0.75	1.02	FR, FRec	pyruvate dehydrogenase (decarboxylase component)
*aceF*	b0115	*pdhR-aceEF-lpd*	1	0.46	1.35	0.65	1	1.51	1.58	0.41	1	0.74	0.73	1.04	FR, FRec	pyruvate dehydrogenase (dihydrolipoyltransacetylase component)
*ybcW*	b0559	*ybcW*	1	0.27	0.97	1.46	1	0.89	1.94	0.29	1	4.07	4.27	0.72	FA	hypothetical protein
*cydA*	b0733	*cydAB*	1	0.16	1.17	0.26	1	1.46	1.62	0.15	1	0.57	0.57	0.64	FR, FRec	cytochrome d terminal oxidase, polypeptide subunit I
*cydB*	b0734	*cydAB*	1	0.17	1.1	0.28	1	1.74	2	0.17	1	0.53	0.61	0.7	FR, FRec	cytochrome d terminal oxidase polypeptide subunit II
*pflB*	b0903	*focA-pflB*	1	0.19	1.13	0.24	1	3.01	3.22	0.25	1	0.61	0.85	0.39	FA, FAec	formate acetyltransferase 1
*ycbJ*	b0919	*ycbJ*	1	0.05	1.23	0.16	1	0.72	0.96	0.37	1	0.89	0.93	0.7	FA	hypothetical protein
*ndh*	b1109	*ndh*	1	0.05	0.81	0.54	1	0.85	1.9	0.34	1	1.44	0.88	0.32	FR, FRec	respiratory NADH dehydrogenase
*ompW*	b1256	*ompW*	1	0.19	1.32	0.29	1	1.66	1.42	0.34	1	0.43	0.41	2.29	FA, FAec	putative outer membrane protein
*fdnG*	b1474	*fdnGHI*	1	0.12	1.39	0.36	1	6.69	3.57	2.55	1	1.06	0.91	0.98	FA, FAec	formate dehydrogenase-N, nitrate-inducible, alpha subunit
*fdnI*	b1476	*fdnGHI*	1	0.14	1.32	0.26	1	9.21	4.34	2.48	1	1.22	1.56	1.17	FA, FAec	formate dehydrogenase-N, nitrate-inducible, cytochrome B556(Fdn) gamma subunit
*ydfZ*	b1541	*ydfZ*	1	0.17	0.96	0.39	1	3.97	3.66	1.14	1	1.22	1.23	1.39	FA	hypothetical protein
*ynfE*	b1587	*ynfEFGH-dmsD*	1	0.18	1.73	0.26	1	2.05	2.19	0.09	1	1.66	1.19	1.37	FA, FAec	putative oxidoreductase, major subunit
*ynfF*	b1588	*ynfEFGH-dmsD*	1	0.13	2.24	0.12	1	4.96	4.83	0.14	1	0.32	0.3	2.08	FA, FAec	putative oxidoreductase, major subunit
*ynfG*	b1589	*ynfEFGH-dmsD*	1	0.26	2.05	0.14	1	7.12	4.24	0.12	1	0.21	1.67	1.99	FA, FAec	putative oxidoreductase, Fe-S subunit
*ynfH*	b1590	*ynfEFGH-dmsD*	1	0.64	1.48	0.87	1	5.19	3.77	0.67	1	1.56	1.17	1.13	FA, FAec	putative DMSO reductase anchor subunit
*ydhY*	b1674	*ydhYVW*	1	0.3	1.34	0.74	1	0.77	1.99	0.36	1	1.96	0.88	1.37	FA	putative oxidoreductase, Fe-S subunit
*yeaU*	b1800	*yeaU*	1	0.34	0.41	2.67	1	0.15	0.44	0.02	1	0.62	0.9	0.3	FR	putative tartrate dehydrogenase
*glpA*	b2241	*glpABC*	1	0.4	1.24	0.28	1	1.02	0.89	0.35	1	0.35	0.36	0.55	FA, FAec	sn-glycerol-3-phosphate dehydrogenase (anaerobic), large subunit
*glpB*	b2242	*glpABC*	1	0.44	1.12	0.23	1	1.16	0.96	0.24	1	0.28	0.29	0.54	FA, FAec	sn-glycerol-3-phosphate dehydrogenase (anaerobic), membrane anchor subunit
*glpC*	b2243	*glpABC*	1	0.54	1.24	0.31	1	1.2	1.17	0.27	1	0.26	0.33	0.51	FA, FAec	sn-glycerol-3-phosphate dehydrogenase (anaerobic), K-small subunit
*uraA*	b2497	*upp-uraA*	1	0.42	1.03	0.49	1	0.66	0.07	0.8	1	0.93	1.11	0.95	FA, FAec	uracil transport
*upp*	b2498	*upp-uraA*	1	0.37	0.83	0.53	1	0.76	0.39	0.79	1	0.85	0.91	1.18	FA, FAec	uracil phosphoribosyltransferase
*yfiD*	b2579	*yfiD*	1	0.04	0.95	0.41	1	2.29	2.13	0.54	1	0.4	0.31	0.98	FA, FAec	putative formate acetyltransferase
*gcvH*	b2904	*gcvTHP*	1	0.92	0.96	0.55	1	1.08	1	0.59	1	0.21	0.38	0.24	FAec	in glycine cleavage complex, carrier of amino-methyl moiety via covalently bound lipoyl cofactor
*ansB*	b2957	*ansB*	1	0.01	1.55	0.18	1	2.87	1.38	0.23	1	0.7	1.3	1.51	FA, FAec	periplasmic L-asparaginase II
*uxaA*	b3091	*uxaCA*	1	2.64	1.01	0.63	1	1.46	0.56	0.11	1	0.51	0.47	0.6	FA, FAec	altronate hydrolase
*uxaC*	b3092	*uxaCA*	1	1.17	0.84	0.59	1	2.31	0.64	0.11	1	0.78	0.67	1.06	FA, FAec	uronate isomerase
*tdcF*	b3113	*tdcABCDEFG*	1	0.87	1.15	0.44	1	16.22	14.14	0.51	1	1.29	1.12	1.21	FA, FAec	hypothetical protein
*tdcE*	b3114	*tdcABCDEFG*	1	0.68	1.11	0.29	1	18.25	15.59	0.35	1	1.29	1.27	1.25	FA, FAec	probable formate acetyltransferase 3
*tdcD*	b3115	*tdcABCDEFG*	1	0.51	1.94	0.33	1	4.3	3.86	0.08	1	1.38	1.14	1.2	FA, FAec	putative kinase
*tdcC*	b3116	*tdcABCDEFG*	1	0.35	1.67	0.25	1	2.3	2.12	0.04	1	0.8	0.76	0.77	FA, FAec	anaerobically inducible L-threonine, L-serine permease
*tdcB*	b3117	*tdcABCDEFG*	1	0.12	1.24	0.16	1	1.09	1.07	0.04	1	0.78	0.51	1.68	FA, FAec	threonine dehydratase, catabolic
*tdcA*	b3118	*tdcABCDEFG*	1	0.01	1.05	0.25	1	1.2	1.01	0.4	1	0.75	1.32	1.28	FA, FAec	transcriptional activator of tdc operon
*malP*	b3417	*malPQ*	1	0.53	1.55	0.94	1	1.71	1.58	0.28	1	1	0.88	1.27	FA, FAec	maltodextrin phosphorylase
*katG*	b3942	*katG*	1	1	1.87	0.96	1	3.05	1.71	0.63	1	0.51	0.64	1.06	FA, FAec	catalase hydroperoxidase HPI(I)
*fumB*	b4122	*dcuB-fumB*	1	0.22	1.56	0.28	1	7.16	11.83	0.12	1	1.71	1.52	1.07	FA, FAec	fumarase B = fumarate hydratase Class I anaerobic isozyme
*dcuB*	b4123	*dcuB-fumB*	1	0.04	1.21	0.21	1	5.24	10.38	0.49	1	2.34	1.58	0.76	FA, FAec	anaerobic dicarboxylate transport
*dcuA*	b4138	*aspA-dcuA*	1	0.32	1.5	0.41	1	1.27	0.76	0.3	1	0.84	0.67	0.87	FA, FAec	anaerobic dicarboxylate transport
*frdD*	b4151	*frdABCD*	1	0.48	1.31	0.33	1	2.39	1.99	0.23	1	0.79	0.94	1.07	FA, FAec	fumarate reductase, anaerobic, membrane anchor polypeptide
*frdC*	b4152	*frdABCD*	1	0.48	1.4	0.3	1	1.93	1.67	0.11	1	0.53	0.65	1.16	FA, FAec	fumarate reductase, anaerobic, membrane anchor polypeptide
*frdB*	b4153	*frdABCD*	1	0.44	1.4	0.31	1	1.91	1.61	0.15	1	1.03	0.85	1.19	FA, FAec	fumarate reductase, anaerobic, iron-sulfur protein subunit
*frdA*	b4154	*frdABCD*	1	0.4	1.27	0.33	1	1.7	1.46	0.18	1	0.77	0.81	1.09	FA, FAec	fumarate reductase, anaerobic, flavoprotein subunit
*tdcG*	b4471	*tdcABCDEFG*	1	0.82	1.22	0.58	1	10.16	7.41	0.94	1	1.69	1	0.97	FA, FAec	L-serine deaminase 3

1 Regulation symbols: FA: FNR-activated and FR: FNR-repressed [63]; FRec: FNR-repressed and FAec: FNR-ativated (Ecocyc: http://ecocyc.org).

In order to investigate and compare the *in vivo* regulatory relationships between HU and the aerobiosis/anaerobiosis system, we constructed single copy *lacZ* transcriptional fusions to several genes strongly activated or repressed by HU as described above. We chose three HU-activated genes from cluster 4, namely *nirB*, *narG* and *dcuC*, encoding respectively the large subunit of nitrite reductase, the α subunit of nitrate reductase and the anaerobic C4-dicarboxylate transporter. These genes are known to be positively regulated by FNR [63]. 

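The *nirB* enzyme detoxifies nitrite made by nitrate respiration, *narG* is the catalytic subunit of the main nitrate reductase, and DcuC exports succinate during fermentation. In exponential phase *nirB* (b3365) fell from 2591 ± 358 in the wild type to 139 ± 167 in the double mutant (SD, n = 2), a log2 fold change of -4.39 (standard error 0.67, Benjamini-Hochberg adjusted p = 0.035 from limma). The *hupA* array read 18.0, a log2 fold change of -5.71 (standard error 0.82, Benjamini-Hochberg adjusted p = 0.036 from limma), and the *hupB* array 3291, with 0.35 (standard error 0.82, Benjamini-Hochberg adjusted p = 1 from limma). For *dcuC* (b0621) the signals were 1508 ± 285 and 99.8 ± 98.4 (SD, n = 2), a log2 fold change of -3.77 (standard error 0.52, Benjamini-Hochberg adjusted p = 0.027 from limma). The *hupA* array had 25.0, with -4.74 (standard error 0.64, Benjamini-Hochberg adjusted p = 0.035 from limma), and the *hupB* array 1816, with 0.28 (standard error 0.64, Benjamini-Hochberg adjusted p = 1 from limma). The *narG* gene (b1224) was not called in any mutant. Its wild-type duplicates read 1066 and 3180, those of the double mutant 194 and 495, and the *hupA* and *hupB* arrays 143 and 2982. Its log2 fold change was -2.45 (adjusted p = 0.13) in the double mutant, -3.43 (adjusted p = 0.085) in the *hupA* mutant and 0.68 (adjusted p = 1) in the *hupB* mutant, Benjamini-Hochberg adjusted in limma. In stationary phase *nirB* had signals of 22.1 ± 11.9 in the wild type and 23.3 ± 2.62 in the double mutant (SD, n = 2).

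**Figure D3:**
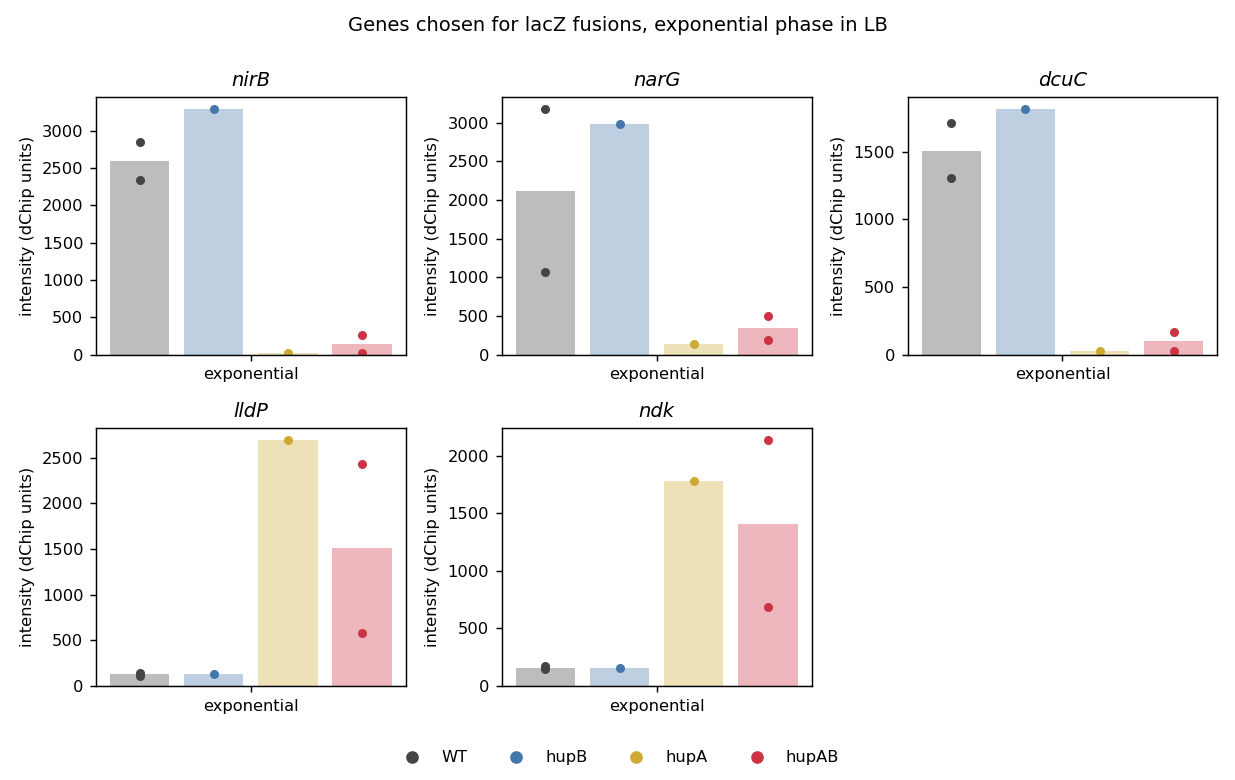
Array signals of nirB, narG, dcuC, lldP and ndk in the wild type and the hup mutants in exponential phase in LB, with bars at group means and 1 point per array. The exponential nirB signal was 18.0 on the hupA array and 3291 on the hupB array.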

In parallel, two HU-repressed genes from cluster 5, *lldP* and *ndk*, encoding respectively the L-lactate permease and the nucleoside diphosphate kinase, were selected on the basis of their strong response in the transcriptome analysis. 

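Lactate permease brings in L-lactate as a carbon source for aerobic growth, and nucleoside diphosphate kinase balances the nucleotide pools. In exponential phase *lldP* (b3603) read 2688 on the *hupA* array, 136 on the *hupB* array and 130 ± 23.3 in the wild type (SD, n = 2). Its log2 fold change was 4.08 (standard error 0.70, Benjamini-Hochberg adjusted p = 0.047 from limma) in the *hupA* mutant and 0.06 (standard error 0.70, Benjamini-Hochberg adjusted p = 1 from limma) in the *hupB* mutant. The double mutant had 1507 ± 1309 (SD, n = 2), from 2433 and 582, a log2 fold change of 2.93 (standard error 0.57, Benjamini-Hochberg adjusted p = 0.08 from limma). For *ndk* (b2518) the *hupA* array read 1778, the wild type 161 ± 16.4 and the double mutant 1407 ± 1024 (SD, n = 2). The log2 fold change of *ndk* was 3.23 (standard error 0.64, Benjamini-Hochberg adjusted p = 0.081 from limma) in the *hupA* mutant, 2.69 (standard error 0.52, Benjamini-Hochberg adjusted p = 0.08 from limma) in the double mutant and -0.02 (standard error 0.64, Benjamini-Hochberg adjusted p = 1 from limma) in the *hupB* mutant. Over the 3 phases together *ndk* was called higher in the double mutant, at 2.33 (standard error 0.31, Benjamini-Hochberg adjusted p = 0.0091 from limma). In stationary phase its signal was 362 ± 153 in the wild type and 1654 ± 249 in the double mutant (SD, n = 2), and *lldP* had 414 ± 13.0 and 299 ± 61.5.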

The transcription of the *lldPRD* operon, as seen in Figure 5, is repressed anaerobically by ArcA-P [65]. The expression of *ndk* is negatively controlled in anoxic conditions by an unknown mechanism [62]. In good agreement with microarrays experiments, we observed *in vivo* that heterodimeric HUαβ aerobically repressed *lldP* and *ndk* and stimulated *nirB*, *narG* and *dcuC* (Fig. 5A). This is what we observed in anoxic conditions: we confirmed *lldP* and *ndk* repression and the induction of *nirB*, *narG* and *dcuC* (Fig. 5B). The expression of β-galactosidase by these five gene fusions was then tested in four genetic backgrounds (wild-type, *fnr*, *hupAB* and *fnr hupAB*) and in aerobic or anaerobic conditions (Fig. 6). Several observations could be made: (i) the regulatory effect of HU was only apparent in oxic conditions and wss stronger for genes that are normally repressed in anaerobiosis, such as *lldP* and *ndk*; (ii) in aerobiosis, there was no significant difference between *fnr^+^* and *fnr^−^* strains with the exception a two-fold effect for *narG* and (iii) in anaerobiosis, we did not observe a significant difference between the HU^+^ and HU^−^ derivatives of the five gene fusion strains: the only measurable effect was due to the presence/absence of FNR, especially for the FNR-regulated genes *nirB*, *narG* and *dcuC*.

**Figure 5:**
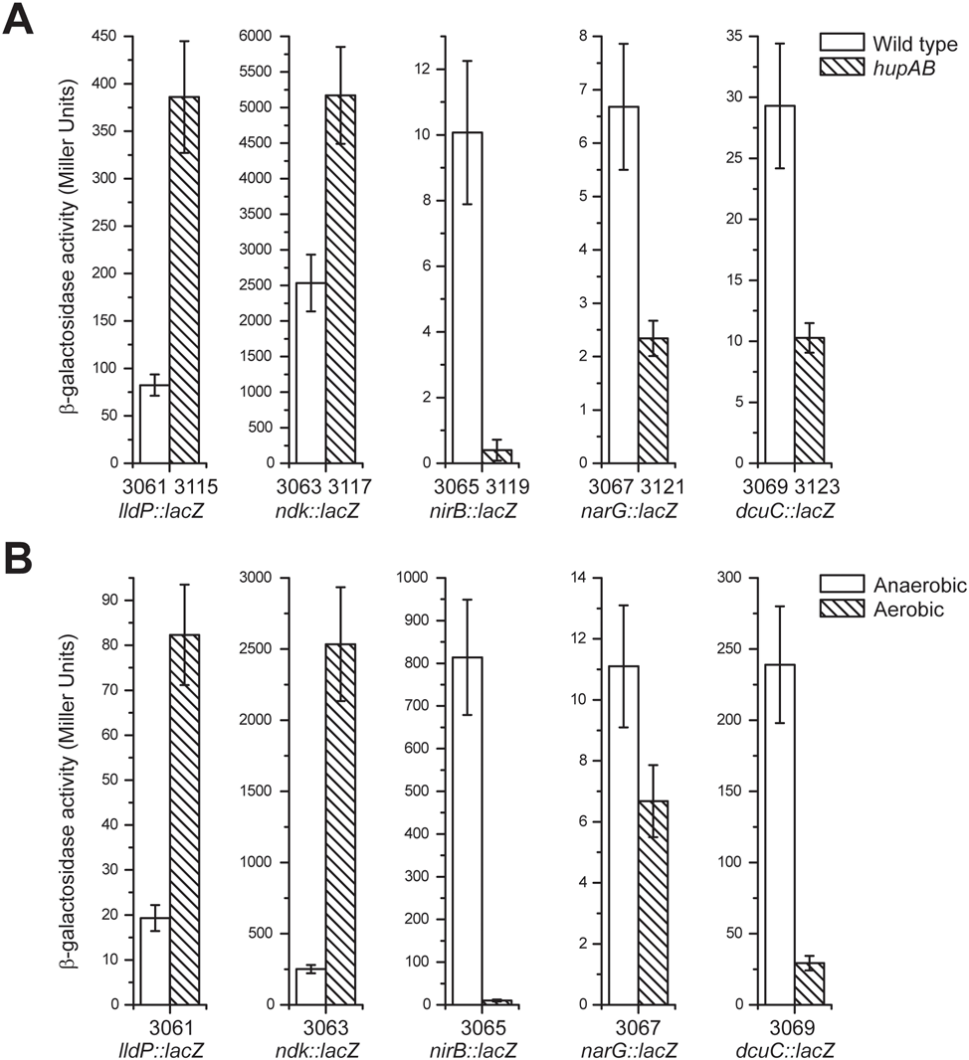
Regulation of cluster 4 and 5 genes by HU and aerobiosis. (A) Comparison of the beta-galactosidase activity of *lldp*, *ndk*, *nirB*, *narG* and *dcuC* transcriptional *lacZ* fusions in wild type and *hupAB* strains. (B) Comparison of the beta-galactosidase activity of the same gene fusions in aerobic and anaerobic conditions. The numbers under the bars correspond to strain numbers described in Table 7.

**Figure 6:**
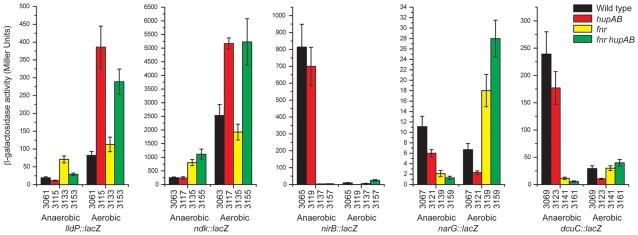
Regulation of cluster 4 and 5 genes by HU, aerobiosis and FNR. Individual and combined effects of the wild type, *Δfnr*, *hupAB* and *Δfnr hupAB* backgrounds and aerobic or anaerobic growth conditions on the beta-galactosidase activity of *lldp*, *ndk*, *nirB*, *narG* and *dcuC* transcriptional *lacZ* fusions. The numbers under the bars correspond to strain numbers described in Table 7.

These results prompted us to test the growth phenotype of a *hupAB* strain in the absence of oxygen on complete anoxic medium (see Materials and Methods). Surprisingly, we noted that the very slow growth phenotype caused by the absence of HU in aerobic conditions was not observed anaerobically. In anoxic conditions, the HU-deficient strain lost its very small colony phenotype and displayed a similar growth rate as the wild type control strain (Fig. 7). After a number of verifications, we concluded that HU was not necessary for growth in the absence of oxygen.

**Figure 7:**
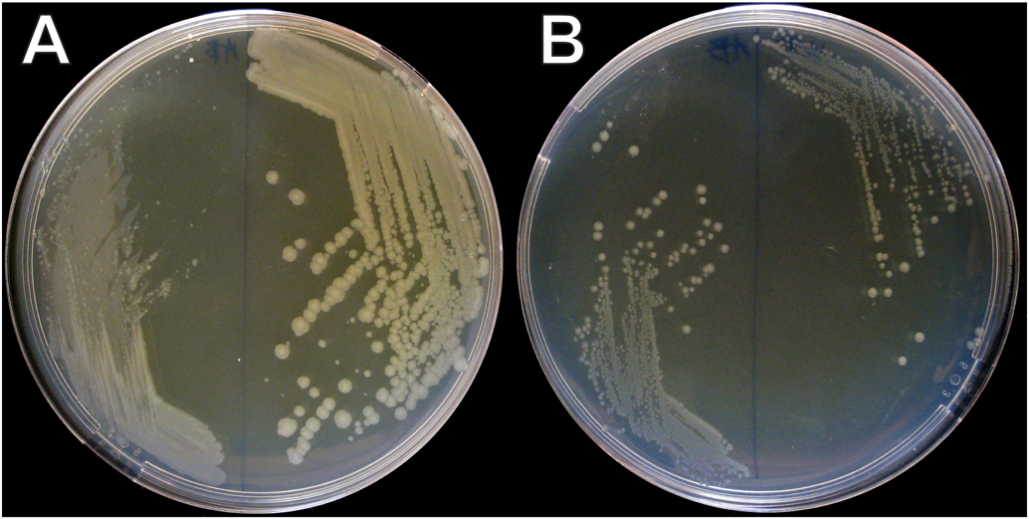
Phenotype of a HU^−^ strain in the presence and absence of oxygen. (A) Colony phenotype of the *hupAB* (JO3020, left) and wild type (JO2057, right) strains in aerobic conditions. (B) Colony phenotype of the same strains in anaerobic conditions. The strains are plated on LB agar supplemented for anaerobic growth (see Material and Methods).

## Discussion

### Identification of the HU regulon

We examined the effect of HU, one of the most abundant nucleoid-associated proteins in the bacterial cell, on genome-wide transcription. Since HU exists as three dimeric forms in *E. coli* (HUαβ, HUα2 and HUβ2), depending mainly on the growth phase, the respective role of each dimer was analyzed. We compared the expression pattern of all *E. coli* genes in the wild-type host and in strains carrying a mutation in one or in both HU-encoding genes: the *hupA*, *hupB* and *hupAB* mutants. In each case, the cultures were sampled at three different growth phases for two reasons: we had shown that the expression of the HU genes is regulated by growth phase [8] and that the expression of the stationary phase sigma factor, RpoS is stimulated by HU at the translational level [17]. An unsupervised statistical clustering analysis allowed to subtract the interference from growth phase and RpoS and to identify the *E. coli* genes strictly controlled by HU at the transcriptional level. After this correction, the analysis showed that the transcription of a total of 353 genes composing 229 operons is affected by the lack of one or both HU subunits. The accuracy of the data and its processing was well supported by the number of observed polycistronic operons where all the genes are co-regulated (Supplemental Table S4).

The five HU-regulated clusters identified are populated with genes involved in aerobic/anaerobic energy metabolism and to a lesser extent in the SOS response, osmolarity stress response, and acid stress response. We were able to discriminate between three distinct HU regulons: the HUαβ regulon (cluster 6 repressed by HUαβ and cluster 7 induced by HUαβ); the HUα2 or HUαβ regulons (cluster 4 repressed by HUαβ and cluster 5 repressed by HUα2 in exponential phase) and the HUα2 or HUβ2 regulons (cluster 2, repressed in stationary phase only). Four reasons might explain why we did not observe genes regulated exclusively by HUβ2. First, HUβ2 is unable to introduce negative supercoiling *in vitro* on a relaxed DNA template in the presence of topoisomerase I [5], [8]; second, HUβ2 is normally not present in the cell at 37°C: as soon as it is synthesized it forms the heterodimer [14]; third, thermodynamic studies have shown that HUβ2 is partially denatured at 37°C [16], and fourth, the synthesis of HUβ2 is preferentially stimulated during cold shock [66]. The HUβ2 regulon might therefore be linked to low temperature environments.

The largest HU regulon clusters (2, 4, 5 and 7) share striking similarities with the FNR regulon: genes activated or repressed by FNR in anoxic conditions were respectively activated or repressed by HU in the presence of oxygen. 

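The *fnr* gene is transcribed at a similar level with and without oxygen, and oxygen acts on the FNR protein. During exponential growth the signal of *fnr* (b1334) was 671 ± 9.82 in the wild type and 674 ± 84.0 in the double mutant (SD, n = 2), a log2 fold change of 0.00 (standard error 0.29, Benjamini-Hochberg adjusted p = 1 from limma). On the single arrays it was 1057 in the *hupA* mutant, with 0.63 (standard error 0.35, Benjamini-Hochberg adjusted p = 0.64 from limma), and 583 in the *hupB* mutant, with -0.19 (standard error 0.35, Benjamini-Hochberg adjusted p = 1 from limma). In stationary phase it was 1299 ± 211 in the wild type and 953 ± 220 in the double mutant (SD, n = 2), a log2 fold change of -0.44 (standard error 0.29, Benjamini-Hochberg adjusted p = 0.92 from limma). The *hupA* and *hupB* arrays then gave -0.43 (adjusted p = 0.97) and -0.03 (adjusted p = 1), Benjamini-Hochberg adjusted in limma. On the transition arrays the signals lay between 632 in the *hupA* mutant and 690 in the *hupB* mutant. With 2 arrays against 2, 38% of simulated genes with a log2 change of 1 were called in exponential phase, and 100% of those with a change of 2. The simulation drew noise independently for each gene and array, with 200 changed genes, so these shares may be too high for the real arrays. There *narG*, with a change beyond 2, was not called in the exponential double mutant.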

Clearly, FNR and HU exert their regulatory control independently: i) the microarray data showed that FNR expression is not affected in *hup* mutants and ii) the microarray experiments were carried out in aerobic conditions in which FNR is expressed under its apoFNR inactive form [67]. HU could therefore be considered as an aerobic modulator of the FNR regulon.

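Damaged DNA activates RecA, which makes the LexA repressor cleave itself and so releases the SOS genes. Over exponential, transition and stationary phase, with 5 arrays of the double mutant and 5 of the wild type, *sulA* had a log2 fold change of 2.97 (standard error 0.27, Benjamini-Hochberg adjusted p = 9.8e-04 from limma) and *dinI* 2.43 (standard error 0.22, Benjamini-Hochberg adjusted p = 9.8e-04 from limma). The gene *yebG* had 1.55 (standard error 0.17, Benjamini-Hochberg adjusted p = 0.0039 from limma) and *recA* 1.50 (standard error 0.28, Benjamini-Hochberg adjusted p = 0.045 from limma). Not called were *umuD* at 0.87 (adjusted p = 0.081) and *recX* at 0.94 (adjusted p = 0.15), Benjamini-Hochberg adjusted in limma. The prophage genes *ymfJ*, *xisE*, *intE* and *ymfL* stood at 3.39 (adjusted p = 2.9e-04), 2.93 (adjusted p = 2.9e-04), 1.79 (adjusted p = 9.8e-04) and 1.64 (adjusted p = 0.0073) (Benjamini-Hochberg, limma). The fifth SOS gene called was *recN*, for repair of double-strand breaks, at 1.15 (adjusted p = 0.02), and the fifth e14 gene *ymfH* at 1.21 (adjusted p = 0.02) (Benjamini-Hochberg, limma), both chosen after their values were seen. The call of *recA* was kept in 8 of 18 other settings, those of *sulA*, *dinI*, *ymfJ* and *xisE* in 18 of 18. The call of *yebG* was lost only with the scanning session as a block.
Of 29 LexA-repressed genes 24 were higher, 5 were called and 10 when adjusted over the list alone, with a median of 0.21 (adjusted p = 1.6e-07 from camera of limma, and adjusted p = 0.4 with an estimated correlation). Of 23 e14 genes 19 were higher, 5 were called and 7 when adjusted over the list alone, with a median of 0.25 (adjusted p = 3.3e-07 from camera of limma, and adjusted p = 0.38 with an estimated correlation). For cluster 6 the median was 0.94 (adjusted p = 3.3e-14 from camera of limma, and adjusted p = 0.38 with an estimated correlation). The other genes with the highest changes included *bhsA*, of stress and biofilm formation, at 1.31 (standard error 0.19, Benjamini-Hochberg adjusted p = 0.012 from limma), and *ycgZ* at 0.99 (standard error 0.11, Benjamini-Hochberg adjusted p = 0.0043 from limma). From the array values and its assays the paper concludes that HU is needed both to hold the SOS genes silent and to turn them on fully.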

The transcriptome profiling experiments described in this work showed that a second group of genes, namely the SOS response (or LexA regulon) was induced in the absence of both HU subunits. However, the *in vivo* experiments, presented in Figure 3, showed that SOS induction is much less efficient in a *hupAB* background, as observed previously [20]. From these observations, it was possible to conclude that HU is necessary for tight repression as well as for full derepression of the SOS regulon genes found in cluster 6. The “flattening” of the SOS response in the absence of HU could be explained by the capacity of this protein to displace the LexA repressor from its DNA-binding sites [22].

A third group of genes, namely those composing the acid stress or GadX regulon, was found to belong to the HU regulon as well. We tested whether the induction of these genes, induced in the single *hupA* and *hupB* mutants, would confer acid resistance *in vivo*. The acid resistance assay indicated that low pH strongly affected the survival of the *hupAB* mutant and of the *hupA* mutant to a lower extent. This effect could be explained by the accumulation of protons intra- or extracellularly due to the deregulation of the *cyo* and *cyd* operons encoding cytochrome proton pumps. However, the increase in transcription of acid resistance genes in the *hupA* and *hupB* single mutants observed in cluster 2 was insufficient to permit low pH adaptation (Fig. 4).

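Cytochrome bo oxidase, from the cyo operon, pumps protons while it reduces oxygen, and cytochrome bd oxidase, from cyd, serves at low oxygen with a smaller yield. In exponential phase *cydA* (b0733) read 2385 ± 505 in the wild type and 624 ± 337 in the double mutant (SD, n = 2), a log2 fold change of -1.97 (standard error 0.61, Benjamini-Hochberg adjusted p = 0.26 from limma), and the *hupA* mutant had -1.97 (standard error 0.75, Benjamini-Hochberg adjusted p = 0.41 from limma). The signals of *cydB* (b0734) were 2616 ± 386 and 741 ± 378 (SD, n = 2). The 2 cyd genes, both of which the study placed in cluster 7, had a median of -1.91 in the double mutant (adjusted p = 0.0052 from camera of limma, and adjusted p = 0.45 with an estimated correlation) and -1.89 in the *hupA* mutant (adjusted p = 0.028 from camera of limma, and adjusted p = 0.71 with an estimated correlation). On the transition arrays *cydA* read 2727 in the wild type, 2738 and 3391 in the *hupA* and *hupB* mutants and 481 in the double mutant.
For *cyoA* (b0432) the wild-type duplicates read 1465 and 1048 in exponential phase and the double mutant 2534 ± 1570 (SD, n = 2), a log2 fold change of 0.86 (standard error 0.49, Benjamini-Hochberg adjusted p = 0.75 from limma). At the transition phase the strains differed, with 1825 in the wild type, 345 in the *hupA* mutant, 226 in the *hupB* mutant and 1854 in the double mutant. The 5 cyo genes, 4 of them in cluster 5, had a transition median of -3.23 in the *hupA* mutant and -3.31 in the *hupB* mutant and -0.49 in the double mutant. Their exponential median was 0.46 in the double mutant (adjusted p = 0.16 from camera of limma) and 0.83 in the *hupA* mutant (adjusted p = 0.088 from camera of limma). In stationary phase it was -1.09 in the *hupA* mutant (adjusted p = 0.0053 from camera of limma, and adjusted p = 0.81 with an estimated correlation), -0.33 in the *hupB* mutant (adjusted p = 0.037 from camera of limma, and adjusted p = 0.96 with an estimated correlation) and -0.55 in the double mutant (adjusted p = 0.085 from camera of limma). The stationary wild-type duplicates differed by 0.93 in this list. The *hupB* array lay 0.11 above replicate 1 and -0.80 from replicate 2, so its direction depends on the wild-type array, while the *hupA* array lay at -0.57 and -1.58. The paper proposes that this deregulation shifts protons and so lowers survival in acid.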

The HU regulon comprised also a fourth group of genes known to be induced by osmotic shock. The involvement of HU in the adaptation of cell growth in hyperosmolar environments is well known [24]. We observed an excellent correlation between cluster 2 of the HU regulon and genes involved in the synthesis of osmoprotectants, which respond strongly to the osmotic response via DNA supercoiling [53]. Since HU is able to constrain DNA supercoiling and the regulation of these genes requires modulation of DNA superhelicity, it seemed worthwhile to analyze the HU regulon under this perspective.

### The HU regulon and DNA supercoiling

The relationship of HU with DNA supercoiling has been analyzed in a number of reports. Nucleoid sedimentation experiments have shown that the absence of HU causes a decrease in chromosomal supercoiling [12], [68]. The relaxation activity on supercoiled plasmids of wild type and HU mutants strains increases in the order *hup+*<*hupB*<*hupA*<*hupAB* [11]. A cross-talk between HU and topoisomerase I activity has been observed: the absence of HU generates more unconstrained supercoiling, which in turn requires an increase in relaxing activity in order to maintain physiological levels [11]. Mutations in the *gyrB* gene can compensate the lack of HU [12]. *In vitro* experiments have shown that HUα2, like HUαβ but not HUβ2, constrains DNA superhelicity [5], [8]. Finally, the involvement of HU in DNA supercoiling has been demonstrated at the crystallographic level [69]–[71].

To further investigate the link between HU and DNA superhelicity, we performed a systematic comparison between the HU regulon and the lists of genes under supercoiling control established independently by two groups [72], [73]. We observed that the HU regulon shared very few genes (<8% and <4%, respectively) with the superhelicity regulons (Supplemental Fig. S1 A & Tables S6 to S9). This shared subset of the HU regulon contained genes regulated by supercoiling and osmolarity (*otsB*) or by supercoiling and acid stress (*nhaA* and *gadB*). The same comparison was repeated with the regulons of the two other major nucleoid proteins H-NS and Fis [72] with a very similar outcome (Supplemental Fig. S1 B, C & Tables S10 to S14). We deduced from these observations that the majority of genes under transcriptional superhelical control are regulated by unconstrained chromosomal supercoiling and not by the constraining activity of HU, H-NS and Fis. The regulons of these three proteins were then compared to analyze their respective contribution to global regulation.

### Global regulation by HU, H-NS and Fis

Identification of the HU regulon permitted the systematic comparison with the respective regulons described recently of the other major nucleoid-associated proteins H-NS and Fis, [72]. Taken together, these three abundant proteins are responsible for most of the compaction of the bacterial chromosome: it has been reported that half of the negative supercoiling is constrained by Fis, H-NS and HU [74]. Our data indicated that HU, H-NS and Fis regulons share 15% to 32% of their genes, while specific genes range from 59% to 69%; only 26 genes are common to the three regulons (Supplemental Fig. S1 D & Tables S15 to S18). 

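H-NS silences genes of acid resistance and fimbriae, and flagellar genes need it to be on. Of 52 measured flagellar and chemotaxis genes, 5 of them in cluster 7, 47 were lower in the exponential double mutant, with a median log2 fold change of -0.33 (adjusted p = 3.9e-08 from camera of limma, and adjusted p = 0.6 with an estimated correlation). With *hupA* interrupted, 44 were lower, with a median of -0.46 (adjusted p = 3.8e-06 from camera of limma, and adjusted p = 0.8 with an estimated correlation), and in the *hupB* mutant 41, with a median of -0.29 (adjusted p = 1.7e-08 from camera of limma, and adjusted p = 0.9 with an estimated correlation). Wild-type replicate 2 differed from replicate 1 by a median of -0.52 in this list. The *hupB* array lay -0.51 from replicate 1 and -0.06 from replicate 2, so its fall rests on replicate 1, and the *hupA* array lay at -0.73 and -0.23. At the transition phase 43, 49 and 39 were lower in the *hupA*, *hupB* and double mutants, with medians of -0.39, -0.42 and -0.21. During stationary phase the median was 0.10 in the double mutant (adjusted p = 0.067 from camera of limma). The flagellin gene *fliC* (b1923) read 583 ± 196 in the wild type and 536 ± 166 in the double mutant in exponential phase (SD, n = 2).
Of the 9 genes of type 1 fimbriae, 3 in cluster 5, 8 were higher in the exponential double mutant, with a median of 0.44 (adjusted p = 0.16 from camera of limma), and all 9 on its transition array, with a median of 0.83. Over the 3 phases the median was 0.71 (adjusted p = 0.01 from camera of limma, and adjusted p = 0.63 with an estimated correlation). The duplicates of the fimbrial subunit gene *fimA* (b4314) in the exponential double mutant read 3288 and 180, against 754 ± 322 in the wild type (SD, n = 2). The acid genes under GadX had an exponential median of -0.01 in the double mutant (adjusted p = 0.95 from camera of limma) and -0.17 in the *hupA* mutant, and the 6 outside GadX control -0.15 in the double mutant (adjusted p = 0.33 from camera of limma).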

Several genes are co-regulated by HUαβ and H-NS and encode proteins that repress the acid stress response genes and the biosynthesis of fimbriae, whereas both induce flagellar biosynthetic genes (Supplemental Table S15). A number of chaperone genes and environmental stress response genes are differentially regulated by HU and H-NS (Supplemental Table S15). By comparing the genes co-regulated by HU and Fis, we observed that both proteins induce Cluster 4 genes while they repress Cluster 5 genes (Supplemental Table S16). We observed also that HU regulates these two clusters in the exponential phase, at the stage of growth where Fis is most actively synthesized [14].

### HU-DNA binding and transcription regulation

The identification of a regulon assumes that its regulator interacts with specific genes, upstream of the protein coding sequence. How does HU recognize its targets? The overlap between the FNR and HU regulons suggested that FNR binding-site variants might be recognized by HU. We therefore investigated, by Gibbs sampling, the promoter region of the regulated operons in each cluster. This search failed to produce significant shared sequence motif (data not shown). It is interesting to note that FNR can bind to some of its targets in the absence of a canonical FNR binding sequence, suggesting cooperative binding with another factor [75].

Among the various HU-nucleic acid binding properties that have been described, different DNA binding modes can be invoked to explain mechanistically its regulatory function. Namely, HU contributes to DNA loop formation [26], is capable of constraining supercoiling DNA [69]. and shows higher affinity for distorted DNA structures [23].

The HU regulon is composed of four well defined biological classes of genes involved in stress response and adaptation to environmental shifts. These four classes can be divided into two categories on the basis of the reported DNA binding modes of HU, described above. The regulation of the genes in first category requires, in addition to HU, specific DNA binding of the regulatory proteins LexA, GadX or FNR. We hypothesize that HU induces DNA looping to help loading/unloading of these regulators onto their specific binding sites in order to allow/block RNA polymerase transcription initiation. The formation of such a complex, called “repressosome,” has been studied in detail for the *gal* operon. It involves the participation of the GalR repressor, HU, and negatively supercoiled DNA [26]. A similar phenomenon has been reported for the control of the FNR-regulated *ndh* gene [64].

The second category of the HU regulon contains genes known to be controlled primarily by DNA supercoiling during hyperosmolar upshift without the involvement of a specific regulatory protein [53]. For these genes, it appears that the driving force of regulatory control is solely constituted by the superhelical DNA constraining capability of HU; effectively, these genes are not found in the reported supercoiling regulons [72], [73].

We also observed a good correlation between genes regulated by HU and the chromosomal regions exhibiting “extreme structure” predicted by the group of Ussery: these authors analyzed five parameters affecting the DNA conformation of the *E. coli* chromosome and identified 36 sites presenting a maximal distortion [76]. We found that 15 of these sites mapped in (or very near) genes belonging to the HU regulon (Supplemental Table S19). This observation is consistent with the preferred interaction of HU with distorted DNA structures rather than sequences [15], [19].

### Global regulatory function and structural role of HU

How could we reconcile the transcriptional and chromosomal architectural roles of HU? We have shown here that HU controls the transcription of 353 genes composing 229 operons. Phenotypically, *E. coli hupAB* strains grow very poorly and display numerous enucleated cells. These deleterious effects might be caused by the inverted expression pattern of stress-induced genes and energy metabolism operons and to loss of the nucleoid architecture. Interestingly, these phenotypes are only visible in the presence of oxygen and are rescued under anoxic conditions. The absence of HU regulatory effect in anaerobiosis can be explained by the increase of negative supercoiling, in these conditions, due to an increase in DNA gyrase activity [68] or a decrease in topoisomerase I activity [77]. As shown by our phenotype observation in Figure 7, normal anoxic growth of *hupAB* strains suggests that, under these conditions of absence of oxygen, the superhelical DNA constraining activity of HU is not required for the organization of the bacterial nucleoid.

In aerobic conditions, however, the essential role of HU could be illustrated as follows. If we consider the presence of 30,000 HU dimers in the cell [6], [78], each covering a 9 bp sequence [79], it can be deduced that each of the 229 HU-regulated promoters accommodates 130 dimers, binding cooperatively, over a 1200 bp segment. In these conditions, the average spacing between HU binding sites on the chromosome would amount to ∼20 kb (Supplemental Figure S2). Interestingly, the bacterial nucleoid has been described as being shaped in domains of 50–100 kb [80] whereas more recent studies re-evaluated the organization of the chromosome in 400 supercoiled looped domains of ∼10 kb (reviewed in [81]). The formation of these high-order HU-DNA complexes has been observed by techniques as diverse as crystallography [69]–[71], atomic force microscopy [82] and fluorescence resonance energy transfer [83]. We therefore propose to localize the nucleoid-shaping and DNA-constraining roles of HU at the 229 chromosomal sites where transcription regulation occurs.

In conclusion, our data has shown that HU regulates the expression of 8% of the *E. coli* genome using two mechanisms. In the first, HU cooperates with known transcription regulators such as LexA, GadX of FNR and in the second, HU acts alone on its DNA structure targets. Our observation that HU is necessary in aerobiosis and dispensable in anoxic conditions unravels the important role played by this histone-like protein in the metabolism of the bacterial cell and opens new areas for research to be explored.

## Materials and Methods

### Plasmids, phages, bacterial strains and general growth conditions

The *E. coli* K-12 bacterial strains used in this work are listed in Table 1. New C600 (JO2057) derivatives carrying the mutated *hup* were constructed. JO2081 (*hupA*), JO2083 (*hupB*) and JO3020 (*hupAB*) were obtained by phage P1 transduction by selecting on LB agar plates containing the appropriate antibiotics. The C600 *hupAB* mutant displayed the characteristic small-colony and cell-filamentation phenotypes, as expected and observed previously [9]. The *hup* gene interruptions were verified for each construction by PCR analysis of genomic DNA extracted from each mutant (data not shown). The absence of the respective HU subunits was demonstrated by western blot immunodetection after SDS-PAGE and Acid Urea Triton-PAGE (data not shown). The *lacZ*, *fnr* and *recA* mutations, originating respectively from ENS303 [25], EF88 (Jeff Cole), and JR1713 [20], were introduced into the same genetic background by P1 transduction to generate respectively JO2039, JO3019 and JO3029. Due to the lack of phenotype in our laboratory culture conditions, the presence of the *fnr::*Tn*10* marker in JO3029 was verified by genomic PCR (data not known). To allow re-use of the tetracycline resistance marker, strain JO2039 was cured from its Tn*10* transposon by growth on fusaric acid medium to yield JO3027 as described [84]. Luria-Bertani (0.5% NaCl) broth and agar (15 g/liter) were used for routine growth. When used, ampicillin, tetracycline, kanamycin, and chloramphenicol were provided at final concentrations of 100, 12, 50, and 20 µg/ml, respectively. Anoxic growth conditions were achieved in a 2.5 liter Oxoid anaerobic jar (Model AG25) (Oxoid, Hampshire, UK) or in a Coy anaerobic chamber (Coy Enterprises, Inc.) using LB 0.5% NaCl containing 10 mM NaNO_3_ and 0.2% (wt/vol) glucose.

### Construction of strains carrying single copy promoter-*lacZ* fusions and mutant derivatives

The *lacZ* fusion strains used in this work are shown in Table 7. They were constructed as follows. *E. coli* chromosomal DNA was extracted and purified from strain JO2057, as described [85]. The cloning of the promoters of the genes of interest was assisted by the BAGET web service [86]. They were amplified by PCR from the chromosome with Pfu polymerase (Promega) using gene-specific primers flanked by EcoRI or BamHI restriction sites except in the case of *sulA* where the second primer was flanked by a BglII site due to the presence of a BamHI site in the amplified fragment. Theses oligonucleotides are described in Supplemental Table S20. The resulting PCR fragments were digested with EcoRI and BamHI (EcoRI and BglII for *sulA*) and directionally cloned into BamHI-EcoRI-digested *lacZ* operon fusion vector pRS415 [87]. All *lacZ* fusions were transferred from their respective plasmid to phage λRS45 by lytic rescue with the exception of the *dinI::lacZ* and *sulA::lacZ* fusions which were rescued on the non SOS-inducible λRS88 *ind^−^*. C600 *lacZ* lysogens were constructed with these fusion-carrying phages. Additional mutations were then introduced by P1-mediated transduction and selection for the appropriate antibiotic resistance. In order to avoid gene dosage interference caused by a variable number of fusion-carrying prophages, the strain derivatives were constructed sequentially using the original C600 *lacZ* lysogen as starting material, as indicated in Table 7.

**Table 7:** Synoptic view of the construction of the transcriptional *lacZ* fusions strains used in this work.

Fusion	2039+pRS415 Φ(fusion)	3027 [λRS88 Der.]	3027 [λRS45 Der.]	*ΔrecA::Tc*	*hupA::Cm*	*hupA::Cm*, *hupB::Km*	*Δfnr::*Tn*10*	*Δfnr::*Tn*10*, *hupA::Cm*	*Δfnr::*Tn*10*, *hupA::Cm, hupB::Km*
*sulA::lacZ*	3033	3057		3081 (3057+P1 3019)	3087 (3057+P1 2081)	3111 (3087+P1 2083)			
*dinI::lacZ*	3035	3059		3083 (3059+P1 3019)	3089 (3059+P1 2081)	3113 (3089+P1 2083)			
*lldP::lacZ*	3037		3061		3091 (3061+P1 2081)	3115 (3091+P1 2083)	3133 (3061+P1 3029)	3143 (3133+P1 2081)	3153 (3143+P1 2083)
*ndk::lacZ*	3039		3063		3093 (3063+P1 2081)	3117 (3093+P1 2083)	3135 (3063+P1 3029)	3145 (3135+P1 2081)	3155 (3145+P1 2083)
*nirB::lacZ*	3041		3065		3095 (3065+P1 2081)	3119 (3095+P1 2083)	3137 (3065+P1 3029)	3147 (3137+P1 2081)	3157 (3137+P1 2083)
*narG::lacZ*	3043		3067		3097 (3067+P1 2081)	3121 (3097+P1 2083)	3139 (3067+P1 3029)	3149 (3139+P1 2081)	3159 (3139+P1 2083)
*dcuC::lacZ*	3045		3069		3099 (3069+P1 2081)	3123 (3099+P1 2083)	3141 (3069+P1 3029)	3151 (3141+P1 2081)	3161 (3141+P1 2083)

Column 2 corresponds to strains carrying plasmids (derived from pRS415) and harboring the different transcriptional *lacZ* gene fusions used in this work. The strains listed in columns 3 and 4 correspond to single copy chromosomal derivatives of the same *lacZ* gene fusions, carried by a lambda prophage. The strains listed in columns 5 to 10 under their relevant genotype have been obtained by phage P1 transduction. The numbers between parentheses refer to the respective recipient and donor strains used for transduction. Four digit numbers refer to strains names; JO suffices have been omitted for clarity.

### Beta-galactosidase assay

Cell extracts were prepared from exponential phase cultures grown in 5 ml LB at 37°C, aerobically or anaerobically as described above. Assays of β-galalactosidase from these extracts were carried out as described [88], in triplicate.

### Acid resistance assay

The assay to measure the resistance of strains to low pH exposure was conducted in duplicate, as described [57].

### Microarray technology

Affymetrix GeneChips were chosen for the transcriptomic approach, since they provide a 15- to 40-fold probe redundancy for each individual gene to increase repeatability. In our hands, the correlation between duplicate experiments was statistically significant (see below). The four bacterial strains JO2057, JO2081, JO2083 and JO3020) described above were grown in 100 ml LB 0.5% NaCl at 200 rpm in a New Brunswick laboratory shaker in 2-liter flasks. LB medium was chosen over synthetic minimal for its better permissivity for the growth of *hupAB* mutants. The typical doubling time, observed in exponential phase, was 40 min for JO2057, JO2081, JO2083 and 75 min for JO3020. The various growth phase samples were collected at the following cell densities: exponential phase: OD_600_ 0.6–0.7; transition: 2.2–2.5 and stationary: 4.6–4.8 (3.0 for *hupAB*). Special care was taken to process the samples immediately for total RNA extraction to ensure optimal representation of short lived messenger species. The protocol for RNA extraction was adapted form [36]. Briefly, a culture volume of 7 ml was mixed with the same volume of boiling 2% SDS, 4 mM EDTA and heated at 100°C for 3 to 5 min then vortexed cooled first?. At this stage, the extract was either processed further or stored at −20°C. Seven milliliter of phenol/water were added before incubating 10 min at 67°C with occasional stirring. The samples were cooled on ice and centrifuged 10 min at 5000 rpm at 4°C. The aqueous phase was separated, extracted the same way and then once with phenol/chloroform (v/v 1∶1). One tenth volume of 4 M NaCl and 2.5 volumes of cold ethanol were then added to the aqueous phase. The tubes were left at −20°C for two hrs and then centrifuged at 8500 rpm at 4°C. The pellet was washed with 70% ethanol, dried under vacuum, and resuspended in 300 µl sterile water and transferred to an eppendorf tube. Qiagen RDD buffer (34.5 µl) and of RNase free DNase I (9.37 µl, Qiagen) were added. After 15 min at room temperature, the tubes were mixed by inversion and deproteinized as described above with 300 µl phenol/H_2_O at room temperature. The RNA was then precipitated with 37.5 µl NaCl 4 M and 823 µl cold ethanol. After 2 hrs at −20°C, the tubes were centrifuged 30 min at 10,000×g at 4°C, the pellets were then washed with 70% ethanol then dried under vacuum and resuspended in 60 µl sterile water. The RNAs were stored at −20°C. RNA purity was assessed by measuring the A_260_/A_280_ ratio and selecting them within a range of 1.8 to 2.1. Samples with a ratio lower than of 1.8 were discarded. RNA samples were reverse transcribed and biotinylated according to the Affymetrix protocol. Biotin-labeled cDNA (2.5 µg) was hybridized to *E. coli* antisense genome arrays (Affymetrix) at 45°C for 16 h as recommended in the GeneChip technical manual (Affymetrix). The probed arrays were scanned at 570 nm using a confocal laser scanner (Hewlett-Packard G2500A). Microarray Suite 5.0 software (Affymetrix) was used to determine the gene expression levels. The Affymetrix Genechips were used for this purpose as follows. The most relevant experiments were carried out in duplicate: the wild type (JO2057) and the *hupAB* (JO3020) strains were tested in the exponential and stationary phase. Wild type and *hupAB* strains were also tested in single experiments at the transition phase. The last chips were used to test, respectively, the single *hupA* (JO2081) and single *hupB* (JO2083) mutants at the three phases.

### Data driven, unsupervised statistical methodology

Affymetrix microarray hybridization signals were normalized with dChip [89]. Hybridization signals and detection calls in MIAME-compliant format have been deposited in the NCBI GEO database (accession #GSE11183). A total of 4368 annotated genes were further processed. Due to the large number of regulated genes, we used a very restrictive selection criterion as follows: the genes whose expression varied significantly in at least one of the conditions were identified by comparing their maximal (MaxVal) and minimal (MinVal) expression values in each experimental condition with the following criterion:
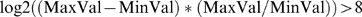
derived from fold filters used for genes selection. Genes were selected for further analysis if they presented both relative (MaxVal/MinVal) and absolute (MaxVal - MinVal) variations [37]. The value of 8 was selected empirically as a threshold based on an histogram showing the number of genes as a function of the expression value (MaxVal−MinVal)/(MaxVal/MinVal). Gene Cluster 3.0 allowed us to cluster variable genes using K-Means with the Pearson correlation [37]; they were visualized with Java Treeview [90]. The determination of the number of clusters was determined by using the iterative criterion of Hartigan:
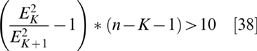

Since the statistical distribution of values in the data did not obey the normal law, bootstrap methods provided by Stata Statistical Software R. 9 [91] were used to obtain a more robust non-parametric estimate of the confidence intervals [92]. In order to determine which experimental condition effect (genotype and growth phase) was predominant in each cluster, we performed Kruskall-Wallis non-parametric tests for every condition except *hupA* vs. *hupB*. A total of 30 conditions were therefore tested (10 for each phase) to assess the significance of the difference in gene expression between clusters. When the overall test was significant, the genes belonging to the clusters presenting very high mean ranks were considered to be regulated under the given condition. Microarray reproducibility was tested using intra-class coefficients; all Spearman's rhos were between 0.89 and 0.95 indicating very high data reproducibility. The absolute gene expression values are shown in Supplemental Table 2. For clarity, the individual gene expression levels in Tables 2 to [Table pone-0004367-t003] [Table pone-0004367-t004] [Table pone-0004367-t005] 6 have been normalized by taking, for each growth phase, a value of 1 for the wild-type strain.

## Supporting Information

Figure S1 Comparison of the HU, H-NS, Fis and supercoiling regulons
(1.55 MB TIF)

Figure S2 Distribution of the HU regulated operons on the E. coli chromosome.
(1.64 MB TIF)

Table S1 Cluster assignment by the Kruskall-Wallis tests.
(0.05 MB DOC)

Table S2 Comparison of the RpoS regulon (Saint-Ruf et al, 2004) with the clusters of te HU regulon^(1)^.
(0.14 MB DOC)

Table S3 Genes composing the HU regulon
(0.92 MB DOC)

Table S4 Operons composing the HU regulon
(0.32 MB DOC)

Table S5 Chaperone and stress functions in the HU regulon.
(0.27 MB DOC)

Table S6 Comparison of the genes regulated by DNA supercoiling by Blot *et al* (2006) ^(1)^ and Peter *et al* (2004) ^(2)^
(0.08 MB DOC)

Table S7 Comparison of the genes regulated by HU ^(1)^ and by DNA supercoiling by Blot *et al* (2006) ^(2)^.
(0.03 MB DOC)

Table S8 Comparison of the genes regulated by HU ^(1)^ and by DNA supercoiling by Peter *et al* (2004) ^(2)^
(0.04 MB DOC)

Table S9 Comparison of the genes regulated by HU ^(1)^ and by DNA supercoiling by Blot *et al* (2006) ^(2)^ and Peter *et al* (2004) ^(3)^
(0.03 MB DOC)

Table S10 Comparison of the genes regulated by H-NS ^(1)^ and by DNA supercoiling by Blot *et al* (2006) ^(2)^
(0.05 MB DOC)

Table S11 Comparison of the genes regulated by H-NS ^(1)^ and by DNA supercoiling by Peter *et al* (2004) ^(2)^
(0.09 MB DOC)

Table S12 Comparison of the genes regulated by FIS ^(1)^ and by DNA supercoiling by Blot *et al* (2006) ^(2)^
(0.07 MB DOC)

Table S13 Comparison of the genes regulated by FIS ^(1)^ and by DNA supercoiling by Peter *et al* (2004) ^(2)^
(0.10 MB DOC)

Table S14 Comparison of the genes regulated by FIS ^(1)^ and by DNA supercoiling by Blot *et al* (2006) ^(2)^ and Peter *et al* (2004) ^(3)^
(0.03 MB DOC)

Table S15 Comparison of the genes regulated by HU ^(1)^ and by H-NS (Blot *et al*, 2006 ^(2)^)
(0.14 MB DOC)

Table S16 Comparison of the genes regulated by HU ^(1)^ and by FIS (Blot *et al*, 2006 ^(2)^)
(0.16 MB DOC)

Table S17 Comparison of the genes regulated by H-NS ^(1)^ and FIS^(2)^ (Blot *et al*, 2006)
(0.22 MB DOC)

Table S18 Comparison of the genes regulated by HU^(1)^, H-NS ^(2)^ and FIS^(3)^ (Blot *et al*, 2006)
(0.07 MB DOC)

Table S19 Comparison of the HU regulon with the genes located in the chromosomal areas exhibiting maximum DNA distorsion reported by Pedersen *et al*, (2000).
(0.06 MB DOC)

Table S20 Oligonucleotides used for PCR amplification.
(0.03 MB DOC)

# Supplementary material for: The HU Regulon Is Composed of Genes Responding to Anaerobiosis, Acid Stress, High Osmolarity and SOS Induction
**Source:** PLoS One. 2009 Feb 4;4(2):e4367. doi: 10.1371/journal.pone.0004367
**Supplement:** Table S1 — Cluster assignment by the Kruskall-Wallis tests. (0.05 MB DOC)

**Supplemental Table S1. Cluster assignment by the Kruskall-Wallis tests**.

| **Phase** | **Genotype** | **WT** | ***hupA*** | ***hupB*** | ***hupAB*** |
| --- | --- | --- | --- | --- | --- |
| **Exponential** | **WT** | - | Cluster 5 | NS | Cluster 6>5 |
| ***hupA*** | Cluster 6 | - | NT | 6 |
| ***hupB*** | NS | NT | - | Cluster 6>5 |
| ***hupAB*** | Cluster 4 | Cluster 5 | Cluster 4 | - |
| **Transition** | **WT** | - | NS | NS | NS |
| ***hupA*** | NS | - | NT | NS |
| ***hupB*** | NS | NT | - | NS |
| ***hupAB*** | Cluster 7 | Cluster 7 | NS | - |
| **Stationary** | **WT** | - | NS | Cluster 2 | NS |
| ***hupA*** | NS | - | NT | NS |
| ***hupB*** | NS | NT | - | NS |
| ***hupAB*** | NS | Cluster 2 | Cluster 2 | - |

For each condition (phase and genotype), the Kruskall-Wallis analysis of variance by ranks permitted to assess differences in differential gene between clusters. In case of overall significance, one or two clusters were assigned to a condition. NT: not tested; NS: not significant.

# Supplementary material for: The HU Regulon Is Composed of Genes Responding to Anaerobiosis, Acid Stress, High Osmolarity and SOS Induction
**Source:** PLoS One. 2009 Feb 4;4(2):e4367. doi: 10.1371/journal.pone.0004367
**Supplement:** Table S2 — Comparison of the RpoS regulon (Saint-Ruf et al, 2004) with the clusters of te HU regulon(1). (0.14 MB DOC)

**Supplemental Table S2. Comparison of the RpoS regulon (Saint-Ruf et al, 2004) with the clusters of te HU regulon(1).**

# Supplementary material for: The HU Regulon Is Composed of Genes Responding to Anaerobiosis, Acid Stress, High Osmolarity and SOS Induction
**Source:** PLoS One. 2009 Feb 4;4(2):e4367. doi: 10.1371/journal.pone.0004367
**Supplement:** Table S4 — Operons composing the HU regulon (0.32 MB DOC)

**Supplemental Table S4**. Operons composing the HU regulon

# Supplementary material for: The HU Regulon Is Composed of Genes Responding to Anaerobiosis, Acid Stress, High Osmolarity and SOS Induction
**Source:** PLoS One. 2009 Feb 4;4(2):e4367. doi: 10.1371/journal.pone.0004367
**Supplement:** Table S5 — Chaperone and stress functions in the HU regulon. (0.27 MB DOC)

**Supplemental Table S5.** Chaperone and stress functions in the HU regulon.

# Supplementary material for: The HU Regulon Is Composed of Genes Responding to Anaerobiosis, Acid Stress, High Osmolarity and SOS Induction
**Source:** PLoS One. 2009 Feb 4;4(2):e4367. doi: 10.1371/journal.pone.0004367
**Supplement:** Table S6 — Comparison of the genes regulated by DNA supercoiling by Blot et al (2006) (1) and Peter et al (2004) (2) (0.08 MB DOC)

**Supplemental Table S6. Comparison of the genes regulated by DNA supercoiling by Blot *et al* (2006) (1) and Peter *et al* (2004) (2)**

| **Gene** | **Blattner** | **Reg.1** | **Reg.2** | **Function** |
| --- | --- | --- | --- | --- |
| *nhaA* | b0019 | Rel | Rel | Na+/H antiporter; pH dependent |
| *ribF* | b0025 | Hyp | Hyp | putative regulator |
| *lpcA* | b0222 | Hyp | Hyp | phosphoheptose isomerase |
| *yafK* | b0224 | Hyp | Hyp | orf; hypothetical protein |
| *crl* | b0240 | Hyp | Hyp | transcriptional regulator of cryptic csgA gene for curli surface fibers |
| *ispA* | b0421 | Hyp | Hyp | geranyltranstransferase (farnesyldiphosphate synthase) |
| *smtA* | b0921 | Hyp | Hyp | S-adenosylmethionine-dependent methyltransferase |
| *mukF* | b0922 | Hyp | Hyp | mukF protein (killing factor KICB) |
| *mukE* | b0923 | Hyp | Hyp | orf; hypothetical protein |
| *rimJ* | b1066 | Hyp | Hyp | acetylation of N-terminal alanine of 30S ribosomal subunit protein S5 |
| *minD* | b1175 | Hyp | Hyp | cell division inhibitor; a membrane ATPase; activates minC |
| *minC* | b1176 | Hyp | Hyp | cell division inhibitor; inhibits ftsZ ring formation |
| *ycgL* | b1179 | Hyp | Hyp | orf; hypothetical protein |
| *ydiA* | b1703 | Hyp | Hyp | orf; hypothetical protein |
| *yebR* | b1832 | Hyp | Hyp | orf; hypothetical protein |
| *yobA* | b1841 | Hyp | Hyp | orf; hypothetical protein |
| *holE* | b1842 | Hyp | Hyp | DNA polymerase III; theta subunit |
| *yebK* | b1853 | Hyp | Hyp | orf; hypothetical protein |
| *msbB* | b1855 | Hyp | Hyp | suppressor of htrB; heat shock protein |
| *yeeN* | b1983 | Rel | Rel | orf; hypothetical protein |
| *purC* | b2476 | Hyp | Rel | phosphoribosylaminoimidazole-succinocarboxamide synthetase = SAICAR synthetase |
| *gcvR* | b2479 | Hyp | Hyp | transcriptional regulation of gcv operon |
| *bcp* | b2480 | Hyp | Hyp | bacterioferritin comigratory protein |
| *ppk* | b2501 | Hyp | Hyp | polyphosphate kinase |
| *yfgA* | b2516 | Hyp | Hyp | putative membrane protein |
| *ygaH* | b2683 | Hyp | Hyp | orf; hypothetical protein |
| *xerD* | b2894 | Hyp | Hyp | site-specific recombinase |
| *yggX* | b2962 | Hyp | Hyp | orf; hypothetical protein |
| *yraM* | b3147 | Hyp | Hyp | putative glycosylase |
| *yrbL* | b3207 | Hyp | Hyp | orf; hypothetical protein |
| *yrdD* | b3283 | Hyp | Hyp | putative DNA topoisomerase |
| *smg* | b3284 | Hyp | Hyp | orf; hypothetical protein |
| *htrL* | b3618 | Rel | Rel | involved in lipopolysaccharide biosynthesis |
| *rfaZ* | b3624 | Rel | Rel | lipopolysaccharide core biosynthesis |
| *gyrB* | b3699 | Rel | Rel | DNA gyrase subunit B; type II topoisomerase; ATPase activity |
| *ubiC* | b4039 | Hyp | Hyp | chorismate lyase |
| *holC* | b4259 | Hyp | Hyp | DNA polymerase III; chi subunit |

# Supplementary material for: The HU Regulon Is Composed of Genes Responding to Anaerobiosis, Acid Stress, High Osmolarity and SOS Induction
**Source:** PLoS One. 2009 Feb 4;4(2):e4367. doi: 10.1371/journal.pone.0004367
**Supplement:** Table S7 — Comparison of the genes regulated by HU (1) and by DNA supercoiling by Blot et al (2006) (2). (0.03 MB DOC)

**Supplemental Table S7. Comparison of the genes regulated by HU (1) and by DNA supercoiling by Blot *et al* (2006) (2)**

| **Gene** | **Blattner** | **Reg.1** | **Reg.2** | **Function** |
| --- | --- | --- | --- | --- |
| *nhaA* | b0019 | [Cluster2] | Rel | Na+/H antiporter; pH dependent |
| *spy* | b1743 | [Cluster2] | Rel | periplasmic protein related to spheroblast formation |
| *yrbL* | b3207 | [Cluster2] | Hyp | orf; hypothetical protein |
| *clpB* | b2592 | [Cluster5] | Rel | heat shock protein |
| *ibpA* | b3687 | [Cluster5] | Rel | heat shock protein |
| *sulA* | b0958 | [Cluster6] | Hyp | suppressor of lon-- inhibits cell division and ftsZ ring formation |
| *fdnI* | b1476 | [Cluster7] | Rel | formate dehydrogenase-N; nitrate-inducible; cytochrome B556(Fdn) gamma subunit |
| *gcvH* | b2904 | [Cluster7] | Hyp | in glycine cleavage complex; carrier of aminomethyl moiety via covalently bound lipoyl cofactor |

# Supplementary material for: The HU Regulon Is Composed of Genes Responding to Anaerobiosis, Acid Stress, High Osmolarity and SOS Induction
**Source:** PLoS One. 2009 Feb 4;4(2):e4367. doi: 10.1371/journal.pone.0004367
**Supplement:** Table S8 — Comparison of the genes regulated by HU (1) and by DNA supercoiling by Peter et al (2004) (2) (0.04 MB DOC)

**Supplemental Table S8. Comparison of the genes regulated by HU (1) and by DNA supercoiling by Peter *et al* (2004) (2)**

| **Gene** | **Blattner** | **Reg.1** | **Reg.2** | **Function** |
| --- | --- | --- | --- | --- |
| *nhaA* | b0019 | [Cluster2] | Rel | Na+/H antiporter; pH dependent |
| *adhP* | b1478 | [Cluster2] | Rel | alcohol dehydrogenase |
| *gadB* | b1493 | [Cluster2] | Rel | glutamate decarboxylase isozyme |
| *otsB* | b1897 | [Cluster2] | Rel | trehalose-6-phosphate phophatase; biosynthetic |
| *yfcG* | b2302 | [Cluster2] | Rel | putative S-transferase |
| *yrbL* | b3207 | [Cluster2] | Hyp | orf; hypothetical protein |
| *dcuC* | b0621 | [Cluster4] | Rel | transport of dicarboxylates |
| *can* | b0126 | [Cluster5] | Hyp | putative carbonic anhdrase (EC 4.2.1.1) |
| *fimI* | b4315 | [Cluster5] | Hyp | fimbrial protein |
| *fimC* | b4316 | [Cluster5] | Hyp | periplasmic chaperone; required for type 1 fimbriae |
| *ynfF* | b1588 | [Cluster7] | Rel | putative oxidoreductase; major subunit |
| *tdcB* | b3117 | [Cluster7] | Rel | threonine dehydratase; catabolic |

# Supplementary material for: The HU Regulon Is Composed of Genes Responding to Anaerobiosis, Acid Stress, High Osmolarity and SOS Induction
**Source:** PLoS One. 2009 Feb 4;4(2):e4367. doi: 10.1371/journal.pone.0004367
**Supplement:** Table S9 — Comparison of the genes regulated by HU (1) and by DNA supercoiling by Blot et al (2006) (2) and Peter et al (2004) (3) (0.03 MB DOC)

**Supplemental Table S9. Comparison of the genes regulated by HU (1) and by DNA supercoiling by Blot *et al* (2006) (2) and Peter et al (2004) (3)**

| **Gene** | **Blattner** | **Reg.1** | **Reg.2** | **Reg.3** | **Function** |
| --- | --- | --- | --- | --- | --- |
| *nhaA* | b0019 | [Cluster2] | Rel | Rel | Na+/H antiporter; pH dependent |
| *yrbL* | b3207 | [Cluster2] | Hyp | Hyp | orf; hypothetical protein |

# Supplementary material for: The HU Regulon Is Composed of Genes Responding to Anaerobiosis, Acid Stress, High Osmolarity and SOS Induction
**Source:** PLoS One. 2009 Feb 4;4(2):e4367. doi: 10.1371/journal.pone.0004367
**Supplement:** Table S10 — Comparison of the genes regulated by H-NS (1) and by DNA supercoiling by Blot et al (2006) (2) (0.05 MB DOC)

**Supplemental Table S10. Comparison of the genes regulated by H-NS (1) and by DNA supercoiling by Blot *et al* (2006) (2)**

| **Gene** | **Blattner** | **Reg.1** | **Reg.2** | **Function** |
| --- | --- | --- | --- | --- |
| *yabP* | b0056 | Low-Exp | Hyp | orf; hypothetical protein |
| *adhC* | b0356 | High-Trans | Rel | alcohol dehydrogenase class III-- formaldehyde dehydrogenase; glutathione-dependent |
| *rhsD* | b0497 | Low-Exp | Hyp | rhsD protein in rhs element |
| *ycaL* | b0909 | High-Exp | Hyp | putative heat shock protein |
| *trpE* | b1264 | High-Exp | Hyp | anthranilate synthase component I |
| *fdnI* | b1476 | Low-Stat | Rel | formate dehydrogenase-N; nitrate-inducible; cytochrome B556(Fdn) gamma subunit |
| *b1625* | b1625 | Low-Exp | Hyp | orf; hypothetical protein |
| *ydiA* | b1703 | Low-Exp | Hyp | orf; hypothetical protein |
| *cheY* | b1882 | High-Trans | Rel | chemotaxis regulator transmits chemoreceptor signals to flagelllar motor components |
| *menF* | b2265 | Low-Exp | Hyp | isochorismate hydroxymutase 2; menaquinone biosynthesis |
| *srmB* | b2576 | Low-Stat | Hyp | ATP-dependent RNA helicase |
| *clpB* | b2592 | High-Exp | Rel | heat shock protein |
| *recN* | b2616 | Low-Exp | Rel | protein used in recombination and DNA repair |
| *b2689* | b2689 | High-Trans | Hyp | orf; hypothetical protein |
| *dsbC* | b2893 | Low-Exp | Hyp | protein disulfide isomerase II |
| *degS* | b3235 | High-Trans/High-Stat | Hyp | protease |
| *htrL* | b3618 | Low-Exp | Rel | involved in lipopolysaccharide biosynthesis |
| *kdtA* | b3633 | High-Trans | Hyp | 3-deoxy-D-manno-octulosonic-acid transferase (KDO transferase) |
| *ibpA* | b3687 | High-Stat | Rel | heat shock protein |
| *yjdA* | b4109 | Low-Exp | Hyp | putative vimentin |

# Supplementary material for: The HU Regulon Is Composed of Genes Responding to Anaerobiosis, Acid Stress, High Osmolarity and SOS Induction
**Source:** PLoS One. 2009 Feb 4;4(2):e4367. doi: 10.1371/journal.pone.0004367
**Supplement:** Table S11 — Comparison of the genes regulated by H-NS (1) and by DNA supercoiling by Peter et al (2004) (2) (0.09 MB DOC)

**Supplemental Table S11. Comparison of the genes regulated by H-NS (1) and by DNA supercoiling by Peter *et al* (2004) (2)**

| **Gene** | **Blattner** | **Reg.1** | **Reg.2** | **Function** |
| --- | --- | --- | --- | --- |
| *fixA* | b0041 | Low-Exp/Low-Trans | Rel | probable flavoprotein subunit; carnitine metabolism |
| *fixC* | b0043 | Low-Trans | Rel | flavoprotein-- electron transport |
| *yabJ* | b0066 | High-Stat | Rel | putative ATP-binding component of a transport system |
| *accA* | b0185 | Low-Stat | Hyp | acetylCoA carboxylase; carboxytransferase component; alpha subunit |
| *pepD* | b0237 | Low-Stat | Hyp | aminoacyl-histidine dipeptidase (peptidase D) |
| *insB;2* | b0264 | High-Trans | Hyp | IS1 protein InsB |
| *yajD* | b0410 | High-Exp | Hyp | orf; hypothetical protein |
| *nfnB* | b0578 | Low-Trans | Hyp | oxygen-insensitive NAD(P)H nitroreductase |
| *rna* | b0611 | High-Exp | Hyp | RNase I; cleaves phosphodiester bond between any two nucleotides |
| *citC* | b0618 | Low-Exp | Rel | citrate lyase synthetase (citrate (pro-3S)-lyase ligase |
| *citA* | b0619 | Low-Exp | Rel | putative sensor-type protein |
| *crcA* | b0622 | Low-Exp | Rel | orf; hypothetical protein |
| *msbA* | b0914 | Low-Exp | Hyp | ATP-binding transport protein-- multicopy suppressor of htrB |
| *kdsB* | b0918 | High-Exp/Low-Trans | Hyp | CTP:CMP-3-deoxy-D-manno-octulosonate transferase |
| *ycbY* | b0948 | High-Trans | Hyp | putative oxidoreductase |
| *ycfL* | b1104 | High-Stat | Hyp | orf; hypothetical protein |
| *mfd* | b1114 | High-Exp | Hyp | transcription-repair coupling factor-- mutation frequency decline |
| *b1169* | b1169 | Low-Exp/Low-Trans | Rel | putative ATP-binding component of a transport system |
| *b1330* | b1330 | Low-Exp/Low-Trans | Rel | orf; hypothetical protein |
| *b1501* | b1501 | Low-Exp | Rel | putative oxidoreductase; major subunit |
| *ydeH* | b1535 | Low-Exp | Rel | orf; hypothetical protein |
| *b1628* | b1628 | Low-Exp | Rel | orf; hypothetical protein |
| *ydgR* | b1634 | High-Trans | Hyp | putative transport protein |
| *gloA* | b1651 | High-Trans | Hyp | lactoylglutathione lyase |
| *ydiA* | b1703 | Low-Exp | Hyp | orf; hypothetical protein |
| *b1721* | b1721 | Low-Trans | Rel | orf; hypothetical protein |
| *b2253* | b2253 | Low-Exp | Rel | putative enzyme |
| *b2254* | b2254 | Low-Exp | Rel | putative sugar transferase |
| *lrhA* | b2289 | Low-Exp | Rel | NADH dehydrogenase transcriptional regulator; LysR family |
| *xapB* | b2406 | Low-Trans | Rel | xanthosine permease |
| *yfiC* | b2575 | Low-Exp | Hyp | putative enzyme |
| *b2682* | b2682 | High-Stat | Hyp | orf; hypothetical protein |
| *aas* | b2836 | Low-Stat | Hyp | 2-acyl-glycerophospho-ethanolamine acyltransferase-- acyl-acyl-carrier protein synthetase |
| *tdcR* | b3119 | High-Exp | Rel | threonine dehydratase operon activator protein |
| *uspA* | b3495 | High-Exp | Hyp | universal stress protein-- broad regulatory function? |
| *yiaU* | b3585 | Low-Exp | Rel | putative transcriptional regulator LYSR-type |
| *htrL* | b3618 | Low-Exp | Rel | involved in lipopolysaccharide biosynthesis |
| *rfe* | b3784 | High-Trans | Hyp | UDP-GlcNAc:undecaprenylphosphate GlcNAc-1-phosphate transferase-- synthesis of enterobacterial common antigen (ECA) |
| *fpr* | b3924 | High-Exp | Hyp | ferredoxin-NADP reductase |
| *yjaD* | b3996 | Low-Stat | Hyp | orf; hypothetical protein |
| *yjbC* | b4022 | High-Trans | Hyp | orf; hypothetical protein |
| *yjeS* | b4166 | High-Exp | Rel | orf; hypothetical protein |
| *ytfM* | b4220 | High-Stat | Hyp | orf; hypothetical protein |
| *fimI* | b4315 | Low-Stat | Hyp | fimbrial protein |
| *fimC* | b4316 | Low-Exp | Hyp | periplasmic chaperone; required for type 1 fimbriae |
| *mcrC* | b4345 | Low-Exp | Rel | component of McrBC 5-methylcytosine restriction system; expands range of sequences restricted |
| *serB* | b4388 | Low-Trans/Low-Stat | Hyp | 3-phosphoserine phosphatase |

# Supplementary material for: The HU Regulon Is Composed of Genes Responding to Anaerobiosis, Acid Stress, High Osmolarity and SOS Induction
**Source:** PLoS One. 2009 Feb 4;4(2):e4367. doi: 10.1371/journal.pone.0004367
**Supplement:** Table S12 — Comparison of the genes regulated by FIS (1) and by DNA supercoiling by Blot et al (2006) (2) (0.07 MB DOC)

**Supplemental Table S12. Comparison of the genes regulated by FIS (1) and by DNA supercoiling by Blot *et al* (2006) (2)**

| **Gene** | **Blattner** | **Reg.1** | **Reg.2** | **Function** |
| --- | --- | --- | --- | --- |
| *polB* | b0060 | High-Trans/Low-Stat | Rel | DNA polymerase II |
| *yafK* | b0224 | Low-Exp | Hyp | orf; hypothetical protein |
| *ybaN* | b0468 | High-Exp | Hyp | putative gene 58 |
| *rhsD* | b0497 | High-Stat | Hyp | rhsD protein in rhs element |
| *ybeD* | b0631 | Low-Exp | Rel | orf; hypothetical protein |
| *uvrB* | b0779 | High-Trans | Rel | DNA repair-- excision nuclease subunit B |
| *smtA* | b0921 | High-Exp | Hyp | S-adenosylmethionine-dependent methyltransferase |
| *mukE* | b0923 | High-Exp | Hyp | orf; hypothetical protein |
| *sulA* | b0958 | Low-Exp | Hyp | suppressor of lon-- inhibits cell division and ftsZ ring formation |
| *rimJ* | b1066 | High-Stat | Hyp | acetylation of N-terminal alanine of 30S ribosomal subunit protein S5 |
| *flgJ* | b1081 | High-Exp | Rel | flagellar biosynthesis |
| *ymjA* | b1295 | Low-Exp | Hyp | orf; hypothetical protein |
| *cspF* | b1558 | Low-Exp | Hyp | cold shock protein |
| *ydiA* | b1703 | Low-Exp | Hyp | orf; hypothetical protein |
| *b1832* | b1832 | High-Exp | Hyp | orf; hypothetical protein |
| *holE* | b1842 | Low-Exp | Hyp | DNA polymerase III; theta subunit |
| *yebL* | b1857 | Low-Stat | Hyp | putative adhesin |
| *yecN* | b1869 | Low-Exp | Hyp | orf; hypothetical protein |
| *yeeT* | b2003 | Low-Stat | Rel | orf; hypothetical protein |
| *spr* | b2175 | High-Exp | Hyp | putative lipoprotein |
| *purC* | b2476 | High-Trans | Hyp | phosphoribosylaminoimidazole-succinocarboxamide synthetase = SAICAR synthetase |
| *yfhG* | b2555 | Low-Stat | Hyp | putative alpha helix protein |
| *srmB* | b2576 | Low-Exp | Hyp | ATP-dependent RNA helicase |
| *clpB* | b2592 | Low-Stat | Rel | heat shock protein |
| *recN* | b2616 | Low-Exp | Rel | protein used in recombination and DNA repair |
| *ygaH* | b2683 | High-Exp | Hyp | orf; hypothetical protein |
| *gcvH* | b2904 | High-Exp | Hyp | in glycine cleavage complex; carrier of aminomethyl moiety via covalently bound lipoyl cofactor |
| *mutY* | b2961 | Low-Exp | Hyp | adenine glycosylase-- G.C --> T.A transversions |
| *yraM* | b3147 | Low-Stat | Hyp | putative glycosylase |
| *yhgI* | b3414 | Low-Exp | Rel | orf; hypothetical protein |
| *htrL* | b3618 | Low-Stat | Rel | involved in lipopolysaccharide biosynthesis |
| *ibpA* | b3687 | Low-Exp | Rel | heat shock protein |
| *hemC* | b3805 | Low-Stat | Hyp | porphobilinogen deaminase = hydroxymethylbilane synthase |
| *creB* | b4398 | Low-Stat | Hyp | catabolic regulation response regulator |

# Supplementary material for: The HU Regulon Is Composed of Genes Responding to Anaerobiosis, Acid Stress, High Osmolarity and SOS Induction
**Source:** PLoS One. 2009 Feb 4;4(2):e4367. doi: 10.1371/journal.pone.0004367
**Supplement:** Table S13 — Comparison of the genes regulated by FIS (1) and by DNA supercoiling by Peter et al (2004) (2) (0.10 MB DOC)

**Supplemental Table S13. Comparison of the genes regulated by FIS (1) and by DNA supercoiling by Peter *et al* (2004) (2)**

# Supplementary material for: The HU Regulon Is Composed of Genes Responding to Anaerobiosis, Acid Stress, High Osmolarity and SOS Induction
**Source:** PLoS One. 2009 Feb 4;4(2):e4367. doi: 10.1371/journal.pone.0004367
**Supplement:** Table S14 — Comparison of the genes regulated by FIS (1) and by DNA supercoiling by Blot et al (2006) (2) and Peter et al (2004) (3) (0.03 MB DOC)

**Supplemental Table S14. Comparison of the genes regulated by FIS (1) and by DNA supercoiling by Blot *et al* (2006) (2) and Peter et al (2004) (3)**

| **Gene** | **Blattner** | **Reg.1** | **Reg.2** | **Reg.2** | **Function** |
| --- | --- | --- | --- | --- | --- |
| *yebR* | b1832 | High-Exp | Hyp | Hyp | orf; hypothetical protein |

# Supplementary material for: The HU Regulon Is Composed of Genes Responding to Anaerobiosis, Acid Stress, High Osmolarity and SOS Induction
**Source:** PLoS One. 2009 Feb 4;4(2):e4367. doi: 10.1371/journal.pone.0004367
**Supplement:** Table S15 — Comparison of the genes regulated by HU (1) and by H-NS (Blot et al, 2006 (2)) (0.14 MB DOC)

**Supplemental Table S15. Comparison of the genes regulated by HU (1) and by H-NS (Blot *et al,* 2006 (2))**

# Supplementary material for: The HU Regulon Is Composed of Genes Responding to Anaerobiosis, Acid Stress, High Osmolarity and SOS Induction
**Source:** PLoS One. 2009 Feb 4;4(2):e4367. doi: 10.1371/journal.pone.0004367
**Supplement:** Table S16 — Comparison of the genes regulated by HU (1) and by FIS (Blot et al, 2006 (2)) (0.16 MB DOC)

**Supplemental Table S16. Comparison of the genes regulated by HU (1) and by FIS (Blot *et al,* 2006 (2))**

# Supplementary material for: The HU Regulon Is Composed of Genes Responding to Anaerobiosis, Acid Stress, High Osmolarity and SOS Induction
**Source:** PLoS One. 2009 Feb 4;4(2):e4367. doi: 10.1371/journal.pone.0004367
**Supplement:** Table S17 — Comparison of the genes regulated by H-NS (1) and FIS(2) (Blot et al, 2006) (0.22 MB DOC)

**Supplemental Table S17. Comparison of the genes regulated by H-NS (1) and FIS(2) (Blot *et al,* 2006)**

# Supplementary material for: The HU Regulon Is Composed of Genes Responding to Anaerobiosis, Acid Stress, High Osmolarity and SOS Induction
**Source:** PLoS One. 2009 Feb 4;4(2):e4367. doi: 10.1371/journal.pone.0004367
**Supplement:** Table S18 — Comparison of the genes regulated by HU(1), H-NS (2) and FIS(3) (Blot et al, 2006) (0.07 MB DOC)

**Supplemental Table S18. Comparison of the genes regulated by HU(1), H-NS (2) and FIS(3) (Blot *et al,* 2006)**

| **Gene** | **Blattner** | **Reg.1** | **Reg.2** | **Reg.3** | **Function** |
| --- | --- | --- | --- | --- | --- |
| *entA* | b0596 | [Cluster2] | High-Exp/High-Trans | High-Trans | 2;3-dihydro-2;3-dihydroxybenzoate dehydrogenase; enterochelin biosynthesis |
| *hspQ* | b0966 | [Cluster2] | High-Stat | Low-Exp | orf; hypothetical protein |
| *bdm* | b1481 | [Cluster2] | Low-Stat | Low-Exp | orf; hypothetical protein |
| *gadC* | b1492 | [Cluster2] | Low-Exp/Low-Stat | Low-Exp/High-Trans | acid sensitivity protein; putative transporter |
| *ydeI* | b1536 | [Cluster2] | Low-Exp/Low-Stat | High-Trans/High-Stat | orf; hypothetical protein |
| *slp* | b3506 | [Cluster2] | Low-Exp/Low-Trans | High-Trans/High-Stat | outer membrane protein induced after carbon starvation |
| *dctR* | b3507 | [Cluster2] | Low-Exp | High-Trans | orf; hypothetical protein |
| *hdeD* | b3511 | [Cluster2] | Low-Exp | High-Trans | orf; hypothetical protein |
| *gadE* | b3512 | [Cluster2] | Low-Exp | High-Trans | orf; hypothetical protein |
| *gadW* | b3515 | [Cluster2] | Low-Exp | High-Trans | putative ARAC-type regulatory protein |
| *hypB* | b2727 | [Cluster4] | High-Exp | High-Exp/High-Trans | guanine-nucleotide binding protein; functions as nickel donor for large subunit of hydrogenase 3 |
| *nanA* | b3225 | [Cluster4] | High-Trans | High-Trans | N-acetylneuraminate lyase (aldolase)-- catabolism of sialic acid-- not K-12? |
| *yjjI* | b4380 | [Cluster4] | High-Exp | High-Exp | orf; hypothetical protein |
| *pps* | b1702 | [Cluster5] | Low-Trans | Low-Exp | phosphoenolpyruvate synthase |
| *iscS* | b2530 | [Cluster5] | High-Trans | Low-Exp | putative aminotransferase |
| *clpB* | b2592 | [Cluster5] | High-Exp | Low-Stat | heat shock protein |
| *proW* | b2678 | [Cluster5] | Low-Exp | Low-Trans | high-affinity transport system for glycine betaine and proline |
| *ibpB* | b3686 | [Cluster5] | High-Stat | Low-Stat | heat shock protein |
| *ibpA* | b3687 | [Cluster5] | High-Stat | Low-Exp | heat shock protein |
| *groL* | b4143 | [Cluster5] | High-Exp | Low-Stat | GroEL; chaperone Hsp60; peptide-dependent ATPase; heat shock protein |
| *fimI* | b4315 | [Cluster5] | Low-Stat | Low-Exp | fimbrial protein |
| *fimC* | b4316 | [Cluster5] | Low-Exp | Low-Exp/Low-Stat | periplasmic chaperone; required for type 1 fimbriae |
| *flgB* | b1073 | [Cluster7] | Low-Trans | Low-Stat | flagellar biosynthesis; cell-proximal portion of basal-body rod |
| *ftnA* | b1905 | [Cluster7] | Low-Exp | Low-Exp | cytoplasmic ferritin (an iron storage protein) |
| *fruB* | b2169 | [Cluster7] | Low-Exp | High-Trans | PTS system; fructose-specific IIA/fpr component |
| *asnA* | b3744 | [Cluster7] | High-Exp | Low-Stat | asparagine synthetase A |

# Supplementary material for: The HU Regulon Is Composed of Genes Responding to Anaerobiosis, Acid Stress, High Osmolarity and SOS Induction
**Source:** PLoS One. 2009 Feb 4;4(2):e4367. doi: 10.1371/journal.pone.0004367
**Supplement:** Table S19 — Comparison of the HU regulon with the genes located in the chromosomal areas exhibiting maximum DNA distorsion reported by Pedersen et al, (2000). (0.06 MB DOC)

| **Supplemental Table S19.** Comparison of the HU regulon with the genes located in the chromosomal areas exhibiting maximum DNA distorsion reported by Pedersen et al, (2000). | | | | |
| --- | --- | --- | --- | --- |
| **Pedersen et al (2000)** | | **This work** | |  |
| **Gene** | **Blattner** | **Gene** | **Blattner** |  |
| *lpdA* | b0016 | *dnaJ* | b0015 |  |
| *yafT* | b0217 | - | - |  |
| *yagG* | b0270 | - | - |  |
| *nohB* | b0560 | *ybcW* | b0559 |  |
| b0725 | b0725 | b0725 | b0725 |  |
| b0832 | b0832 | - | - |  |
| *csgD* | b1040 | - | - |  |
| *ymfD* | b1137 | *ymfJ* | b1141 |  |
| *ycgZ* | b1164 | *ycgZ* | b1164 |  |
| *y121-2* | b1403 | - | - |  |
| *rhsE* | b1456 | *yncG* | b1454 |  |
| *ydeI* | b1536 | *ydeI* | b1536 |  |
| *ydfO* | b1549 | - | - |  |
| *celB* | b1735 | *katE* | b1732 |  |
| *flu* | b2000 | - | - |  |
| *wbbK* | b2032 | - | - |  |
| *ais* | b2252 | - | - |  |
| *nuoI* | b2281 | - | - |  |
| b2339 | b2339 | - | - |  |
| b2372 | b2372 | - | - |  |
| b2651 | b2651 | - | - |  |
| *ygeG* | b2851 | - | - |  |
| b2856 | b2856 | - | - |  |
| *tdcR* | b3119 | *tdcA* | b3118 |  |
| *rpsO* | b3165 | *deaD* | b3162 |  |
| *rpsQ* | b3311 | - | - |  |
| *yhhZ* | b3442 | - | - |  |
| *nikE* | b3480 | - | - |  |
| *rfaJ* | b3626 | - | - |  |
| *atpI* | b3739 | *atpB* | b3738 |  |
| *rpoB* | b3987 | - | - |  |
| *tyrB* | b4054 | *aphA* | b4055 |  |
| *yjcF* | b4066 | *nrfA* | b4070 |  |
| *phnI* | b4099 | - | - |  |
| *yjhA* | b4311 | *nanC* | b4311 |  |
| *hsdS* | b4348 | *yjiX* | b4353 |  |

# Supplementary material for: The HU Regulon Is Composed of Genes Responding to Anaerobiosis, Acid Stress, High Osmolarity and SOS Induction
**Source:** PLoS One. 2009 Feb 4;4(2):e4367. doi: 10.1371/journal.pone.0004367
**Supplement:** Table S20 — Oligonucleotides used for PCR amplification. (0.03 MB DOC)

**Supplemental Table S20.** Oligonucleotides used for PCR amplification.

| **Gene** | **Primer** | **Sequencea** |
| --- | --- | --- |
| *sulA* | sulA1  sulA2 | CGGAATTCgatttcgccatagactttc  GAAGATCTgataagcccggctgtagtg |
| *dinI* | dinI1  dinI2 | CGGAATTCgtgacacatgcagatatcg  CGGGATCCccagctggcaatggagaag |
| *lldP* | lldP1  lldP2 | CGGAATTCgagcaggctgatatgggc  CGGGATCCgggaagcgatgctatcagac |
| *ndk* | ndk1  ndk2 | CGGAATTCctgccggagcaggaaggc  CGGGATCCcctgcagcttcaaagcgc |
| *nirB* | nirB1  nirB2 | CGGAATTCgggcttcttctccagcgc  CGGGATCCcttcgcgcaccagcgacag |
| *narG* | narG1  narG2 | CGGAATTCccgaaagcgtttggtagc  CGGGATCCggcgatatccatcctccc |
| *dcuC* | dcuC1  dcuC2 | CGGAATTCtcacgttcatttgtgacc  CGGGATCCgatgtagcgagctacaccc |

a For each gene, the underlined sequences refer to EcoRI and BamHI sites respectively, sites except for the *sulA* gene where BamHI is replaced by BglII. The sequences in lower case correspond to the *E. coli* genome.

How the deposited data were processed for this re-analysis (not part of the article)

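The deposited intensities of 26 arrays were used: 16 LB arrays of the wild type and the *hup* mutants, 2 LB arrays of an *rpoS* mutant and 8 arrays of the wild type and *hupAB* in minimal media. The intensity values had been normalized between arrays with dChip by the authors, according to the Methods, before they were deposited, while the Results name MAS 5.0. The dChip model and baseline array are not given in the paper's text. No column of signal was left out. Of 7312 probe sets, 4345 are for genes, 2886 for intergenic regions, 22 are controls and 59 are phage, plasmid or vector sequences. The probe sets were matched to genes by symbol and Blattner number: 4192 matched 1 gene by the annotation, 40 by the Blattner number in their name, and 113 kept that number as their name. The 41 genes with several probe sets were given the probe set with the highest mean signal, which left 4301 genes.
The median gene signal per array lay between 154.8 and 206.8, the lowest values between -1043.3 and -101.7 and the highest between 11209.4 and 19695.0. Between 173 and 390 genes per array were below 32, where fold changes are compressed by the constant added. Values below 0 were set to 0 before 32 was added, a step the plan did not name.
Tests were made in R 4.3.3 with limma 3.58.1, with the empirical Bayes prior following the mean signal and p-values adjusted by the Benjamini-Hochberg method within each comparison. The model of single phases had 12 groups over 16 arrays and 4 residual degrees of freedom, and single arrays were assumed to vary like the duplicated groups. The *rpoS* arrays were added to that model as 2 more groups, without further degrees of freedom. The comparison over the phases had phase and genotype as terms, with 5 arrays on each side. The comparison in minimal media had 4 pairs of arrays, each pair sharing a medium and phase. Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 made the tables and plots.
Genes named in the text were those the paper's text names for the comparison at hand, *hupA* and *hupB* first, and for each tested comparison the 10 genes with the highest and the 10 with the lowest log2 fold change among those called. For lists, up to 4 called members with the largest change were named, and for transition phase the 5 highest and 5 lowest log2 ratios among genes with a mean signal of 100 or more. The values in the paper's tables had been seen when this rule was written.
The 37 gene lists came from the paper's text or from general knowledge of *E. coli* regulons, and the 5 clusters from Table S3. Lists that share genes give overlapping results. Camera of limma was run with a preset correlation of 0.01 over 42 lists and clusters, and its p-values were adjusted over these. With the correlation estimated from the data no list stayed called in any of the 11 comparisons of LB and minimal media. With the preset value, 17 were called for the exponential double mutant, 10 for the stationary one, 15 and 10 for the *hupA* mutant, 6 and 14 for the *hupB* mutant, 17 over the phases, 17 in minimal media, 15 for the change between phases, and 14 and 9 for the *rpoS* mutant.
Lists without a place beside a sentence gave these medians in the exponential double mutant. Galactose genes, 8 of 10 in the study's clusters, had -0.11 (adjusted p = 0.43 from camera of limma), with a mean of 0.45 in the other direction. Maltose genes had 0.82 (adjusted p = 3.4e-04 from camera of limma, and adjusted p = 0.46 with an estimated correlation) and iron uptake genes under Fur 0.10 (adjusted p = 0.051 from camera of limma). The glyoxylate shunt, whose 3 genes all lie in cluster 2, had 0.98 (adjusted p = 0.022 from camera of limma, and adjusted p = 0.44 with an estimated correlation). Pyrimidine synthesis had -0.10, purine synthesis -0.07, histidine synthesis -0.05, tryptophan synthesis 0.13 and methionine synthesis 0.03, with adjusted p = 0.64, 0.97, 0.53, 0.53 and 0.95 from camera of limma. Arginine synthesis had 0.21 (adjusted p = 0.025 from camera of limma, and adjusted p = 0.44 with an estimated correlation) and synthesis of branched-chain amino acids 0.24 (adjusted p = 0.021 from camera of limma, and adjusted p = 0.6 with an estimated correlation). Of 17 nucleoid proteins and topoisomerases, *hupA* and *hupB* were called lower, and the median of 0.15 (adjusted p = 0.95 from camera of limma) had a mean of -0.17. RpoS-dependent genes had 0.10 (adjusted p = 0.98 from camera of limma).
In a simulation with 200 genes changed by a known size, limma called 38% of genes changed by a log2 of 1 in the exponential double mutant and 18% in the *hupA* mutant. At a log2 of 2 these shares were 100% and 90%. In minimal media 64% and 98% were called. Noise was drawn independently for each gene and array, so all these shares may be too high for the real arrays.
Chip lot and scanning session were read from the array records. Chip lot 1 held exponential replicate 2 of the wild type, replicate 2 of *hupAB* in both phases, the *rpoS* arrays and the 4 exponential arrays in minimal media. Lot 2 held the other 13 LB arrays and the wild-type stationary arrays in minimal media, and lot 3 the *hupAB* stationary arrays in minimal media. All 8 arrays in minimal media were scanned in session 4, so the medium and the session cannot be separated. The correlation of differences between duplicates, over genes, was 0.38 in exponential and 0.41 in stationary phase when arrays were paired by replicate number.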

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

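All tests of explanations in this part, the comparison of LB with minimal media and the count of other splits were chosen after the results were seen.
Several SOS and e14 genes that rose without HU in LB did not rise without HU in minimal medium. The *hupAB* effect differed between LB and minimal media in 16 genes, all lower in minimal media, by limma with Benjamini-Hochberg adjustment (522 genes at an unadjusted p under 0.05). With chip lot as a block the count was 74, of which 3 were higher, and it ranged from 8 to 29 when 1 array or pair was left out, with 1 higher without the glucose stationary pair. The largest differences were -4.45 for the e14 gene *ymfJ* (adjusted p = 1.1e-04), -3.49 for the excisionase gene *xisE* (adjusted p = 1.5e-04) and -3.43 for the division inhibitor gene *sulA* (adjusted p = 0.0015). Among the others were the SOS genes *dinI* and *yebG* and the e14 integrase gene *intE*, at -2.65, -1.53 and -1.98. Not called for this difference were *recA* at -2.01 (adjusted p = 0.09), *recN* at -1.07 (adjusted p = 0.14), *ymfL* at -1.78 (adjusted p = 0.091) and *ymfH* at -1.30 (adjusted p = 0.08), by the same Benjamini-Hochberg adjustment in limma. Cluster 6 had a median difference of -1.40, with 18 of 19 genes lower and 5 called (adjusted p = 2.9e-11 from camera of limma, and adjusted p = 0.44 with an estimated correlation). This came up because the arrays in minimal media are not analysed in the paper's text and the effect differed between the media.
For cluster 6 the tables argue against chip lot, since the median difference was -0.98 with lot as a block. After quantile normalization it was -1.07, but that step was run on values the authors had already normalized and cannot test their normalization. The tables argue against a higher wild-type level in minimal media alone, since the *hupAB* arrays were lower there than in LB by a median of -0.82 while the wild type was higher by 0.81. The scanning session coincides with the medium and stays open. Among 35 splits of the arrays 2, the real one included, called at least as many genes (highest other 17), so chance is not excluded for the count. A dependence of SOS release on the medium, in which *hupAB* cells may suffer less damage, is a candidate explanation and was not tested otherwise.
The genes of cluster 4 were lower and those of cluster 5 higher in exponential phase in *hupA*, in *hupAB* and also in the *rpoS* mutant. The label of that mutant names no *hup* mutation, and its parent strain is not stated. Chip lot does not explain cluster 4 in *hupAB*, since the medians within lots 1 and 2 were -1.64 and -1.63. Sampling nearer to the transition phase is consistent with cluster 4, since the wild type moved by -1.07 on its way to the transition phase, against -1.11 in *hupA*. Other lists go against it: from exponential to transition phase cluster 7 rose by 0.44 in the wild type (71 of 96 genes up), the 2 *cyd* genes by 0.04 and flagellar genes by 0.38, while these stood at -0.60, -1.89 and -0.46 in *hupA* and cluster 7 at -0.92 in *hupAB*. So, as far as 1 transition array shows, it would not account for all genes that were lower there. For cluster 5 the wild type moved by 0.55 on 1 transition array, against 1.67 in *hupA*, and the explanation cannot be told apart from an effect of HU. A shift of the wild-type arrays shared by all comparisons would lower *hupB* too, which stood at 0.39 on 1 array and so leaves this open.
The genes of cluster 2 were higher in the stationary *hupA* and *hupB* arrays. Chip lot and scanning session do not explain it, since the 4 arrays share 1 lot and 1 session. After quantile normalization the lowest pair median was 0.51. That step was run on values the authors had already normalized, so it cannot test their normalization. A difference between the wild-type duplicates cannot be told apart for cluster 2, since these differed by 0.46 and each mutant has 1 array. For GadX-GadW genes the difference between the wild-type duplicates may account for the *hupA* value, which was 0.02 above the higher wild-type array, against 0.45 for *hupB* and a gap of 2.31 between the wild-type arrays. HU as a homodimer stays open for both lists.
For some lists the *hupAB* effect had other medians in stationary than in exponential phase, a change that no single gene and no list with an estimated correlation passed. From exponential to stationary phase the median change was 1.59 for cluster 4 (62 of 64 genes up, 0 called by limma, 25 when adjusted over the list alone, adjusted p = 0.61 from camera with an estimated correlation). It was -0.86 for cluster 5, 0.96 for cluster 7 and 1.30 for FNR-activated genes, with adjusted p = 0.68, 0.61 and 0.61 from camera of limma with an estimated correlation. Over all genes 0 were called for this change in limma, and 268 had an unadjusted p under 0.05.
The *rpoS* arrays, which the paper's text does not describe, gave 91 genes called in stationary phase, 30 with chip lot as a block and 3 with the session as a block. The median was -2.52 for RpoS-dependent genes. For cluster 2 it was -1.57, with 38 of 99 genes called lower (57 when adjusted over the list alone, adjusted p = 1.9e-46 from camera of limma, and adjusted p = 0.14 with an estimated correlation). In exponential phase the medians were -1.09 for cluster 4 (adjusted p = 1.0e-15 from camera of limma) and -1.15 for FNR-activated genes (adjusted p = 9.1e-33 from camera of limma), both with adjusted p = 0.92 with an estimated correlation.
In minimal media *hupAB* gave 0 called genes by limma (694 at an unadjusted p under 0.05). Any split gives at least 0 genes, so the 32 splits that could be fitted decide nothing here. The highest other called 1, and 3 splits were not fitted. The median was -1.19 for the osmotic genes named by the paper (20 of 22 lower, adjusted p = 4.5e-04 from camera of limma), -0.61 for cluster 2 (78 of 99 lower, adjusted p = 0.0014) and -0.87 for FNR-repressed genes (31 of 32 lower, adjusted p = 6.9e-04 from camera of limma), each with adjusted p = 0.81 with an estimated correlation. Over the LB phases, 2 of 100 splits, the real one included, called at least as many genes as the 47 called here, and the highest other called 48, by exchanging wild-type stationary replicate 2 and *hupAB* exponential replicate 2. These splits ignore the phase. Among the 36 splits that keep the real number of arrays of each phase on both sides, only 1, the real one, called as many, and the highest other called 4. Both shares are under 0.05, and the second is the smallest that such splits can give. The splits treat all arrays as exchangeable, which fails if duplicates came from the same culture, so these tests do not exclude chance for that count. The count was 15 with the session as a block and 16 without the transition pair.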

How the results depend on the processing

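The fold rule, the chip lot, the session and the other planned settings were set in advance, while the wider selection rules, the LB against minimal comparison and its settings, and the 8 duplicated arrays without a block were chosen after the results were seen. Counts are of genes called by limma unless said otherwise, the cause of each change was not tested, and single arrays were assumed to vary like duplicated groups. No called value changed direction. Of medians near 0, those of cluster 7 in transition *hupA* (-0.02), cluster 4 in stationary *hupB* (0.07) and cluster 5 in stationary *hupB* (0.16) changed sign after quantile normalization, to 0.11, -0.09 and -0.02. Of the alternatives for counts and medians, 268 stayed within their limits and 109 moved.
With a constant of 8 the counts were 2 for *hupAB* stationary, 2 for *hupB* stationary and 2 for *rpoS* exponential, and the cluster 6 median of *hupAB* in transition phase was 1.05. With a constant 4 times as high they were 26 for *hupAB* stationary, 8 for *hupA* stationary, 13 for the change of the *hupAB* effect between phases and 7 for *rpoS* exponential. The medians were then 0.48 for cluster 6 in the transition *hupAB* array, 0.50 for cluster 6 in stationary *hupAB* and -0.66 for cluster 7 in exponential *hupAB*. With only genes of mean signal 100 or more they were 0 for *hupA* stationary (154 at an unadjusted p under 0.05), 2 for *hupB* stationary, 6 for the change between phases and 3 for *rpoS* exponential. Spearman's correlations of duplicates were then 0.892 (wild type exponential), 0.781 (wild type stationary), 0.840 (*hupAB* exponential) and 0.925 (*hupAB* stationary), over fewer genes.
After quantile normalization the counts were 6 for *hupA* stationary, 2 for *hupB* stationary, 1 for the change between phases and 5 for *rpoS* exponential, and 15 lists were called by camera for *hupB* exponential and 14 for *rpoS* stationary. With array medians set equal they were 2 for *hupB* stationary, 1 for the change between phases and 2 for *rpoS* exponential. Without a trend in the prior they were 1 for *hupA* stationary, 2 for *hupB* stationary and 3 for the change between phases.
With the replicate number as a replicate block on the 8 duplicated arrays, 17 genes were called for *hupAB* exponential and 3 for *hupAB* stationary. On the same 8 arrays with no block, 5 were called for the change between phases. A fit within 1 phase alone called 0 for *hupAB* exponential and 0 for *hupAB* stationary. The fold rule, at least 2-fold in all 4 pairs, gave 102 for *hupAB* exponential and 42 for *hupAB* stationary.
With chip lot as a block the counts were 2 for *hupAB* stationary, 0 for *hupA* exponential (377 at an unadjusted p under 0.05), 1 for *hupA* stationary, 2 for *hupB* stationary, 2 for *rpoS* exponential and 30 for *rpoS* stationary, and 74 for LB against minimal media. With the session as a block they were 0 for *hupAB* exponential, 0 for *hupAB* stationary, 0 for *hupA* exponential (264 at an unadjusted p under 0.05), 0 for *hupA* stationary (151), 1 for *hupB* stationary, 0 for *rpoS* exponential (162), 3 for *rpoS* stationary and 15 for *hupAB* over the LB phases. With an estimated correlation camera called 0 lists in each of the 11 comparisons. The selection gave 445 genes with a quotient in place of the product and 728 with a threshold of 11.95.
Leaving out 1 array at a time (leave-one-out), the counts ranged from 9 to 51 for *hupAB* exponential, from 0 to 8 for *hupAB* stationary, from 0 to 71 for *hupA* exponential, from 0 to 1 for *hupB* exponential, from 1 to 3 for *hupA* stationary and from 2 to 4 for *hupB* stationary. They ranged from 0 to 11 for the change between phases, from 1 to 13 for *rpoS* exponential, from 58 to 105 for *rpoS* stationary, from 16 to 121 for *hupAB* over the LB phases, from 0 to 0 in minimal media and from 8 to 29 for LB against minimal media. The 0 for *hupAB* stationary and for *hupA* exponential came without *hupAB* stationary replicate 1 and again without replicate 2. For *hupA* exponential the count was 2 without wild-type exponential replicate 1 and 4 without replicate 2. For *hupAB* over the phases, 121 came without wild-type stationary replicate 1 and 16 without the transition pair.
Of the calls for named genes under alternatives, 4212 stayed on their side of the threshold, 633 became weaker, 20 stronger and 0 reversed, and 98 values of genes not called changed sign or came to 0, such as *hdeD* in stationary *hupA*, from 1.51 to -0.06 without WT stationary replicate 1. The calls of *sulA*, *dinI*, *ymfJ*, *xisE*, *intE*, *ymfL*, *ndk*, *pflB* and *agp* over the LB phases were kept in 18 of 18 settings. Those of *xisE*, *ymfJ*, *nrfA*, *nrfB* and *srlE* in exponential *hupAB* were kept in 18 of 20, all but the fit within the phase and the session block. There *sulA* was called in 13 of 20, *dinI* in 11 of 20, *nirB* in 10 of 20 and *dcuC* in 12 of 20. In stationary phase *ycgZ* was called in 17 of 17 settings for *hupB* and 15 of 17 for *hupA*, and *bdm* in 3 of 17 and 5 of 17. Genes with signals near the constant of 32, such as *ymfJ* and *xisE* in the wild type, have folds that signal over background limits.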

Differences from the paper's values

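The settings counted below are those set before the data were examined, and the 2 other selection rules were chosen after the values were seen. Of 35 folds of the genes singled out in the paper's text (SOS and e14 genes in *hupAB*, and *narG*, *dcuC*, *lldP* and *ndk* in *hupA* and *hupAB*), all 35 had the paper's direction and 18 differed from the paper's value. In 16 of these the paper's change, up or down, was the larger in size. Each fold is the ratio of mean signals to the wild type. It counted as different if it was off by more than a fixed ratio and by more than the SD from duplicates. Single arrays add no SD, so the count depends on which groups had duplicates. In exponential *hupA* the fold of *narG*, 0.02 in the paper and 0.06712 here, was not counted because the wild-type duplicates of this gene varied widely. Over all genes of the paper's tables with usable values, directions were shared less often in some columns, by 26 of 38 in Table 3 for exponential *hupA*, 9 of 15 in Table 4 for stationary *hupAB* and 28 of 38 in Table 6 for stationary *hupA*.
In the exponential double mutant the paper's fold for *sulA* is 19.33 and the fold here was 11.22. For *dinI* the paper's is 10.61 and here it was 6.345. Both stayed different under 6 of 9 settings, and no longer differed after quantile normalization, without WT exponential replicate 1 and without *hupAB* exponential replicate 1. For *ymfJ* the paper's fold is 41.04 and here it was 147.4, over a wild-type mean of 3.972, too near background to give the fold a firm size, and with a constant of 8 it was 49.57 and no longer differed. The paper's folds for *ymfL*, *umuD* and *recA* are 48.05, 12.64 and 5.07, and those here were 7.244, 2.48 and 2.638, which differed under all 9 settings.
On the transition arrays the paper's fold for *sulA* is 7.98 and here it was 5.072, which no longer differed after quantile normalization and did under the other settings. Under all 5 settings the following differed: *dinI* with 7.34 in the paper and 4.179 here, *ymfL* with 6.32 in the paper and 2.832 here, *umuD* with 5.55 in the paper and 1.615 here, and *recX* with 2.64 in the paper and 1.605 here. In stationary phase differences under all 9 settings were found for *dinI*, with 14.51 in the paper and 7.528 here, for *ymfL*, with 10.09 and 4.664, for *umuD*, with 5.73 and 1.971, and for *recX*, with 5.01 and 2.08.
In the exponential *hupA* mutant the paper's fold for *dcuC* is 0.03 and here it was 0.01656, from a mutant signal of 24.98, too near background to give the fold a firm size, and it no longer differed with a constant of 8 and after quantile normalization but did under the other 5 of 7 settings. For *lldP* the paper's is 49.62 and here it was 20.65, which differed under all 7. For *ndk* the paper's is 16.55 and here it was 11.03, which no longer differed with array medians set equal and without WT exponential replicate 2.
The paper retains 728 genes by the selection criterion, and 2766 passed here at its threshold of 8. The count was 3076 over single arrays, 2715 with values under 10 set to 10 and 2761 with the mean of a gene's probe sets. A threshold of 11.95 passes 728 genes and drops 65 of the paper's genes, and a quotient in place of the product passes 445 and drops 303, both chosen after the values were seen. The lowest Spearman correlation of duplicates, which the paper gives as 0.89, differed only over genes of mean signal 100 or more, where it was 0.781.
The paper takes 9 clusters as the best number by Hartigan's criterion with the threshold of 10 in its Methods. Here the criterion stayed above 10 at each number tried, was 208.7 at 9 clusters and was lower at 10, with 154. With unsquared within-cluster sums it was 102.5 at 9 clusters. The criterion grows with the number of genes, 2766 here and 728 in the paper, so these values cannot be set directly against that threshold.
In Table S3 the column headed *hupAB* stationary equals the wild-type exponential column in 353 of 353 genes, and its Spearman correlation with the deposited *hupAB* stationary signals was 0.098. The other columns had correlations between 0.925 and 0.983 with their deposited arrays.
The paper names *proU* as the only operon divided between clusters, and 5 operons were divided in its Table S3. It describes cluster 8 as holding genes of the RpoS regulon. In Table S2, 22 of its 23 genes encode ribosomal proteins or a polymerase subunit, and 0 of 23 were higher in wild-type stationary phase. On 1 *rpoS* array their median log2 fold change was -0.23. Ribosomal protein genes there lay 0.28 above wild-type replicate 1 and -0.95 from replicate 2, so that array does not decide whether they depend on RpoS. The paper describes cluster 2 as similar in the double mutant and the wild type. The median here was -0.35 (-0.84 to 0.04 over pairs of arrays) and single genes called were 2. It places 13 of 15 GadX-GadW genes in cluster 2, while its list names 14 distinct genes and all 14 are in Table S3 as cluster 2.
The paper states that clusters 2 and 5 hold a majority of FNR-repressed genes. By its own marks 14 of 22 genes of Table 5 are FNR-repressed, and 5 of 51 rows of Table 3 are. Most rows of Table 3 carry no FNR mark. Among marked genes the repressed are the majority in both, 14 against 4 activated in Table 5 and 5 against 1 in Table 3. The paper calls *narG* activated and *lldP* and *ndk* repressed by HU, and the directions here were the same. Of these, *narG* was not called in any mutant, *lldP* was called in *hupA* and *ndk* was called over the LB phases.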

Other observations

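The hypotheses on shared control arrays in this part were tested after the results were seen.
Genes of sulfur assimilation, which CysB activates when cysteine is scarce, had higher medians in several mutants, by amounts that duplicates also differ by. Of 14 genes, 11 of them in the study's clusters, 13 were higher in the exponential double mutant, with a median log2 fold change of 0.72 (adjusted p = 0.014 from camera of limma, and adjusted p = 0.71 with an estimated correlation). The median was 1.47 in the exponential *hupA* mutant (adjusted p = 7.9e-04 from camera of limma, and adjusted p = 0.8 with an estimated correlation). In stationary phase it was 1.56 in *hupA* (adjusted p = 4.3e-06 from camera of limma, and adjusted p = 0.81 with an estimated correlation) and 1.54 in *hupB* (adjusted p = 0.0011 from camera of limma, and adjusted p = 0.9 with an estimated correlation). On the transition array of the double mutant it was 1.53, with *cysP* and *cysD* the highest among genes with a mean signal of 100 or more. In *hupB* it was -0.44 in exponential and -0.16 in transition phase. Replicate 2 differed from replicate 1 by a median of -0.92 and 1.34 in the wild type and -1.38 and 1.37 in *hupAB* (exponential and stationary phase). Stationary *hupAB* replicate 1 lay -1.13 from wild-type replicate 2. The stationary *rpoS* array, whose label names no *hup* mutation, lay 2.01 and 0.52 above the wild-type replicates.
Genes of the lipopolysaccharide core, which build the inner sugars of the outer membrane, had lower medians in the double mutant and in *hupA*, with no gene called. Of 14 genes, none in the study's clusters, 12 were lower in exponential phase, with a median of -0.36 (adjusted p = 0.0052 from camera of limma, and adjusted p = 0.71 with an estimated correlation), and in stationary phase the median was -0.35 (adjusted p = 4.7e-04 from camera of limma, and adjusted p = 0.89 with an estimated correlation). Over the LB phases 13 were lower, and 6 were called when adjusted over the list alone (adjusted p = 2.4e-05 from camera of limma, and adjusted p = 0.56 with an estimated correlation). The stationary wild-type duplicates differed by 0.55 in this list, more than these medians. The *hupA* mutant, which keeps HUβ2, had medians of -0.28 in exponential and -0.36 in stationary phase, with 11 of 14 genes below both wild-type arrays in stationary phase, so the lower level is not particular to cells without HU. Ribosomal protein genes went both ways, and in stationary phase their direction depends on the wild-type array. Of 54, 51 were lower in the exponential *hupA* mutant, with a median of -0.50 (adjusted p = 7.9e-04 from camera of limma, and adjusted p = 0.8 with an estimated correlation), 51 were higher in the stationary double mutant, with a median of 0.45 (adjusted p = 4.7e-05 from camera of limma, and adjusted p = 0.91 with an estimated correlation), and all 54 were higher in stationary *hupB*, with a median of 0.49 (adjusted p = 0.004 from camera of limma, and adjusted p = 0.96 with an estimated correlation). Wild-type stationary replicate 2 lay above replicate 1 by 1.24, in 54 of 54 genes. Against replicate 2 the *hupB* array stood at -0.11 and the *hupAB* arrays at -0.29 and -0.09, so both rises rest on replicate 1.
All LB comparisons share the wild-type arrays, which ties their values together. The simulated noise used for comparison below was drawn independently for each gene. Real duplicates shifted whole lists of genes, so the simulated correlations are only a rough baseline. Across 4301 genes, which are not independent, the log2 fold changes of exponential *hupAB* and *hupA* had a correlation of 0.68, where simulated noise with shared arrays gave 0.41. Of called genes, 13 were lower in both and 2 higher in both, and how many the shared arrays alone would give was not estimated. The correlation was 0.55 between *hupA* and *rpoS* in exponential phase (0.33 simulated) and 0.51 between *hupAB* and *rpoS* (0.40 simulated). Between *hupA* and *hupB* in stationary phase it was 0.54 (0.34 simulated). In stationary phase *hupAB* and *rpoS* had 0.46 (0.41 simulated), and 10 genes were called lower in both. Other pairs lay below the simulated value: 0.37 for *hupAB* and *hupA* in stationary phase, -0.06 and 0.09 for *hupAB* and *hupB* in exponential and stationary phase (each 0.41 simulated), -0.02 for *hupA* and *hupB* and -0.04 for *hupB* and *rpoS* in exponential phase, and 0.03 for *hupA* and *rpoS* and -0.17 for *hupB* and *rpoS* in stationary phase (each 0.33 simulated).
Cluster 2 overlaps with the genes that need RpoS. The 38 genes of cluster 2 that were lower in the *rpoS* mutant had medians of 0.63 in the stationary *hupA* mutant and 0.87 in *hupB*, and the other 61 had 0.52 and 0.95. Outside the study's clusters, 52 genes lower in the *rpoS* mutant had medians of -0.20 and 0.21.
In minimal media the *hup* transcripts had log2 fold changes of -2.26 for *hupA* and -1.74 for *hupB*, each with a Benjamini-Hochberg adjusted p of 0.17 from limma. There *sulA* stood at -0.46, *ymfJ* at -1.07, *xisE* at -0.55 and *dinI* at -0.22.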
